# Loss of XIST lncRNA unlocks stemness and cellular plasticity in ovarian cancer

**DOI:** 10.1073/pnas.2418096121

**Published:** 2024-11-15

**Authors:** Ikrame Naciri, Minzhi Liang, Ying Yang, Heather Karner, Benjamin Lin, Maria De Lourdes Andrade Ludena, Eric A. Hanse, Alfredo Lebron, Olga V. Razorenova, Dequina Nicholas, Mei Kong, Sha Sun

**Keywords:** epigenetics, cellular plasticity, XIST, cancer stem cell, ovarian cancer

## Abstract

Plasticity, a key hallmark of cancer, enables cells to transition into different states, driving tumor heterogeneity. This cellular plasticity is associated with cancer progression, treatment resistance, and relapse. Cancer stem cells (CSCs) play a central role in this process, yet the molecular factors underlying cancer cell stemness remain poorly understood. In this study, we explored the role of XIST (X-inactive specific transcript) long noncoding RNA in ovarian cancer stemness and plasticity through in silico and in vitro analyses. We found that XIST is significantly down-regulated in ovarian tumors, with low XIST expression linked to a higher stemness index and lower overall survival. Knocking down XIST in ovarian cancer cells enhanced stemness, particularly increasing mesenchymal-like CSCs, and under hypoxic conditions, it promoted epithelial-like CSC markers. Our findings suggest that XIST loss leads to CSC enrichment and cellular plasticity in ovarian cancer, pointing to potential therapeutic targets for patients with low XIST expression.

## Significance

We show that X-inactive specific transcript (XIST), a long noncoding RNA that controls X chromosome dosage compensation during embryo development, plays a critical role in regulating ovarian cancer cell stemness and plasticity. XIST expression is significantly reduced in ovarian tumors, correlating to a higher stemness index and poorer patient survival. Knockdown of XIST in ovarian cancer cell lines enhances cancer cell stemness and promotes the transition between cancer stem cell subtypes, particularly under hypoxic conditions. These findings suggest that XIST is essential for maintaining cellular identity in ovarian cancer, highlighting its role beyond embryonic development in influencing cancer outcomes.

As a complex genetic and epigenetic disease, cancer has significant intertumor heterogeneity (between patients) and intratumor heterogeneity (within patients) (1). Intratumor heterogeneity refers to the different cell types within a tumor that exhibit distinct phenotypes. Cancer Stem Cells (CSCs), a subpopulation of cancer cells, also known as tumor-initiating cells, play a crucial role in contributing to tumor cell heterogeneity (2). The characteristics of CSCs are similar to those of stem cells (SCs), including self-renewal, tumor initiation potential, and differentiation into multiple tumor cell types (2, 3). These characteristics allow them to sustain tumor development and propagation. Furthermore, CSCs contribute to cellular plasticity in tumors (4). Among all the hallmarks of cancer, cellular plasticity is an emerging one that has gained traction (5). When cancer cells undergo dedifferentiation and return to a progenitor-like/stem-like state, they can overcome antiproliferative signaling that occurs in differentiated cells and promote proliferation (2, 5).

In ovarian cancer, CSCs were identified 18 y ago by isolating tumor-initiating cells from a patient's ascites (6). Since then, molecular characterization of CSCs has gained increasing attention. Ovarian CSC markers have been identified, including the surface markers CD44 and CD24 (7–10). Additionally, CSCs are heterogeneous, with different subtypes exhibiting various phenotypes and markers within the tumor. In breast cancer, it has been shown that proliferative epithelial-like CSCs (E-CSCs) are CD44^low^/CD24^high^ and express the ALDH1A1/A3 enzyme, while quiescent mesenchymal-like CSCs (M-CSCs) are CD44^high^/CD24^low^ (11, 12). In ovarian cancer, CD44 has also been shown to be expressed in M-CSC (13). The significance of CSCs in ovarian cancer has promoted interest in using them as potential therapeutic targets for overcoming resistance to treatment and cancer metastasis (14). It has been suggested that long noncoding RNAs (lncRNAs), a class of transcripts larger than 500 nucleotides, play an important role in CSC maintenance (15, 16). Understanding the regulatory mechanisms of lncRNAs in cancer cell stemness could provide valuable insights into the development of cancer (17). Some lncRNAs have been proposed as promising cancer biomarkers and therapeutic targets due to their documented molecular functions and high level of expression specificity (18, 19). The XIST (X-inactive specific transcript) lncRNA has been linked to cancer in mice and humans (20–23). XIST is one of the first lncRNAs identified and is known as the master regulator of X chromosome inactivation (XCI) (24). XCI is a developmentally regulated dosage compensation process that balances X-linked gene expression between females and males in mammals. Xist-null female mice are born at very low frequency and die before adulthood (25). However, conditional deletion of Xist in the hematopoietic lineage leads to female-specific marrow fibrosis and leukemia (22), which are associated with enrichment of SCs and increased cell cycle activity. It has been proposed that XIST lncRNA can be used as a biomarker for treatment and prognostic marker in breast and testicular cancer (20, 26). XIST is dysregulated in breast cancer and loss of XIST is often associated with breast tumors with poor prognosis (12, 21). The loss of XIST can trigger X chromosome reactivation, leading to overexpression of X-linked genes, which causes cancer progression (27). However, XIST loss does not result in massive X chromosome reactivation in human mammary SCs; only a few genes are reactivated, including the chromatin mediator MED14. Overexpression of MED14 interferes with differentiation and homeostasis in mammary SCs (21). Moreover, the study found that mice carrying an oncogenic mutation suffer from tumorigenesis when XIST is lost in mammary SCs. Additional examples and evidence are required to better understand how XIST regulates cancer cells and how it affects cancer susceptibility, especially in cancers that predominantly affect women (21, 22, 28, 29).

Here, we set out to investigate the expression of XIST lncRNA in ovarian tumors and elucidate its role in ovarian cancer cellular plasticity. By analyzing the downregulation of XIST associated with poorly differentiated ovarian cancer grades and its correlation with poor overall survival, we identified the significance of XIST in determining cancer cell stemness and cellular characteristics. Our study using XIST knockdown (KD) in ovarian cancer cell lines demonstrated how XIST affects cancer SC heterogeneity and that the loss of XIST lncRNA promotes cancer cell invasion and migration. Ovarian cancer cells with XIST KD also exhibit enhanced resistance to cell death under hypoxia, suggesting that XIST is involved in CSC maintenance and regulation. By controlling the cellular plasticity of ovarian cancer cells, XIST plays a critical role in ovarian cancer progression.

## Results

### XIST Is Down-Regulated in Ovarian Tumors, Which Correlates with a Higher Stemness Index and a Lower Survival Rate.

To determine XIST expression patterns in ovarian tumors, we used The Cancer Genome Atlas (TCGA) and Genotype-Tissue Expression (GTEx) database (30, 31). Our study compared the expression of XIST in 430 tumor samples and 195 normal ovarian tissues. In contrast to nontumor normal tissue samples, tumor samples had a 10-fold lower expression of XIST (Fig. 1*A*). To investigate further, we examined XIST expression across different tumor histological grades. The histological grade indicates cell differentiation, with Grade 1 for well-differentiated tumor cells, Grade 3 for poorly differentiated cells, and Grade Borderline (GB) for noncancerous ovarian tumors. As compared to GB/G1 grade, higher-grade tumors, particularly Grade 3 (G3), showed significantly lower expression of XIST (*P* < 0.05 for G3 vs. GB/G1 and G2 vs. GB/G1) (Fig. 1*B*).

**Fig. 1.**
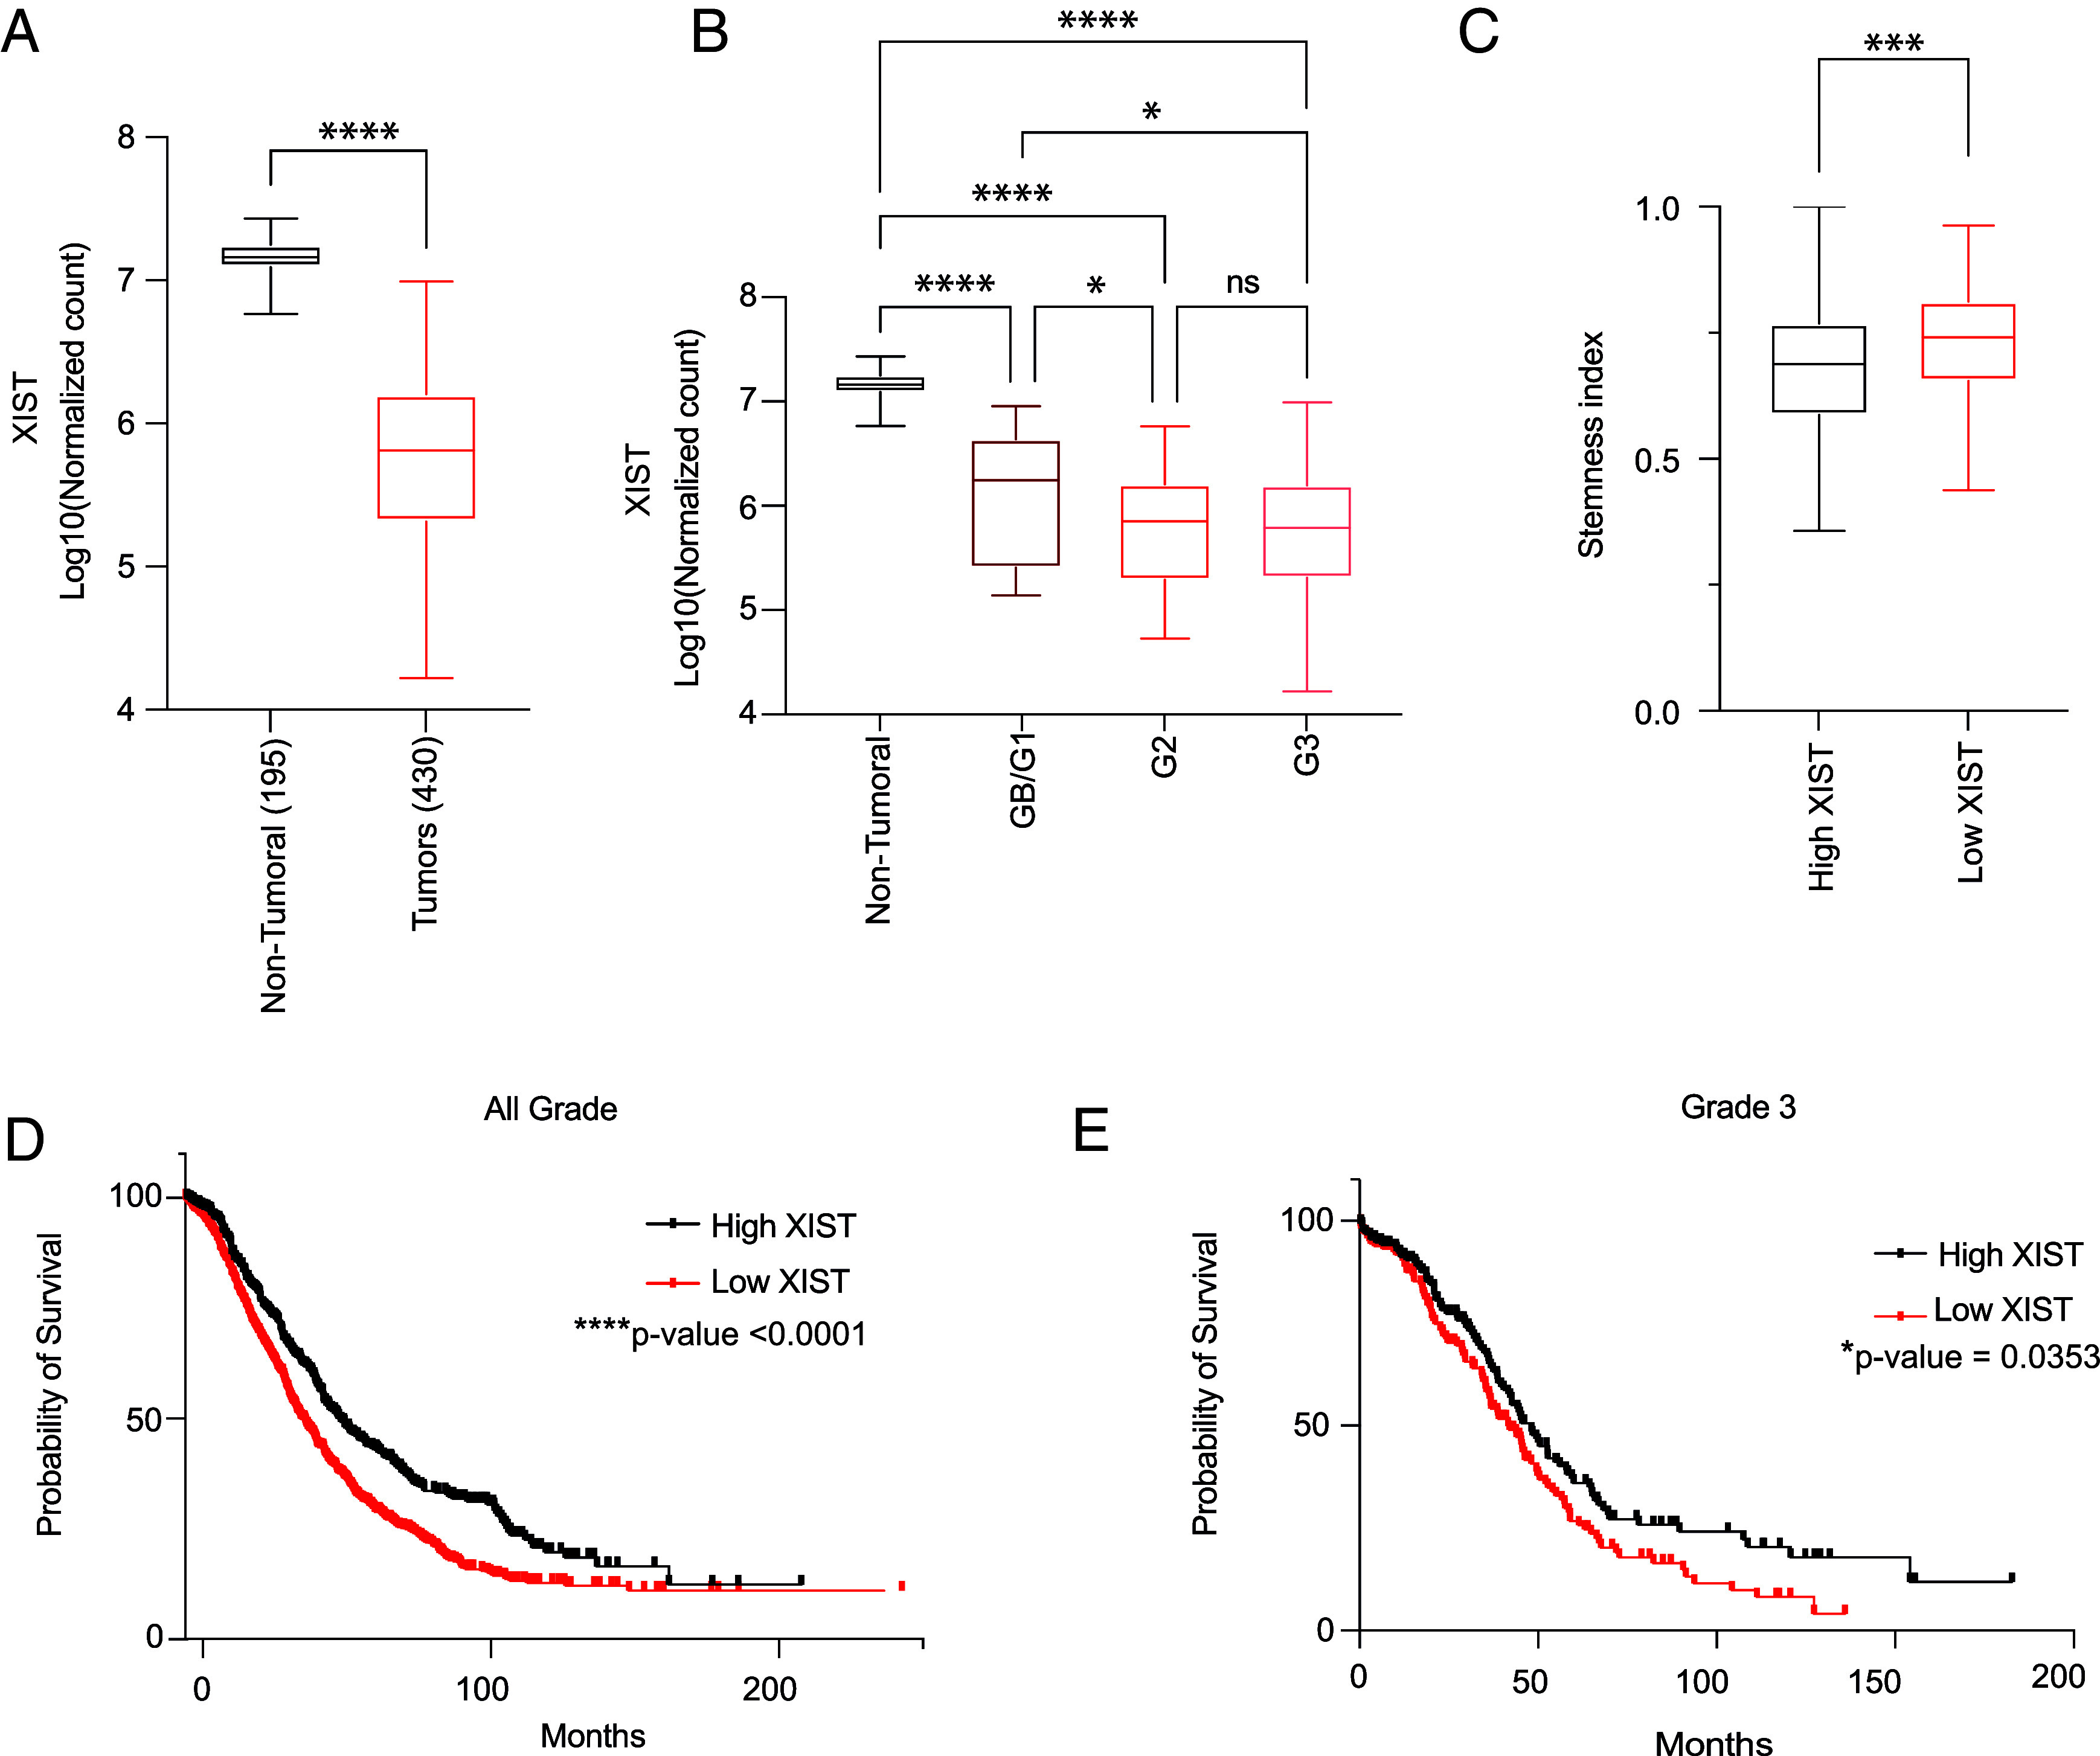
XIST is down-regulated in ovarian tumors in cancer patients, and XIST-low expression is associated with poor prognosis. (*A*) XIST expression in 430 ovarian tumors (TCGA cohort) compared to 195 normal ovaries (GTEx database). (*B*) XIST expression in ovarian tumors sorted by grade compared to normal ovaries (GB: Grade borderline, G2: Grade 2; G3: Grade 3). (*C*) Stemness index of ovarian tumors with high (*Upper* quartile) vs. low XIST (*Lower* quartile) expression. (*D*) Kaplan–Meier curve showing survival of patients with ovarian tumors of low and high XIST expression. (*E*) Kaplan–Meier curve showing survival of patients with Grade 3 ovarian tumors of low and high XIST expression. (*A*–*C*) The statistical analyses were performed with a two-tailed *t* test (* for *P* < 0.05, ** for *P* < 0.01, **** for *P* < 0.0001, ns: non-significant).

The lncRNA XIST controls XCI (X chromosome inactivation) in all somatic cells, so we investigated whether XIST downregulation was associated with XCI regulation in ovarian cancer cells. XIST and its flanking regulatory lncRNA genes, such as JPX (Just Proximal of Xist) and FTX (lncRNA Five Prime to Xist), determine the initiation of XCI as well as the decision to silence one of the two X-chromosomes in female cells (32–36). We examined the expression profiles of JPX and FTX, which positively regulate XIST. Both lncRNAs were expressed in ovarian tumors at a twofold lower level compared to nontumoral samples (*SI Appendix*, Fig. S1 *A* and *B*), suggesting that XCI elements were down-regulated in ovarian cancer cells. To determine whether XIST, JPX, and FTX downregulation could be caused by chromosomal deletions, we also examined Copy Number Variation (CNV) across ovarian cancer grades. XIST, JPX, and FTX copy numbers showed no significant differences by grade (*SI Appendix*, Fig. S1 *C*–*E*), suggesting that gene regulatory changes and transcriptional repression were more likely causes of reduced XIST expression in ovarian tumors than chromosomal deletion.

As Grade 3 ovarian tumors showed low XIST expression and previous reports have shown that XIST regulates breast cancer SCs (12, 21), we investigated whether ovarian tumors with low XIST expression had a more undifferentiated cellular state. Using an mRNA stemness index developed by Malta et al. (37), which utilizes a machine-learning algorithm to extract transcriptomic signatures from various SC databases, we evaluated the stemness index in TCGA ovarian cancer patient samples. We validate the stemness index by examining the mRNA stemness index by grade. Grade 3 tumors displayed the highest stemness index, consistent with the histopathology grading for poorly differentiated cancer cells (*SI Appendix*, Fig. S1*F*). Then, an mRNA stemness index is calculated for each subgroup of tumors belonging to the first quartile (high) and the last quartile (low) of XIST expression. In contrast to samples with high XIST expression, samples with low XIST expression showed a higher mRNA stemness index (Fig. 1*C*), suggesting the presence of more cancer SCs in tumors with low XIST expression.

As Grade 3 tumors are associated with increased aggressiveness and unfavorable prognosis, we investigated whether the expression level of XIST could impact patient outcomes (38) We used the Kaplan–Meier plotter, a web database that combines gene expression data from multiple sources and clinical information to generate Kaplan–Meier curves (39), which showed that patients with low XIST expression had a significantly shorter overall survival time (40.43 vs. 53.27 mo, Fig. 1*D*). Within Grade 3 tumors, lower XIST expression was also associated with poor survival (41.63 vs. 48.20 mo, Fig. 1*E*). Overall, results from our in silico analysis demonstrated a significant downregulation of XIST in ovarian cancer patient samples, particularly in higher-grade tumors. The downregulation of XIST was associated with a higher stemness index and an unfavorable prognosis, suggesting that XIST plays a role in regulating ovarian cancer SCs.

### XIST KD in Ovarian Cancer Cell Lines Induces Cell Morphological Changes, Increases Cell Nucleus Size, and Enhances CSC Population.

To better understand the role of XIST in ovarian cancer cell stemness, we examined XIST expression in ovarian cancer cell lines through the CCLE (Cancer Cell Line Encyclopedia) database (40). There are several biological subtypes of ovarian cancer cells, with High-Grade Serous Carcinoma (HGSC) being the most prevalent subtype, accounting for approximately 70% of ovarian cancer cases. Clear Cell Carcinomas (CCC) account for about 10% of all cases, and they are the most aggressive subtype (41). XIST expression was low across all biological subtypes, as observed in ovarian patient samples. Nevertheless, OVCAR3 and SKOV3, belonging to the HGSC and CCC subtypes, respectively, exhibited XIST expression similar to normal ovary XIST expression (>100 transcripts per million, Fig. 2*A*). Our study has used OVCAR3 and SKOV3 as ovarian cancer cell models because these two cell lines have been extensively studied and characterized (42, 43), and both of them express relatively high levels of XIST compared to other ovarian cancer cell lines, which allows us to investigate the function of XIST through gene KD.

**Fig. 2.**
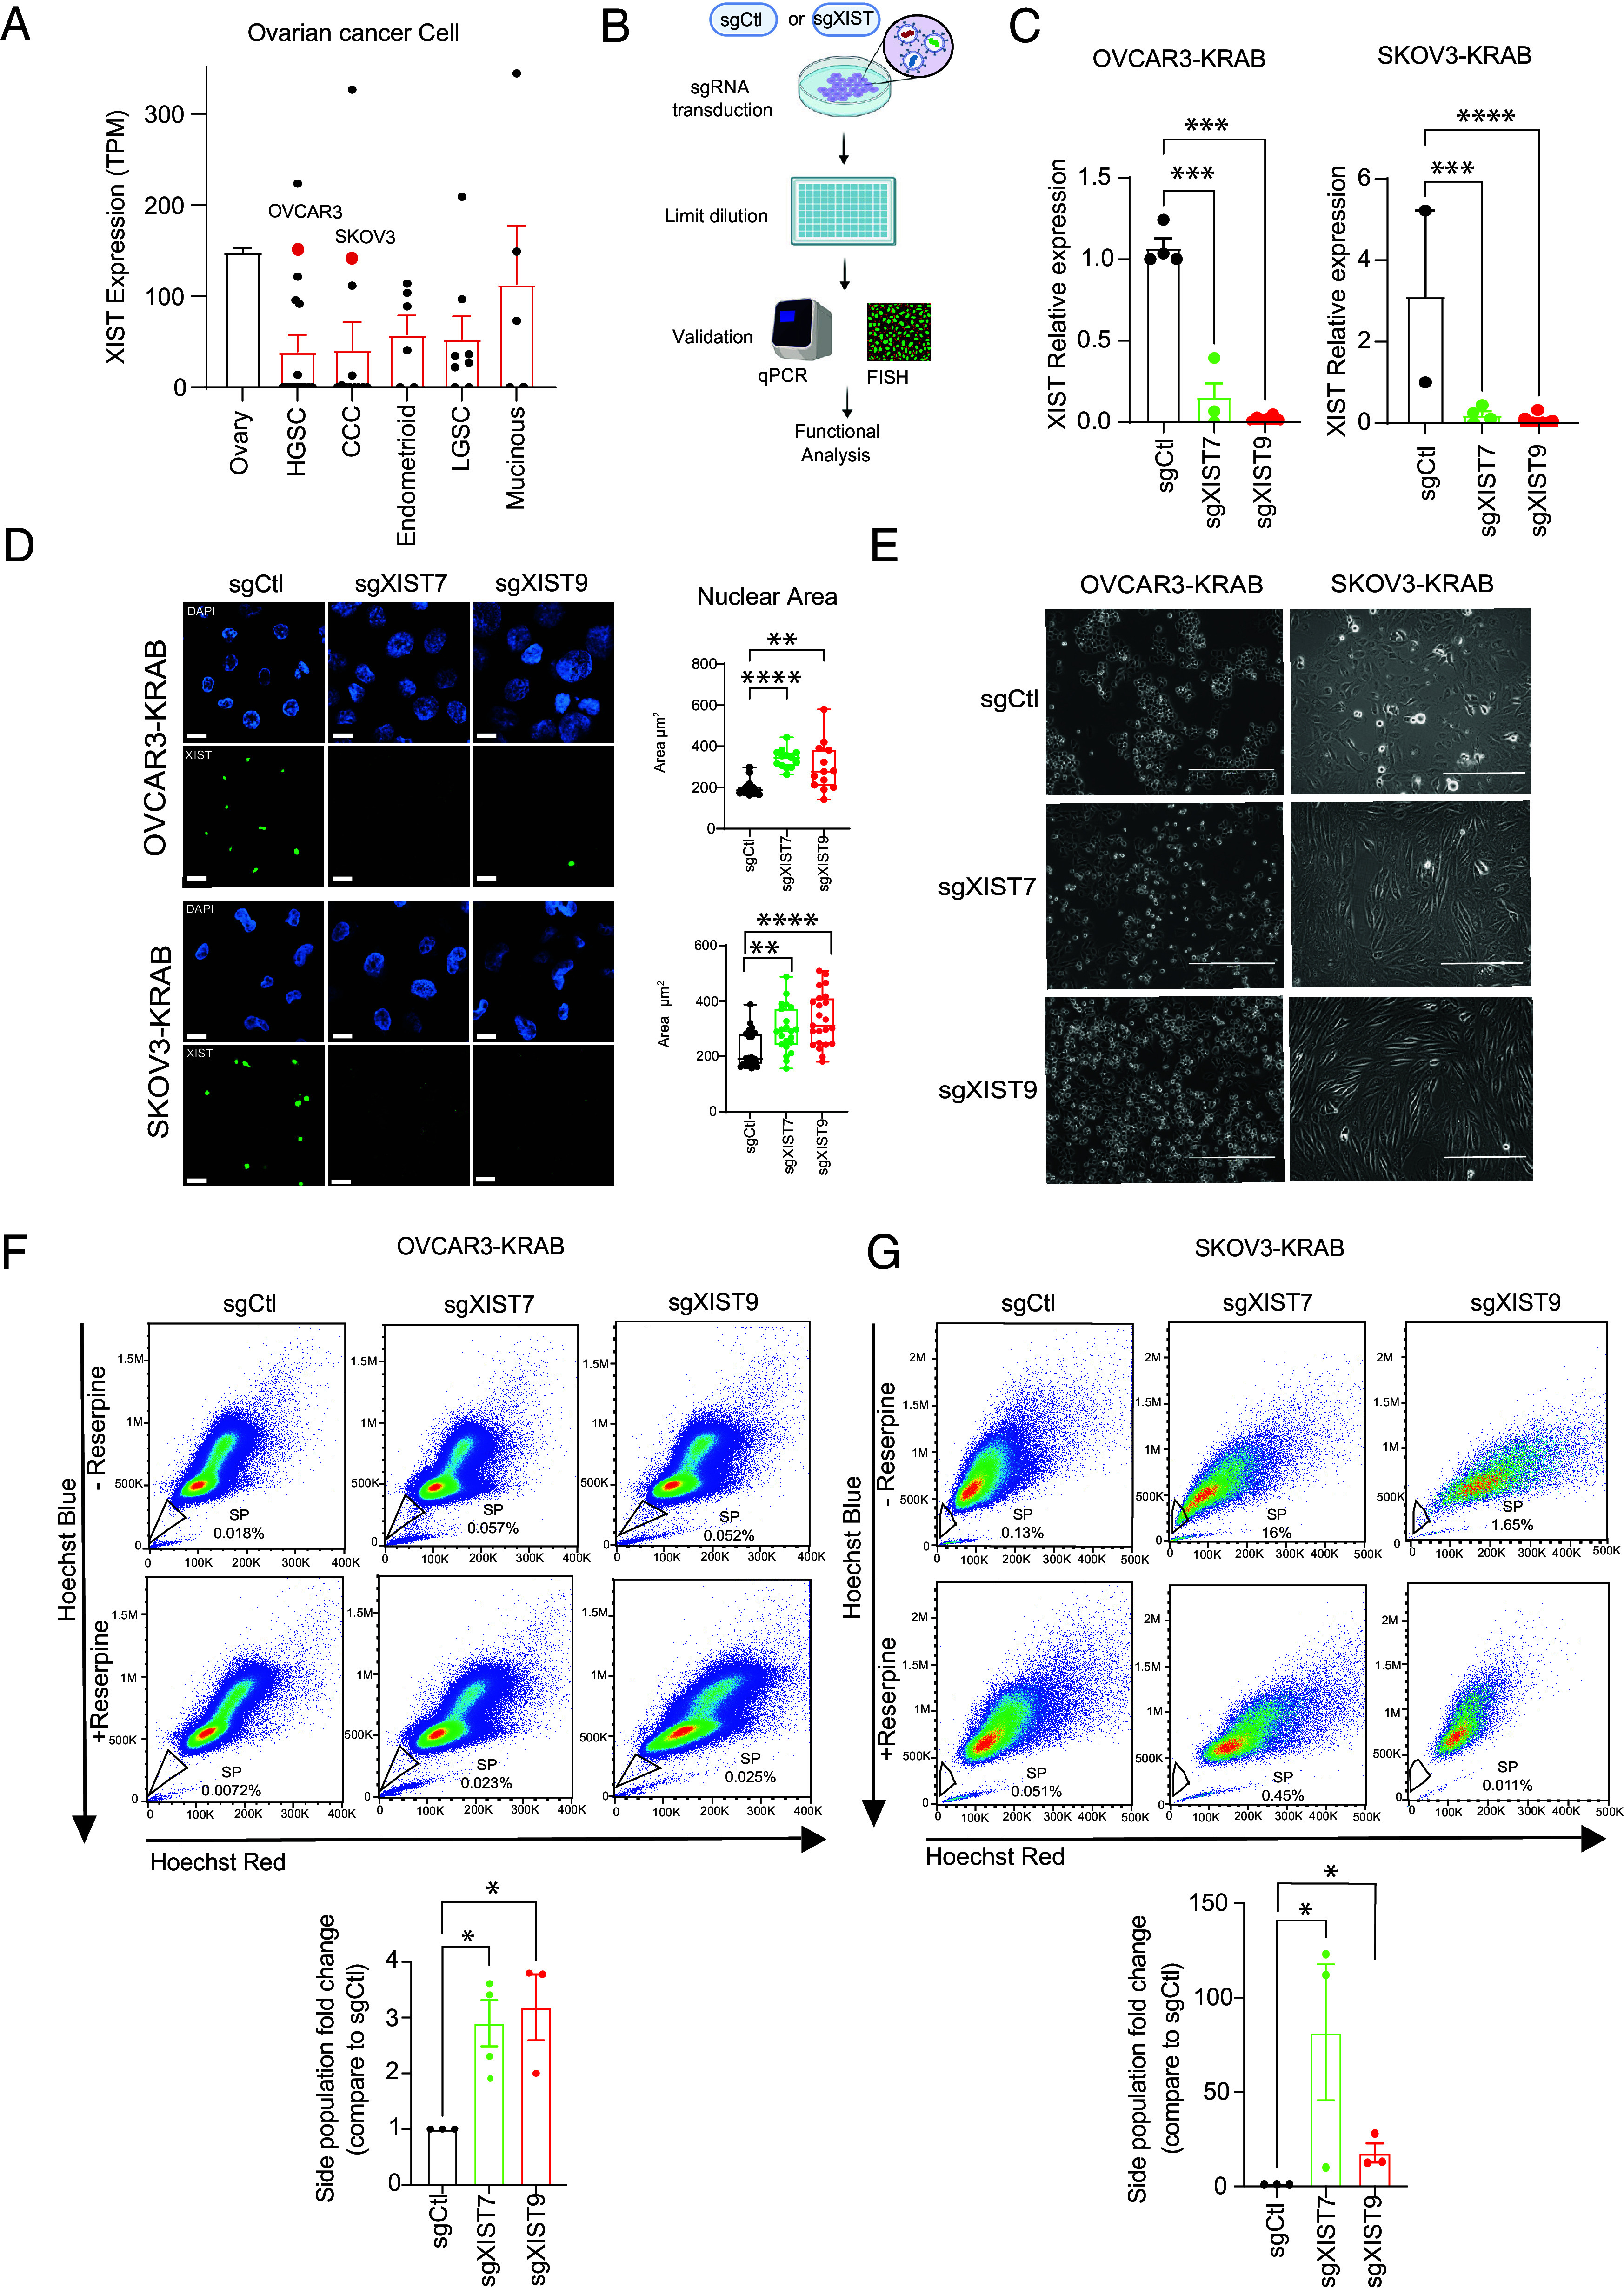
XIST expression in ovarian cancer cell lines and effects of XIST KD. (*A*) XIST expression in ovarian cancer cell lines from CCLE sorted by ovarian cancer subtypes: HGSC, CCC, Endometrioid, LGSC (Low-Grade Serous Carcinoma), and Mucinous. OVCAR3 and SKOV3 show high expression of XIST compared to other ovarian cancer cell lines (red dots). (*B*) Scheme of XIST KD in ovarian cancer cell line using CRISPRi technology. (*C*) XIST expression analysis by RT-qPCR after KD of XIST and clonal selection in OVCAR3-KRAB and SKOV3-KRAB. The statistical analyses were performed with a two-tailed ANOVA test. (*D*) FISH of XIST lncRNA in OVCAR3-KRAB (*Upper*) and SKOV3-KRAB (*Lower*). The histograms on the right represent nucleus area measurement in OVCAR3-KRAB (*Upper*) and SKOV3-KRAB (*Lower*) after XIST KD with sgXIST7 and sgXIST9. Two-tailed one-way ANOVA statistical test. (Scale bar, 10 µm.) (*E*) Brightfield images of OVCAR3-KRAB and SKOV3-KRAB clonal cell lines. (Scale bar, 200 µm.) (*F*) Side population assay in OVCAR3-KRAB after XIST KD in clonal cells. *Upper* panels represent results without ABC transporter inhibitor Reserpine, and *Bottom* panels represent results from cells treated with 15 µM of Reserpine (negative control). Side population was gated by performing the experiment with an ABC transporter inhibitor Reserpine. (*G*) Side population assay in SKOV3-KRAB after XIST KD in clonal cells. *Upper* panels represent results without ABC transporter inhibitor Reserpine, and *Bottom* panels represent results from cells treated with 15 µM of Reserpine (negative control). Side population was gated by performing the experiment with an ABC transporter inhibitor Reserpine. (*C*–*G*) The statistical analyses were performed with a two-tailed *t* test. (* for *P* < 0.05, ** for *P* < 0.01, **** for *P* < 0.0001, ns: nonsignificant). All experiments have been performed at least 3 times.

We performed XIST-KD in ovarian cancer cells using CRSPRi (CRISPR interference). We first established OVCAR3 and SKOV3 cell lines that stably express a dead Cas9-KRAB (dCas9-KRAB) fusion by lentiviral transduction followed by antibiotic selection; the cell lines are referred to as OVCAR3-KRAB and SKOV3-KRAB hereafter. These cells did not exhibit any changes in cell morphology or XIST expression as a result of the dCas9-KRAB transgene. We then transduced OVCAR3-KRAB and SKOV3-KRAB cell lines with either a control sgRNA (sgCtl) or a sgRNA targeting XIST promoter (sgXIST). 

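sgXIST7 and sgXIST9 are the sgRNAs directed at XIST. Their spacers and that of sgCtl were searched on both strands of the hg38 genome, with up to 3 differences allowed beside an NGG PAM. The sgXIST7 spacer, GCAGCGCTTTAAGAACTGAA, matched without a difference on chromosome X from 73852732 to 73852751, on the plus strand next to the PAM GGG. The GENCODE annotation places the start of XIST at 73852723, on the minus strand, so this site lies just upstream of the start. The sgXIST9 spacer, GCCATATTTCTTACTCTCTCG, is a base longer. It matched without a difference on the minus strand, next to the PAM GGG, and the bases nearest the PAM run from 73852697 to 73852716, where the annotation has exon 1 of XIST. In the annotation the authors counted on, the XIST exon ends at 73852753 and covers both sites. On the forward strand, the hg38 sequence from 73852672 to 73852811, which holds both sites, reads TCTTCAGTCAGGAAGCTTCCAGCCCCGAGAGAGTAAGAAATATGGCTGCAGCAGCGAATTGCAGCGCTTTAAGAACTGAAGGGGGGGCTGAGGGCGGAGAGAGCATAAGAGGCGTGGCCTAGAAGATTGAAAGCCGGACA. Neither spacer had a further site with 1 or 2 differences. With 3 differences, sgXIST7 had 2 sites and sgXIST9 had 14. For sgXIST9 the first base of the spacer was left out of the comparison. That base also differed at each of its 14 sites except the one in ASXL2. The sgCtl spacer had 0 sites.

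**Figure D1:**
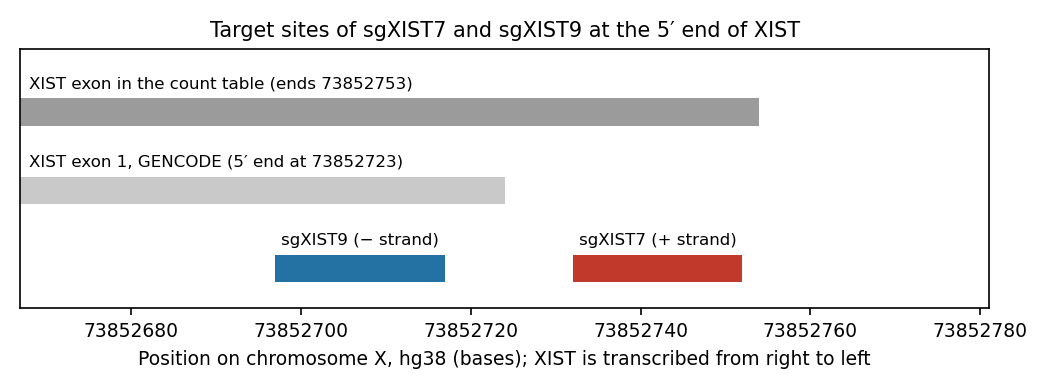
Position on chromosome X of hg38 in bases, with the target sites of sgXIST7 and sgXIST9, the XIST exon the authors counted on and exon 1 of XIST in GENCODE drawn as bars. The sgXIST9 bar overlaps the GENCODE exon, and the sgXIST7 bar lies upstream of it.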

We used two sgXIST RNAs, sgXIST7 and sgXIST9, which target different sequence regions of the XIST promoter. We established monoclonal cell lines and selected clones that lost XIST expression (Fig. 2*B*). For OVCAR3-KRAB, we obtained six sgCtl clones, eleven sgXIST7 clones, and fourteen sgXIST9 clones. Eleven of the sgXIST clones had reduced XIST expression by more than 60%. For SKOV3-KRAB, we obtained one sgCtl clone, thirteen sgXIST7 clones, and twenty sgXIST9 clones. Eighteen of the sgXIST clones had reduced XIST expression by more than 60% (*SI Appendix*, Fig. S2 *A* and *B*). In both ovarian cancer cell lines, CRISPRi was effective in knocking down XIST expression. We validated KD efficiencies using RT-qPCR (Fig. 2*C* and *SI Appendix*, Fig. S2*B*) and RNA fluorescent in situ hybridization (FISH) (Fig. 2*D*). In both OVCAR3-KRAB and SKOV3-KRAB cell lines, we observed changes in cell morphology associated with XIST KD. DAPI staining of these cells revealed changes in cell nucleus size. OVCAR3-KRAB and SKOV3-KRAB cells with XIST KD showed larger cell nuclei (Fig. 2*D*). Such morphological phenotypes are typically associated with mesenchymal cells (44), suggesting the possibility that XIST KD might induce an epithelial-to-mesenchymal transition (EMT) in these ovarian cancer cells.

Furthermore, it was found that OVCAR3-KRAB cells with XIST KD were larger and spindle-like than control cells, while SKOV3-KRAB cells with XIST KD were more elongated than control cells, exhibiting more fibroblast-like morphology (Fig. 2*E*). In addition, XIST KD may increase CSCs in ovarian cancer cells based on our finding of a higher stemness index in ovarian tumors with low XIST expression (Fig. 1*C*). We performed side population assay (45) to determine whether CSCs increased after XIST KD. The assay is based on the proprieties of SCs to efflux dye due to their high expression of ABC transporters. After 90 min of staining with Hoechst 33342, cells with low dye staining are defined as the side population (SP) by flow cytometry. We validated our SP gating by performing the same experiment with an ABC transporter inhibitor (Reserpine) that prevents Hoechst from being effluxed from the cells, after the selection of single live cells (*SI Appendix*, Fig. S2). In both SKOV3-KRAB and OVCAR3-KRAB cell lines, SP was significantly enriched after XIST KDs: OVCAR3-KRAB cells showed a threefold increase in SP for both sgXIST7 and sgXIST9 (Fig. 2*F*); SKOV3-KRAB cells showed an 81-fold increase in SP for sgXIST7 and an 18-fold increase in SP for sgXIST9 (Fig. 2*G*). As expected, cells treated with Reserpine showed a depletion of SP in both cell lines. Overall, our findings suggest that ovarian cancer cells with XIST KD undergo EMT and are enriched with CSCs.

### Transcriptome Analysis Reveals Upregulation of CSC-Specific Pathways Associated with XIST KD.

As part of our investigation into the molecular mechanisms that lead to the phenotypic changes caused by XIST KD, we analyzed the transcriptomes of OVCAR3-KRAB clonal cells by RNA sequencing (RNA-seq). 

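OVCAR3 is an established ovarian cancer cell line. OVCAR3-KRAB cells carry dCas9-KRAB, a Cas9 without nuclease activity fused to a repressor domain, which the sgRNA directs to a promoter. RNA-seq was analyzed from clonal cells with sgCtl, sgXIST7 or sgXIST9, with 3 replicates of each in normoxia. The authors depleted ribosomal RNA, prepared stranded libraries, sequenced them as paired ends, trimmed the reads with Trimmomatic, aligned them to hg38 with hisat2 and counted them on genes with featureCounts. The values used here are these deposited counts, without normalization, for 28277 genes listed by symbol. Total counts per library ranged from 11794375 to 16994842 in sgCtl, with a median of 14315988 (n = 3). They ranged from 16151046 to 22686720 in sgXIST7, with a median of 22551399 (n = 3), and from 16467559 to 21923470 in sgXIST9, with a median of 18264025 (n = 3). The paper states about 50 M paired-end reads per library; the tests used the counts assigned to genes. RN7SL1, which codes for a small noncoding RNA and was singled out after its values were seen, took the most counts in each of the 9 libraries, from 3.00% to 4.99% of the total.

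Differential expression was tested with the quasi-likelihood test of edgeR, which models counts with a negative binomial spread estimated across genes. One fit held the 18 libraries of normoxia and hypoxia in 6 groups, with TMM normalization, and covered the 14938 genes that passed edgeR's filter on low counts. A gene was called with an adjusted p-value (Benjamini-Hochberg) under 0.01 and an absolute log2 fold change above 1, the thresholds of the paper, which used DESeq2. Normalized values are given as CPM, the counts scaled to the TMM-normalized library size. A group whose libraries all had 3 counts or fewer was taken as not detected, and a fold against such a group is a lower bound; 3 counts correspond to between 0.13 and 0.232 CPM in the normoxia libraries. Such a bound sets the mean of the other group against 3 counts in each library and does not cover the error of that mean. The reads carry no molecular identifiers, so Poisson limits on counts cover counting error only. A two-sided exact permutation test of 3 libraries against 3 cannot give a p below 0.1. The paper's text does not state whether the replicates of a guide are 1 clone or several. The p-values thus measure spread between libraries and not between clones.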

We validated the loss of XIST expression in cells with sgXIST7 and sgXIST9 (Fig. 3*A*). 

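XIST lies on chromosome X of hg38 from 73820651 to 73852753, on the minus strand. It had 4900, 11209 and 4213 counts in the 3 sgCtl libraries, 5, 4 and 1 counts in the sgXIST7 libraries, and 650, 1009 and 898 counts in the sgXIST9 libraries. Normalized XIST expression was 479 ± 339 CPM (SD, n = 3) in sgCtl, 0.161 ± 0.101 (SD, n = 3) in sgXIST7 and 45 ± 13.9 (SD, n = 3) in sgXIST9. The mean in sgXIST7 was 0.0335% of that in sgCtl, and the mean in sgXIST9 was 9.39%. The log2 fold change was −11.52 in sgXIST7 (standard error 0.73, adjusted p = 6.3e-09, edgeR) and −3.41 in sgXIST9 (standard error 0.44, adjusted p = 1.9e-05, edgeR). Each sgCtl library had more XIST than each library with XIST KD (two-sided exact permutation test, p = 0.1 for each sgRNA). Between the KD clones, XIST was lower in sgXIST7 than in sgXIST9, with a log2 fold change of −8.11 (standard error 0.71, adjusted p = 5.8e-07, edgeR). The spread in sgCtl came from replicate 2, which had 3.04 times the mean CPM of the other two. Without that library the log2 fold change in sgXIST9 was −2.67. The alternative that moved these results most was a fit of only the groups compared, in which the adjusted p-value for sgXIST9 rose to 0.02 and XIST was not called there; over the alternatives it ranged from 1.9e-08 to 0.02. TSIX, which overlaps XIST on the opposite strand, had at most 10 counts in a library and was not tested. The paper's text does not state whether strand was used in counting, so reads could be shared between XIST and TSIX.

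**Figure D2:**
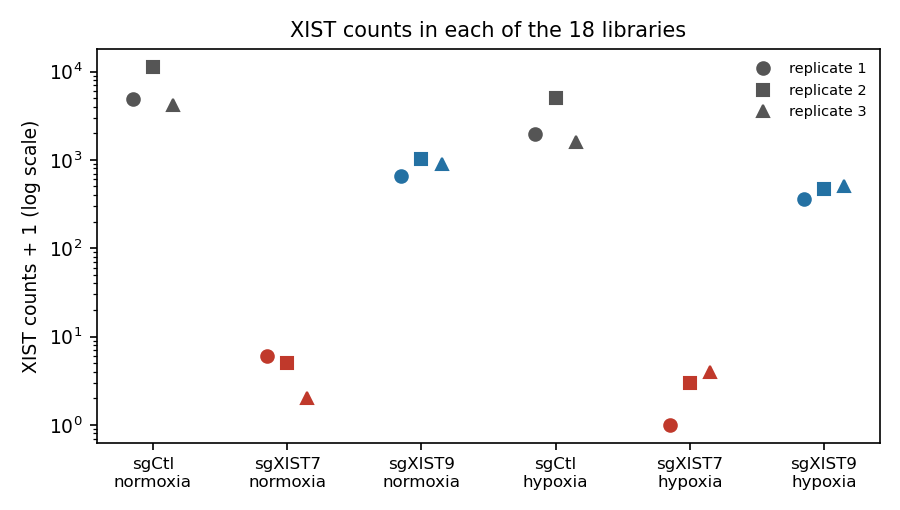
XIST counts with 1 added, on a log axis, for sgCtl, sgXIST7 and sgXIST9 in normoxia and hypoxia (n = 3 libraries each, 1 point per library). The sgXIST7 libraries lie lowest and the sgXIST9 libraries between them and sgCtl in each oxygen condition.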

Since XIST is involved in X chromosome inactivation, we first examined whether XIST loss led to the reactivation of X-linked genes. Only a few genes were reactivated: 15 X-linked genes were significantly up-regulated by sgXIST7 and 16 genes by sgXIST9 among 500 X chromosome genes (adjusted p-value cut off = 0.01, log2 fold change cut off = 1) (*SI Appendix*, Fig. S3), consistent with other reports that indicate XIST loss does not cause chromosomal-wide X-linked gene reactivation (21, 22, 46).

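The deposited table places 1123 genes on chromosome X, of which 490 were tested beside 14421 autosomal genes. In sgXIST7, 11 X-linked genes were up-regulated, 2.24% of those tested, against 4.76% of autosomal genes (two-sided Fisher's exact test, p = 0.0064, adjusted p = 0.025 over 4 such tests). In sgXIST9, 12 were up-regulated, 2.45% against 3.99% of autosomal genes (two-sided Fisher's exact test, p = 0.097, adjusted p = 0.19). The X-linked genes down-regulated numbered 18 in sgXIST7 and 19 in sgXIST9, shares of 3.67% and 3.88% against 3.07% and 3.77% of autosomal genes (two-sided Fisher's exact test, p = 0.43 and 0.9, adjusted p = 0.57 and 0.9). The median log2 fold change of the 490 genes was −0.06 for each sgRNA, and −0.07 in sgXIST9 with genes of a group at the detection limit set to their bound. Camera, a set test that compares a set's genes with all other genes under a preset correlation of 0.01 between genes, gave an adjusted p-value of 0.41 in sgXIST7, with 281 of 490 genes lower, and 0.64 in sgXIST9, with 273 of 490 lower. Fry, a set test without that comparison, put the set past 0.05 as lower, with adjusted p-values of 0.00032 and 0.0006. Over the alternatives the adjusted p-value ranged from 0.00032 to 0.56 in sgXIST7 and from 0.0006 to 0.73 in sgXIST9. Adjusted over the list alone, 29 and 28 X-linked genes were called in either direction, against 29 and 31 adjusted over all genes.

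The 2 lists of up-regulated X-linked genes had 7 genes in common. CAPN6 had 0.641 ± 0.422 CPM (SD, n = 3) in sgCtl, 17.7 ± 7.03 (SD, n = 3) in sgXIST7 and 11.8 ± 0.939 (SD, n = 3) in sgXIST9, log2 fold changes of 4.80 and 4.22 (adjusted p = 9.4e-08 and 3.6e-07, edgeR). TMEM47 had log2 fold changes of 2.36 and 2.84 (adjusted p = 3.8e-10 and 2.7e-11, edgeR). LANCL3 and RHOXF1-AS1 had at most 1 count in each sgCtl library. LANCL3 was at least 3.09-fold higher in sgXIST7 and at least 4.55-fold higher in sgXIST9, and RHOXF1-AS1 was at least 2.69-fold and 7.06-fold higher. Without sgCtl replicate 1, RHOXF1-AS1 was not called in sgXIST7 (log2 fold change 3.80, adjusted p = 0.01, edgeR). FLJ44635, called in sgXIST9 only, was singled out after its values were seen (log2 fold change 1.36, adjusted p = 0.0083, edgeR). At an adjusted p-value under 0.05, the alternative that moved the counts most, 19 X-linked genes were up-regulated in each of sgXIST7 and sgXIST9. In sgXIST9, a fit of only the groups compared also gave 19, at the threshold of 0.01.

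**Figure D3:**
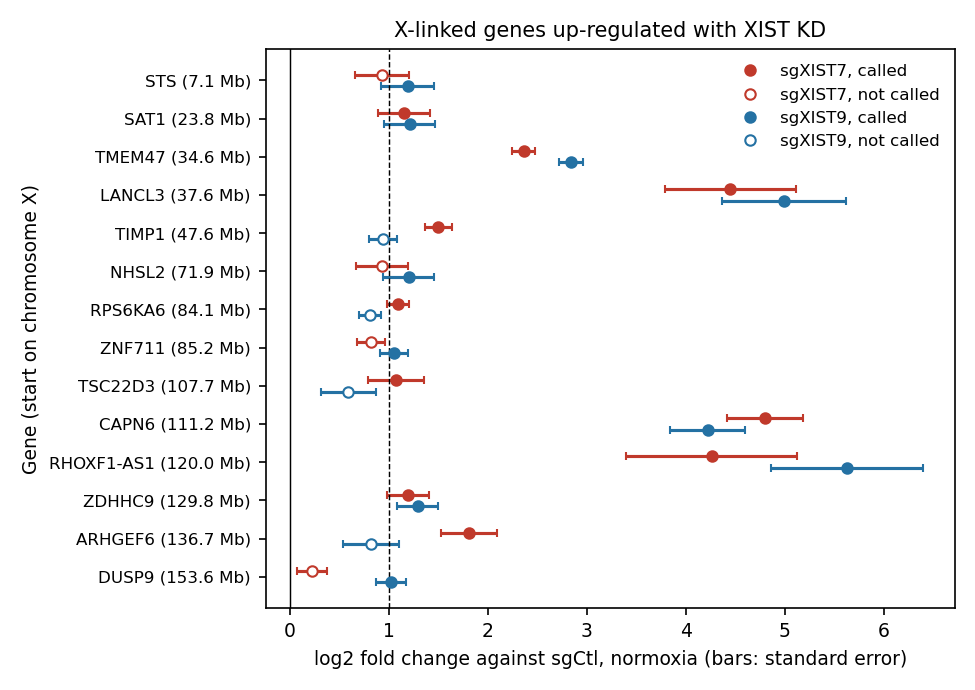
Log2 fold change against sgCtl in normoxia of X-linked genes called in sgXIST7, sgXIST9 or both, not all of which are drawn, with filled points where the gene was called, open points where it was not, bars for the standard error and a dashed line at 1. LANCL3 and RHOXF1-AS1 stand on sgCtl libraries at the detection limit.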

**Fig. 3.**
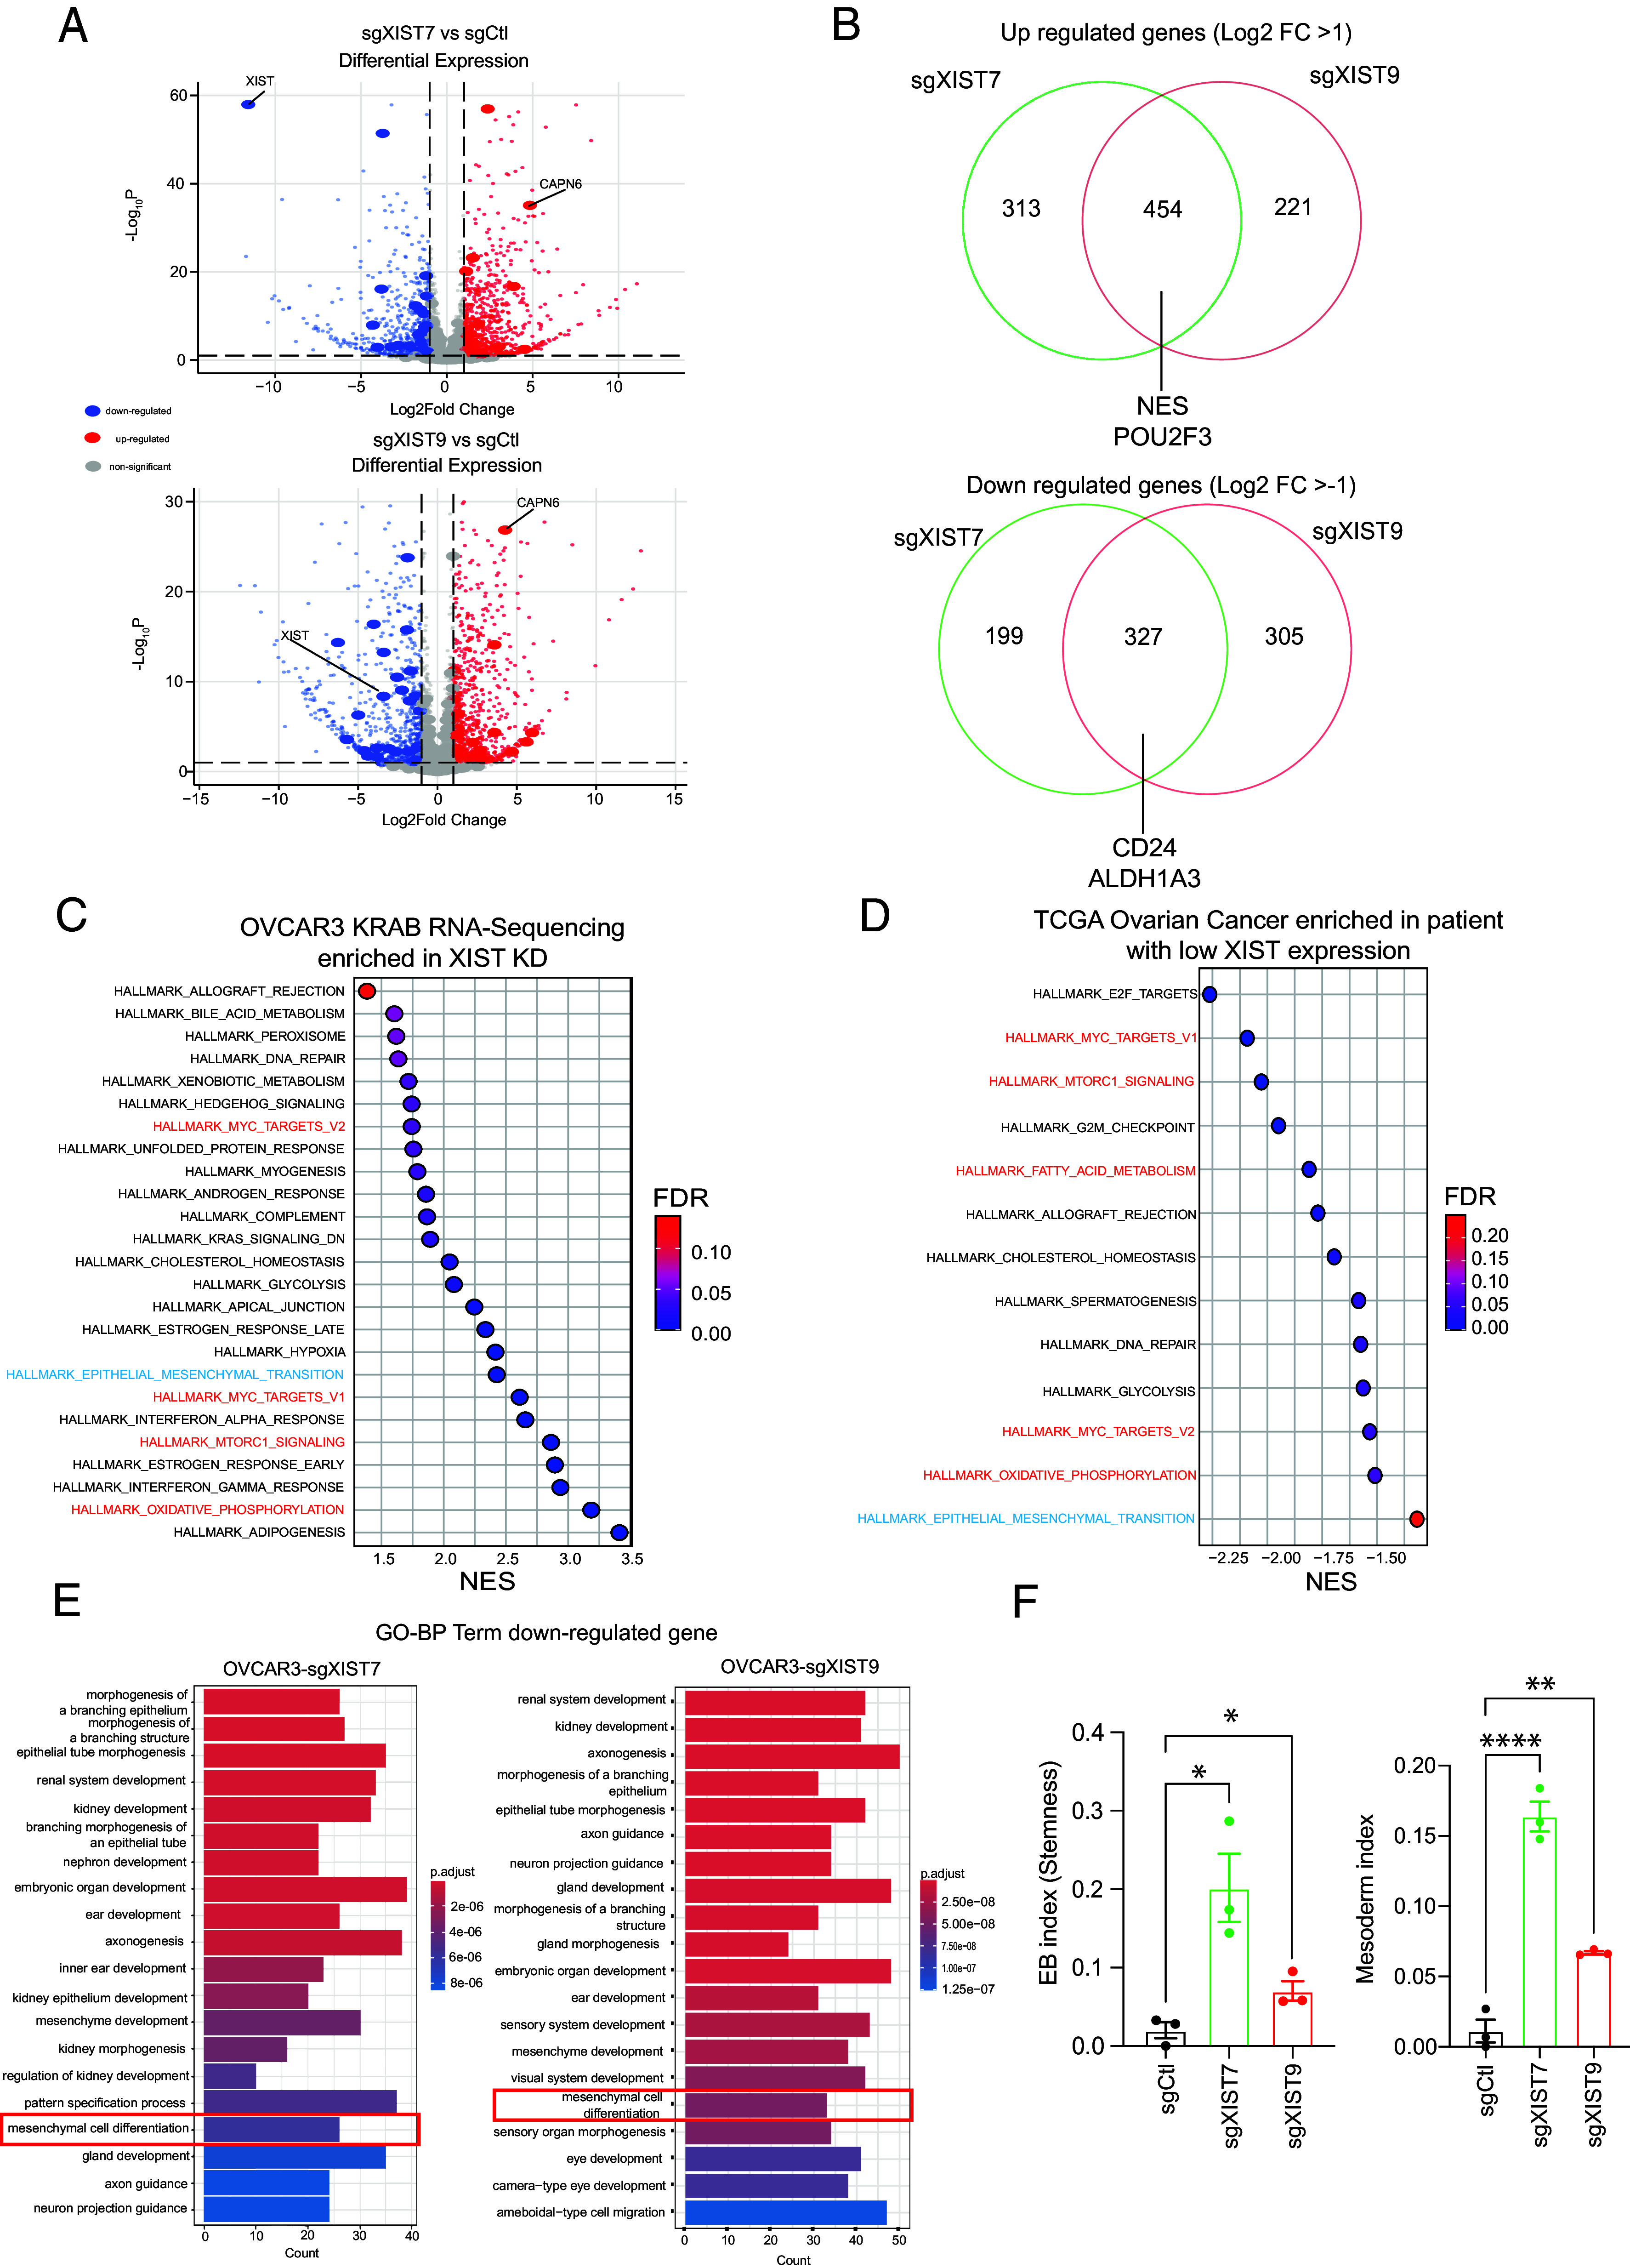
Transcriptome analysis of OVCAR3-KRAB with XIST KD reveals changes in metabolism and cell differentiation. (*A*) Volcano plot showing differential gene expression in OVCAR3-KRAB with sgXIST7 (*Upper*) and sgXIST9 (*Bottom*). Blue dots represent significantly down-regulated genes, red the significantly up-regulated genes (*P*-value cut off: 0.01, log2 fold change cut off: 1), and larger dots represent X chromosome-linked genes. (*B*) Venn Diagram of common significantly up-regulated genes (*Upper*) and down-regulated genes (*Bottom*) in OVCAR3-KRAB with XIST KD (common genes between sgXIST7 and sgXIST9). (*C*) Bubble map of pathways enriched in OVCAR3-KRAB in XIST KD after GSEA. Hallmark gene sets from Human MSigDB Collections have been use for the analyses. Only pathways with an FDR < 0.25 has been plotted. (*D*) Bubble map of pathways enriched in patient samples with low XIST expression after GSEA. Hallmark gene sets from Human MSigDB Collections have been use for the analyses. Only pathways with an FDR < 0.25 has been plotted. (*E*) Gene Ontology analysis of down-regulated genes in OVCAR3-KRAB with sgXIST7(*Left*) and sgXIST9 (*Right*). (*F*) EB Stemness and Mesoderm index in OVCAR3-KRAB. The statistical analyses were performed with a two-tailed *t* test (* for *P* < 0.05, ** for *P* < 0.01, **** for *P* < 0.0001). Three biological replicates were performed for the RNA sequencing experiment.

Based on differential gene expression analysis, 454 up-regulated and 327 down-regulated genes were identified in both sgXIST7 and sgXIST9 samples compared to sgCtl samples (adjusted *P*-value cut off = 0.01, log2 fold change cut off = 1) (Fig. 3*B* and Dataset S1). 

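In sgXIST7, 698 genes were up-regulated and 461 down-regulated. In sgXIST9, 587 genes were up-regulated and 563 down-regulated. The 2 sgRNAs had 406 up-regulated and 286 down-regulated genes in common, 692 in all, and 12 genes were called in opposite directions. Because the same sgCtl libraries serve both comparisons, unchanged groups were simulated against shared controls. The log2 fold changes of the KD clones had a correlation across genes, which are not independent replicates, of 0.75, against 0.51 to 0.58 in 20 simulations, and 74.7% of genes had the same sign, against 66.4% to 67.9%. The simulated values leave out genes without a count in the sgCtl normoxia libraries, and the observed values keep them. The gap between observed and simulated values is thus not like for like and does not measure the excess over shared controls. Between sgXIST7 and sgXIST9 themselves, 508 genes differed. The alternative that moved the counts in common most was an adjusted p-value under 0.05, with 499 genes up-regulated and 364 down-regulated.

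Among the 268 genes up-regulated in both, with each KD library above the range of the sgCtl libraries and a mean of at least 100 counts over the 18 libraries, the largest fitted log2 fold changes were those of SLITRK3, BCHE, ARHGAP24, MYOC and GPM6A. SLITRK3 had 0 counts in each sgCtl library and 16.2 ± 1.3 CPM (SD, n = 3) in sgXIST7 and 86 ± 1.12 (SD, n = 3) in sgXIST9, at least 80.5-fold and 426-fold higher. BCHE was at least 43.4-fold higher in sgXIST7 and 300-fold higher in sgXIST9, and ARHGAP24 at least 58.4-fold and 58.7-fold higher; neither had a count in sgCtl. MYOC, with at most 1 count in a sgCtl library, was at least 108-fold and 359-fold higher. GPM6A had 4, 5 and 4 counts in sgCtl, and its log2 fold change was 9.76 in sgXIST7 (standard error 0.21, adjusted p = 1.4e-15, edgeR) and 9.29 in sgXIST9 (standard error 0.21, adjusted p = 3e-15, edgeR). For such genes, an effect of XIST loss and a property of the sgCtl clonal cells cannot be told apart here.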

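NES encodes nestin and lies on chromosome 1 of hg38 from 156668763 to 156677407. Normalized NES expression in normoxia was 12.2 ± 5.55 CPM (SD, n = 3) in sgCtl, 91.9 ± 3.62 (SD, n = 3) in sgXIST7 and 322 ± 9.45 (SD, n = 3) in sgXIST9. The log2 fold change against sgCtl was 2.92 in sgXIST7 (standard error 0.29, adjusted p = 1.4e-06, edgeR) and 4.72 in sgXIST9 (standard error 0.31, adjusted p = 8e-09, edgeR). The libraries of each KD clone lay above the 3 sgCtl libraries (two-sided exact permutation test, p = 0.1 for each sgRNA). With each library left out in turn, the log2 fold change ranged from 2.63 to 3.32 in sgXIST7 and from 4.44 to 5.13 in sgXIST9. NES was higher in sgXIST9 than in sgXIST7, with a log2 fold change of −1.81 for sgXIST7 against sgXIST9 (standard error 0.27, adjusted p = 0.00022, edgeR).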

In both sgXIST7 and sgXIST9 samples, there was a significant upregulation of NESTIN, which is SC markers of mesenchymal-like CSCs (M-CSC), a subtype of CSC (47). In contrast, the SC surface markers CD24 and ALDH1A3, specific for epithelial-like CSCs (E-CSC) (11, 48), were significantly down-regulated in both sgXIST samples. 

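CD24 lies on chromosome 6 of hg38 from 106969831 to 106976855. It had 16, 14 and 32 counts in the sgCtl libraries, 1.33 ± 0.438 CPM (SD, n = 3). The sgXIST7 libraries had 3, 3 and 0 counts and the sgXIST9 libraries 2, 2 and 1, so CD24 was not detected in either. It was at least 9.35-fold lower in sgXIST7 and at least 8.52-fold lower in sgXIST9. The adjusted p-values were 0.0033 and 0.0034 (edgeR), and each sgCtl library had more CPM than each KD library (two-sided exact permutation test, p = 0.1 for each sgRNA). These calls rested on few counts and changed when 1 library was left out. CD24 was not called in sgXIST7 without sgCtl replicate 3 (adjusted p = 0.019, edgeR), without sgXIST7 replicate 1 (0.013) or without sgXIST7 replicate 3 (0.019). It was not called in sgXIST9 without sgCtl replicate 3 (adjusted p = 0.018, edgeR) or without replicate 1, 2 or 3 of sgXIST9 (0.019, 0.015 and 0.018). Near-identical copies of CD24 exist in the genome, and 54.4% of the 50-base windows in its exons occur once, so reads could be shared with the copies and its counts are uncertain.

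ALDH1A3 lies on chromosome 15 of hg38 from 100879831 to 100916625. It had 6.91 ± 0.819 CPM (SD, n = 3) in sgCtl, 0.218 ± 0.129 (SD, n = 3) in sgXIST7 and 0.184 ± 0.0586 (SD, n = 3) in sgXIST9. This is a log2 fold change of −4.94 in sgXIST7 (standard error 0.40, adjusted p = 9.6e-08, edgeR) and −5.15 in sgXIST9 (standard error 0.41, adjusted p = 7e-08, edgeR). The sgCtl libraries did not overlap those of either KD clone (two-sided exact permutation test, p = 0.1 for each sgRNA). The KD means rest on 14 counts in sgXIST7 and 11 in sgXIST9, summed over 3 libraries.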

The loss of XIST in ovarian cancer cells may have changed CSC subtypes.

The Gene Set Enrichment Analysis (GSEA) of mean XIST KD counts, using the Hallmarks gene set from Msigdb, showed an enrichment of pathways up-regulated in CSCs, such as the MTORC1 signaling pathway (NES 2.86) and the MYC target pathway (NES 2.60) (Fig. 3*C*) (49–51). 

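The Hallmark sets were not used here. Lists of 25 mTORC1-responsive and 30 MYC-responsive genes were tested in their place, as 2 of the lists in a family of 29 set tests with a Benjamini-Hochberg adjusted p-value threshold of 0.05. Of the mTORC1-responsive genes, 24 were tested. Their median log2 fold change was 0.30 in sgXIST7, with 17 genes higher (camera, adjusted p = 0.0038), and 0.19 in sgXIST9, with 15 higher (camera, adjusted p = 0.36). For the mean of both sgRNAs it was 0.32, with 17 higher (camera, adjusted p = 0.048). In sgXIST7, 3 of these genes were called, and 3 adjusted over the list alone; in sgXIST9, 1 was called either way. The result in sgXIST7 held with fry (adjusted p = 0.0014) and not with a correlation estimated from the data (0.38). Over the alternatives it ranged from 0.00052 to 0.38. The result for the mean held with fry (0.0082) and did not with the estimated correlation (0.53) or with the replicate number as a block (0.056), in a range from 0.0034 to 0.53. It was also lost without sgCtl replicate 2 (adjusted p = 0.15), sgXIST7 replicate 1 (0.052) or 3 (0.062), or sgXIST9 replicate 1 (0.051) or 3 (0.072).

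Of the MYC-responsive genes, 29 were tested. Their median log2 fold change was −0.05 in sgXIST7, with 12 genes higher (camera, adjusted p = 0.7), 0.16 in sgXIST9, with 23 higher (camera, adjusted p = 0.28), and 0.06 for the mean, with 20 higher (camera, adjusted p = 0.66). None was called in sgXIST7, in sgXIST9 or for the mean, adjusted over all genes or over the list alone; 7 and 8 had an unadjusted p-value under 0.05 in sgXIST7 and sgXIST9. Without sgXIST7 replicate 2 the direction in sgXIST7 turned to higher (adjusted p = 0.79). Without a filter on low counts the list was past 0.05 in sgXIST9 (adjusted p = 0.045, in a range over the alternatives from 0.045 to 0.88).

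Of the 29 tests, 7 were past 0.05 with camera. The same 7 were past it with fry in the same direction, and 3 with the estimated correlation.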

With the TCGA ovarian cancer database, we also identified the same pathway enrichment in ovarian cancer patients using the GSEA preranked option (Fig. 3*D*). Furthermore, the oxidative phosphorylation pathway (OXPHOS), which is highly used by CSC (2), was enriched in OVCAR3-KRAB cells with XIST KD as well as in TCGA ovarian cancer patient samples (Fig. 3 *C* and *D*). 

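The genes of the respiratory chain and ATP synthase subunits stood in for the OXPHOS set. Of 78 such genes, 72 were tested. In sgXIST7 their median log2 fold change was −0.10, with 24 genes higher and 48 lower (camera, adjusted p = 0.11). In sgXIST9 it was 0.16, with 54 higher and 18 lower (camera, adjusted p = 0.084). For the mean of both sgRNAs it was 0.04, with 42 higher and 30 lower (camera, adjusted p = 0.87). NDUFB2 in sgXIST7 was the only gene of the list called, with a log2 fold change of −1.18 (standard error 0.13, adjusted p = 3e-06, edgeR), and 1 was called adjusted over the list alone. In sgXIST9, 0 genes were called by either adjustment and 20 had an unadjusted p-value under 0.05. Without a filter on low counts the list was past 0.05 as lower in sgXIST7 (adjusted p = 0.0083, in a range over the alternatives from 0.0083 to 0.88) and as higher in sgXIST9 (0.0024, in a range from 0.0024 to 0.88). It was also past 0.05 in sgXIST7 without sgCtl replicate 2 (adjusted p = 0.0047) or without sgXIST7 replicate 1 (0.013) or 3 (0.021), and in sgXIST9 without sgCtl replicate 1 (0.041) or 3 (0.0081). For the mean, the direction turned to lower without sgCtl replicate 2 (0.52) or without sgXIST7 replicate 1 (0.87) or 3 (0.91).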

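A list of 25 mesenchymal genes was tested in the same way, and 18 of them had enough counts. In sgXIST7 their median log2 fold change was 0.53, with 12 genes higher and 6 lower (camera, adjusted p = 0.28). In sgXIST9 it was 0.11, with 9 higher and 9 lower (camera, adjusted p = 0.66, direction lower) and 0.11 also with genes of a group at the detection limit set to their bound. For the mean of both sgRNAs it was 0.29, with 11 higher and 7 lower (camera, adjusted p = 0.93). With fry, the list was past 0.05 as higher in sgXIST7 (adjusted p = 0.0004, in a range over the alternatives from 0.0004 to 0.56) and turned to lower for the mean (0.99, in a range from 0.62 to 0.99). The mean also turned to lower without sgCtl replicate 3 (0.82). The members went both ways. In sgXIST7, 5 were up-regulated and 3 down-regulated, and in sgXIST9 4 and 4; adjusted over the list alone, 8 genes were called for each sgRNA. SNAI2 was up-regulated, with log2 fold changes of 3.57 in sgXIST7 and 4.34 in sgXIST9 (adjusted p = 0.00067 and 9.1e-05, edgeR), and so was ACTA2, with 3.05 and 2.26 (adjusted p = 5e-06 and 9e-05, edgeR). VIM rose from 3480 ± 195 CPM (SD, n = 3) in sgCtl to 5610 ± 89.5 (SD, n = 3) in sgXIST7 and 5430 ± 51.5 (SD, n = 3) in sgXIST9, log2 fold changes of 0.69 and 0.64 that are below the threshold of 1. A list of epithelial genes, tested here only after the data were seen, was also higher. Its median was 0.77 in sgXIST7 and 0.34 in sgXIST9 (camera, adjusted p = 0.0037 and 0.018). With the estimated correlation it was not past 0.05 (adjusted p = 0.057 and 0.11). A loss of epithelial expression would lower this list.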

XIST KD also resulted in an enrichment of the epithelial-to-mesenchymal hallmark in ovarian cancer cells (Fig. 3 *C* and *D*), consistent with observed morphological changes (Fig. 2*D*). Moreover, Gene Ontology of biological pathway revealed that mesenchymal differentiation was down-regulated in OVCAR3-KRAB cells with XIST KD (Fig. 3*E*), suggesting that the loss of XIST may have promoted a more progenitor/stem-like state in ovarian cancer cells.

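Gene Ontology terms were not used here. The genes behind such a test are those down-regulated with each sgRNA. Within the mesenchymal list, FN1 had log2 fold changes of −1.33 in sgXIST7 (standard error 0.28, adjusted p = 0.0018, edgeR) and −2.52 in sgXIST9 (standard error 0.30, adjusted p = 8.8e-06, edgeR). ZEB2 had −3.61 in sgXIST7 (standard error 0.26, adjusted p = 2.7e-08, edgeR) and was also called in sgXIST9. Of all genes down-regulated in both, 101 had each KD library below the range of the sgCtl libraries and a mean of at least 100 counts, and the largest fitted log2 fold changes among them were those of SEMA3D, ZBTB18, KCNK2, CCDC102B and RTKN2. SEMA3D had 103 ± 4.87 CPM (SD, n = 3) in sgCtl and at most 1 count in a KD library, at least 721-fold lower in sgXIST7 and 657-fold lower in sgXIST9. ZBTB18 had 138 ± 3.32 CPM (SD, n = 3) in sgCtl and was at least 971-fold and 885-fold lower. KCNK2 had log2 fold changes of −10.33 and −10.51 (adjusted p = 1.9e-12 and 1.4e-12, edgeR), and CCDC102B of −8.22 and −8.38 (adjusted p = 4e-13 and 3.5e-13, edgeR). RTKN2 had a log2 fold change of −5.14 in sgXIST7 (standard error 0.34, adjusted p = 9.9e-09, edgeR) and was at least 265-fold lower in sgXIST9. From the lower expression of mesenchymal differentiation genes, the paper proposes that loss of XIST promoted a more progenitor or stem-like state (Fig. 3E).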

We examined the stemness composition of OVCAR3-KRAB cells with XIST KD using mRNA SC-derived embryoid bodies index (EB-index), which reflects the transcriptomic signature of embryonic bodies made of pluripotent SCs, mesoderm, endoderm, and ectoderm progenitor cells (52). This index has also been developed as previously described for the mRNA stemness index. We found that the EB-index is higher in cells with XIST KD than in sgCtl cells (Fig. 3*F*). Therefore, we investigated whether a particular type of progenitor cells was specifically enriched in the XIST KD cells. We observed a higher mesoderm index in OVCAR3-KRAB cells with XIST KD (Fig. 3*F*), suggesting a higher population of mesoderm progenitor cells. As the mesoderm is the ovaries' developmental origin and the primary source of mesenchymal SCs (53, 54), our analysis thus validated that XIST KD increases the mesenchymal SC population in ovarian cancer cells. As a result, the upregulation of mesenchymal stemness markers, epithelial to mesenchymal pathways, and the increase in mesodermal index suggest that loss of XIST promotes ovarian CSCs specifically of the M-CSC subtype.

### XIST KD Induces Mesenchymal-Like CSC Enrichment in Ovarian Cancer Cells.

Mesenchymal-like CSC (M-CSC) subtype has been established in breast cancer: mesenchymal-like CSCs are highly invasive, and express high levels of CD44 cell surface marker but low levels of CD24 marker (CD44^high^/CD24^low^) (11). We used flow cytometry to determine whether ovarian cancer cells with XIST KD exhibited the same mesenchymal-like SC characteristics with CD44^high^/CD24^low^ as breast CSCs. XIST KD resulted in a significant enrichment of the CD44^high^/CD24^low^ population in OVCAR3-KRAB cells (3.21 mean fold increase) and SKOV3-KRAB cells (61.5 mean fold increase), indicating M-CSC enrichment (Fig. 4*A*). Using cell invasion and migration assays, we validated our RNA-seq results which showed higher EMT gene expression (Fig. 3*C*) and determined whether XIST KD cells had invasion and migration characteristics similar to M-CSC. Ovarian cancer SKOV3ip cells are known to be highly invasive (55) and XIST KD did not significantly alter cell invasion or migration in SKOV3-KRAB; however, OVCAR3-KRAB cells with XIST KD exhibited increased invasion and migration (Fig. 4 *B* and *C*). Therefore, loss of XIST in ovarian cancer cells can result in the enrichment of M-CSC with similar characteristics as in breast cancer.

**Fig. 4.**
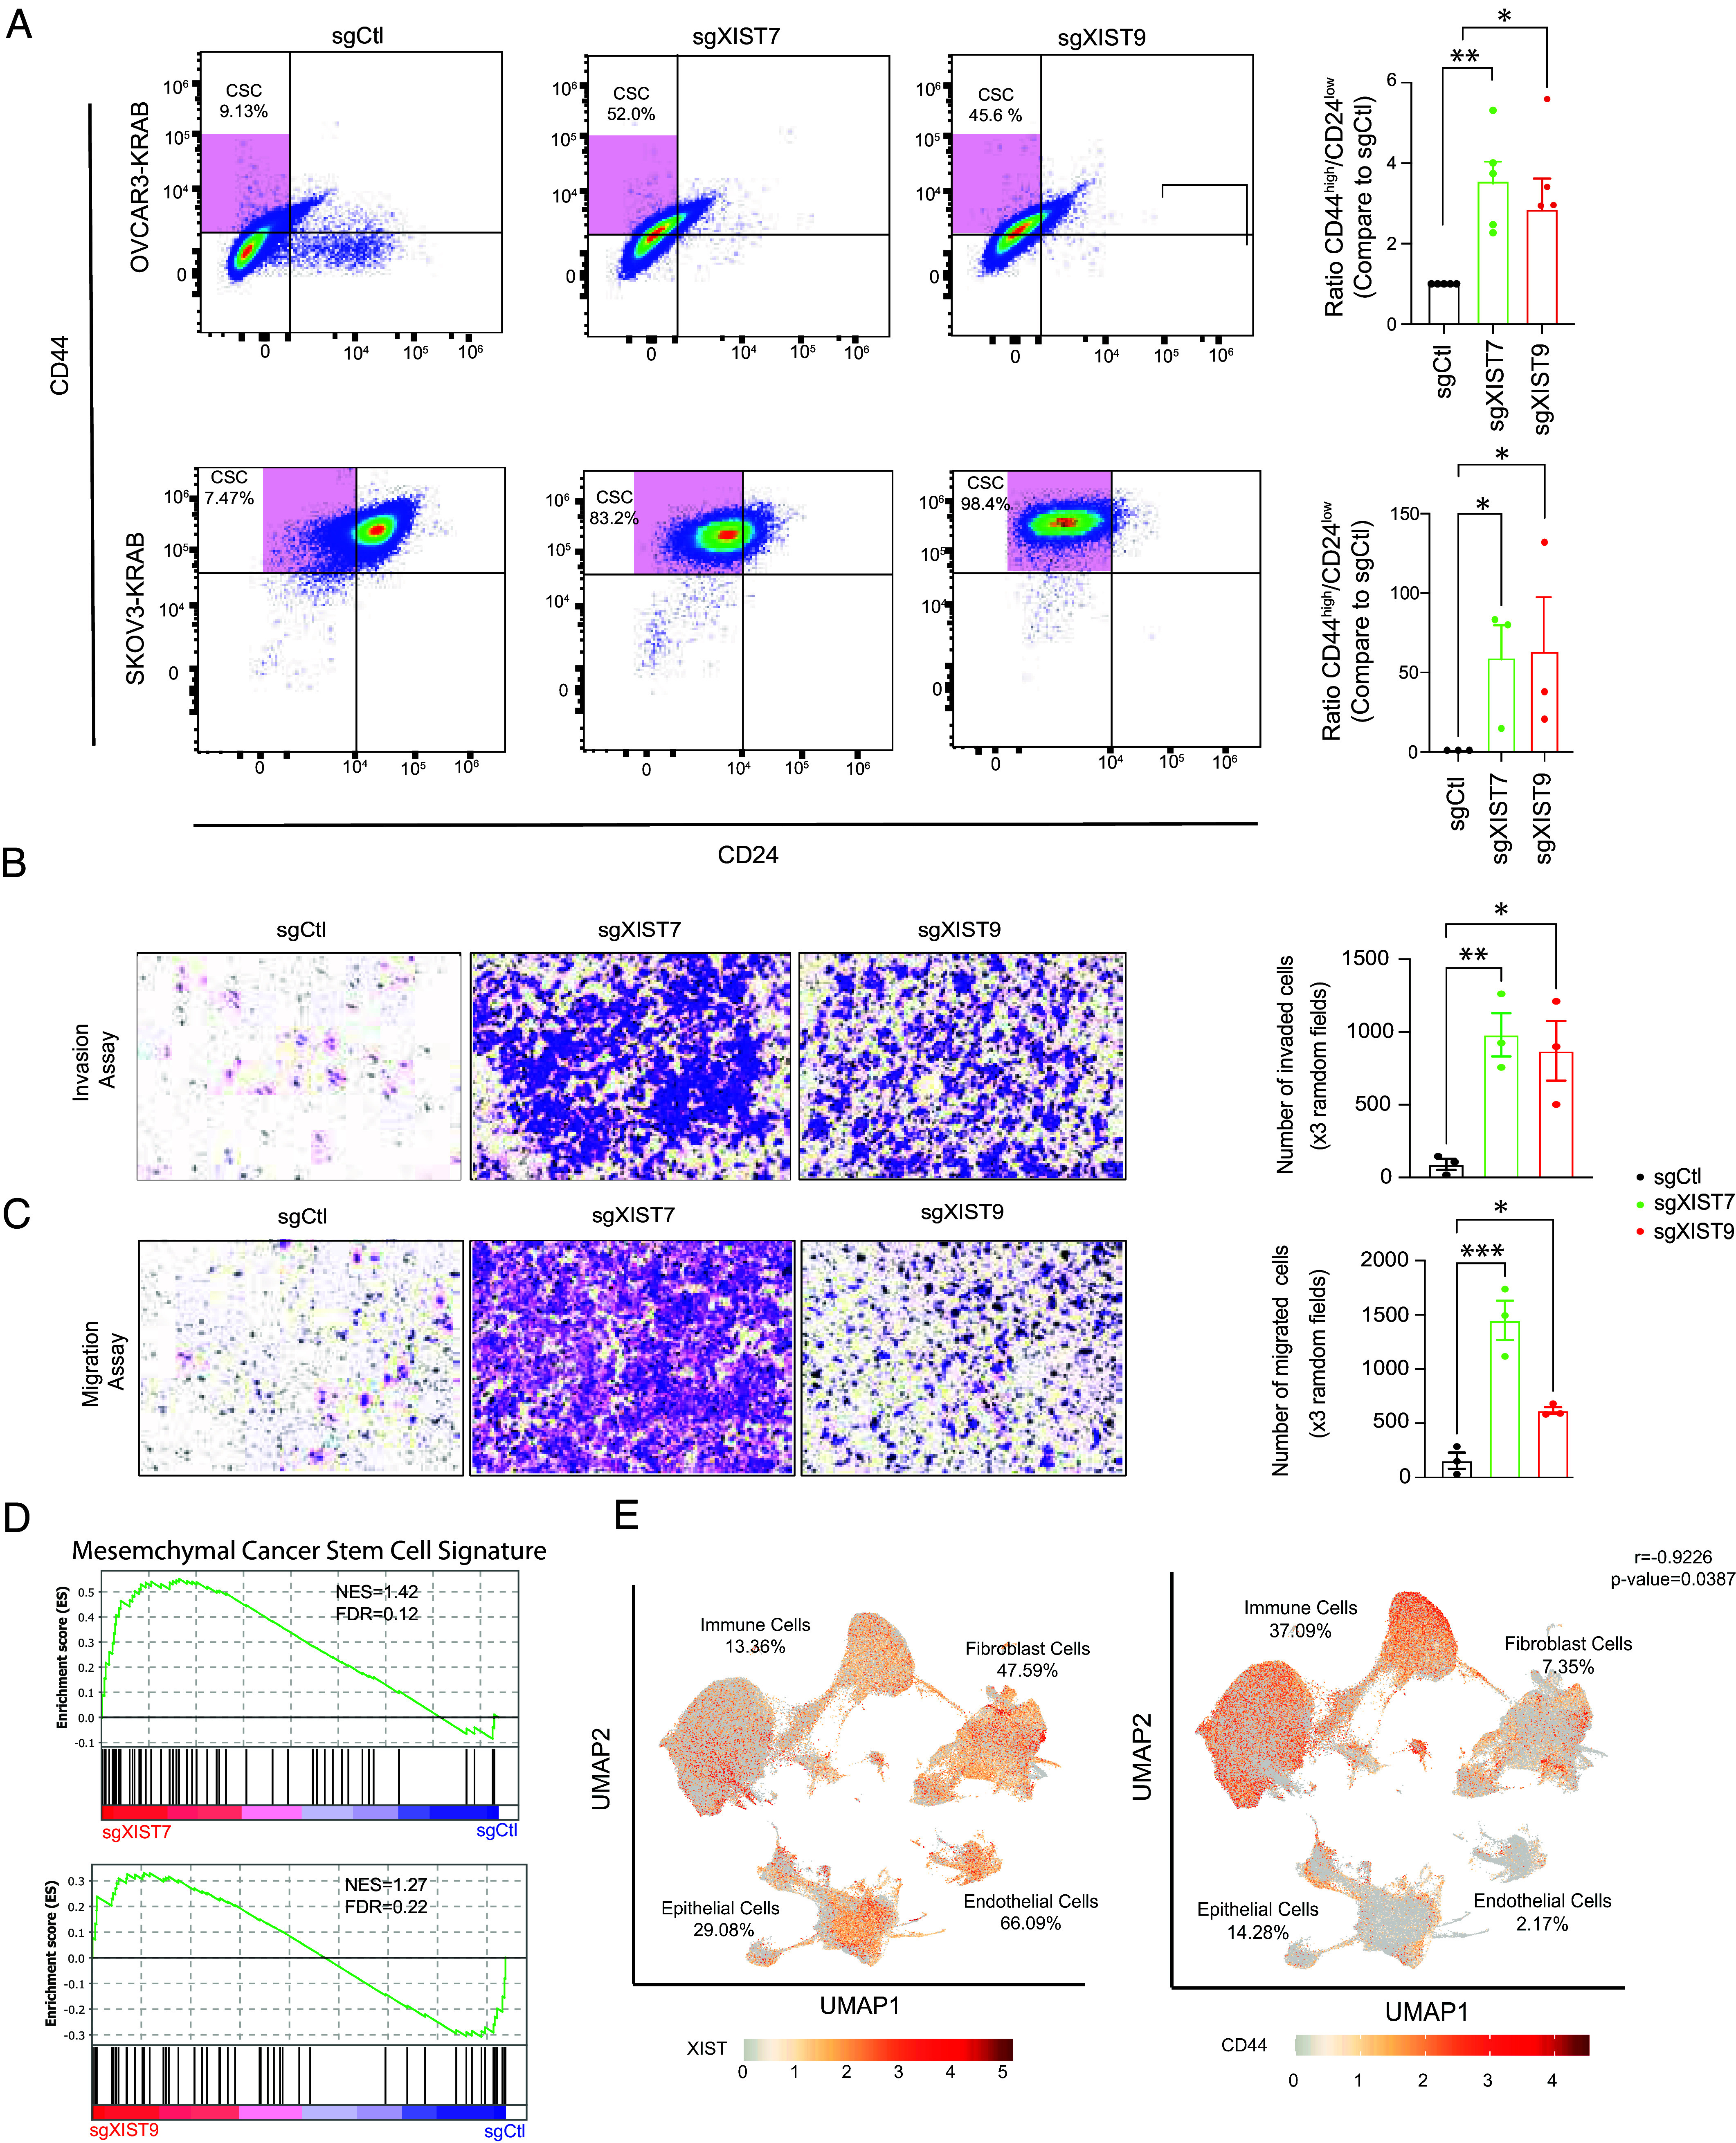
XIST KD leads to M-CSC enrichment in ovarian cancer cell line. (*A*) Flow cytometry analysis of surface markers CD44 and CD24 in OVCAR3-KRAB and SKOV3-KRAB after XIST KD in clonal cells. Statistical analysis two-tailed *t* test. (*B*) OVCAR3-KRAB clonal cell invasion assay. (*C*) OVCAR3-KRAB clonal cell migration assay. The statistical analyses were performed with a two-tailed ANOVA test. (*D*) GSEA plot showing Mesenchymal-like Cancer SC Signature enrichment in OVCAR3-KRAB cell with XIST KD. (*E*) UMAP of XIST (*Left*) and CD44 (*Right*) on ovarian cancer patient single-cell sequencing data. Different cell types as labeled as well as the percentage of cells with gene expression >0. (*A*–*C*) All the experiments have been performed at least three times. (* for *P* < 0.05, ** for *P* < 0.01, **** for *P* < 0.0001).

To examine molecular features, we performed GSEA on the OVCAR3-KRAB transcriptome profiles to identify the mesenchymal-like cancer SC signature associated with XIST expression. We took advantage of the metabolic signature of M-CSC defined by Luo et al. and had the signature of mesenchymal-associated cancer cells defined by Fan et al. (11, 56). A list of 55 genes was used to determine whether they were enriched in OVCAR3-KRAB with XIST KD. We found that cells with XIST KD were significantly enriched for M-CSC genes signature for both sgXIST7 (NES = 1.42) and sgXIST9 (NES = 1.27), validating increased mesenchymal-like cancer SC population in ovarian cancer cell with loss of XIST (Fig. 4*D*).

Furthermore, we investigated the potential correlation between XIST and CD44 expression in human ovarian cancer using a single-cell transcriptome database (https://dreamapp.biomed.au.dk/OvaryCancer_DB/) (57), which includes data from over 505,102 single cells from 84 ovarian tumor patients. Our analysis revealed a significant inverse correlation between XIST and CD44 expression across various cell types (R = −0.9226, *P* = 0.0387). Notably, XIST is predominantly expressed in epithelial cancer cells (29.08%), endothelial cells (66.09%), and fibroblasts (47.59%), while CD44 is less expressed in these cell types (14.26%, 2.10%, and 7.36%, respectively) but is highly expressed in immune cells (37.09%) compared to XIST (13.36%). This finding suggests that XIST expression is associated with more differentiated cell states in ovarian cancer and exhibits an anticorrelation with CD44 expression, a pattern consistent with our in vitro observations (Fig. 4*E*).

### XIST KD Enhances Cellular Plasticity in Ovarian Cancer Cells Under Hypoxia.

Tumor hypoxia is a well-known phenomenon in which some parts of the tumors have low oxygen supply due to poor vascularization. Under hypoxia conditions, it has been shown that CSCs are enriched and more resistant to cell death than differentiated cells (58–60). In our study, ovarian cancer cells with XIST KD exhibited enrichment of CSC under normoxia, and we further investigated whether XIST KD would increase CSC enrichment under hypoxia. 

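The transcriptomes under hypoxia came from the same OVCAR3-KRAB clonal cells with sgCtl, sgXIST7 or sgXIST9, with 3 replicates of each. The libraries were made, sequenced and counted as those in normoxia, and they entered the same fit. Total counts per library ranged from 12042716 to 19433408 in sgCtl, with a median of 15696888 (n = 3). They ranged from 13483871 to 24906936 in sgXIST7, with a median of 22624493 (n = 3), and from 16208517 to 22674565 in sgXIST9, with a median of 21732821 (n = 3). Each clone in hypoxia was compared with the same clone in normoxia, and each KD clone in hypoxia with sgCtl in hypoxia. Whether the response to hypoxia differed between a KD clone and sgCtl was tested by the interaction contrast, the response of the KD clone minus that of sgCtl on the log2 scale.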

The OVCAR3-KRAB cells were placed in a hypoxia chamber with 1% oxygen for 24 h and then characterized with a functional assay and transcriptome analysis (Fig. 5*A*).

**Fig. 5.**
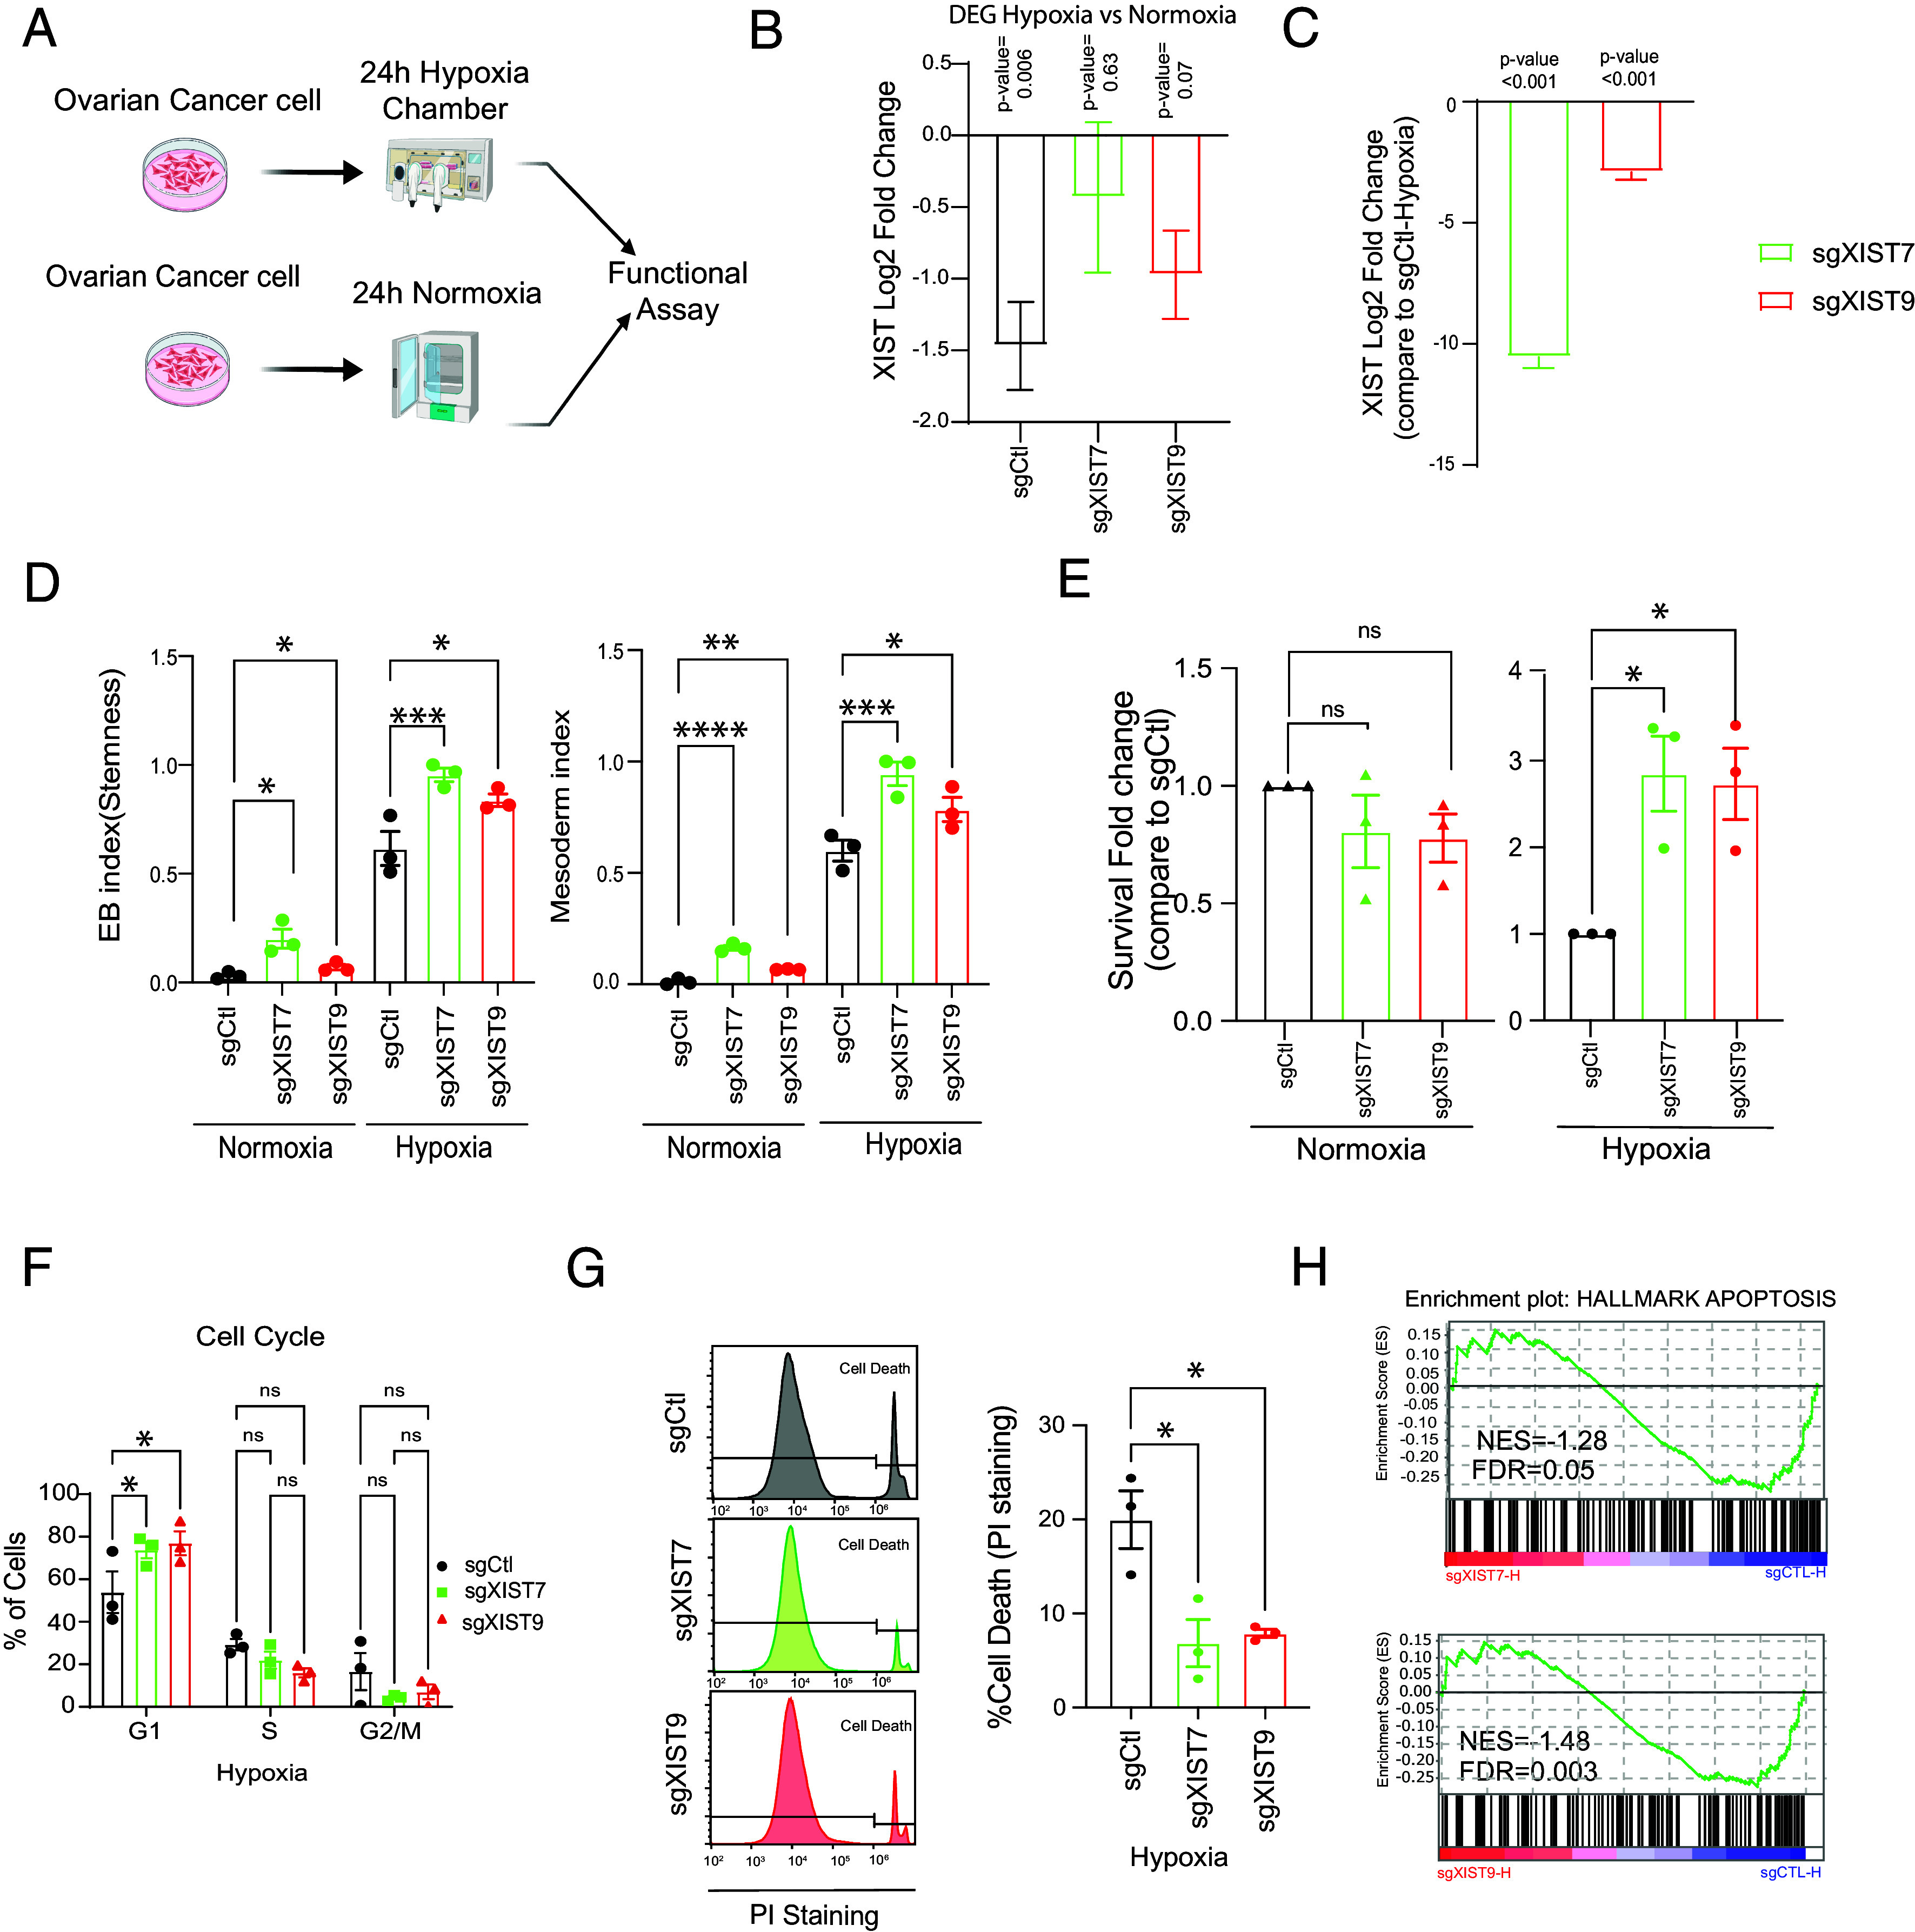
Hypoxia treatment of XIST KD in ovarian cancer cells induces higher stemness and hypoxia-cell death resistance. (*A*) Scheme of the hypoxia experiment strategy. (*B*) Log2 Fold Change of XIST in OVCAR3-KRAB sgCtl-Hypoxia vs. sgCtl-Normoxia, sgXIST7-hypoxia vs. sgXIST7-normoxia, and sgXIST9-hypoxia vs. sgXIST-normoxia after 24 h in hypoxia chamber compared to sgCtl, sgXIST7, and sgXIST9 samples in normoxia respectively assessed by RNA-seq. (*C*) XIST expression in OVCAR3-KRAB with sgXIST7 and sgXIST9 compared to sgCtl after 24 h in hypoxia chamber. (*D*) EB-Stemness and Mesoderm index in OVCAR3-KRAB in normoxia condition and hypoxia condition. (*E*) Survival analysis of OVCAR3-KRAB and SKOV3-KRAB cells with sgCtl or sgXIST after hypoxia treatment assessed by crystal violet assay. (*F*) Flow cytometry analysis of cell-cycle phases (PI staining) of OVCAR3-KRAB cells with XIST KD after hypoxia treatment. (*G*) Flow cytometry analysis of cell death by PI staining after hypoxia treatment in OVCAR3-KRAB cells. (*H*) GSEA of apoptosis pathways in OVCAR3-KRAB cells with sgXIST and sgCtl after hypoxia treatment: *Upper* panel sgXIST7-H (sgXIST7-Hypoxia) vs. sgCtl-H (sgCtl-Hypoxia), *Bottom* panel sgXIST9-H (sgXIST9-Hypoxia) vs. sgCtl-H (sgCtl-Hypoxia). (*D*–*G*) The statistical analyses were performed with a two-tailed ANOVA test (* for *P* < 0.05, ** for *P* < 0.01, **** for *P* < 0.0001). All experiments have been performed at least 3 times.

Based on the RNA-seq data analysis, hypoxia-related genes were enriched in hypoxia compared to normoxia (*SI Appendix*, Fig. S5*A*), confirming the activation of hypoxic pathways. In addition, we found that XIST was down-regulated under hypoxia (Fig. 5*B*). It was not previously known that hypoxia conditions could affect XIST expression, so a reduction in XIST levels in ovarian cancer cells associated with hypoxia suggests that the cellular environment may impact XIST transcriptional regulation and that XIST loss may affect cellular responses to hypoxia. 

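Under hypoxia, 1681 genes were up-regulated and 1268 down-regulated in sgCtl, 2262 and 1815 in sgXIST7, and 2193 and 1281 in sgXIST9. In all 3 clones, 1044 genes were up-regulated and 691 down-regulated. With upper-quartile scaling, the alternative that shifted the values most, the median log2 fold change of all genes in sgXIST9 moved from 0.088 to 0.174. A list of 25 hypoxia-induced genes, tested in place of the sets of SI Appendix, Fig. S5A, had a median log2 fold change of 3.3 in sgCtl with 25 genes higher (camera, adjusted p = 1e-39), 3.41 in sgXIST7 with 24 higher (camera, adjusted p = 1.3e-30) and 3.14 in sgXIST9 with 25 higher (camera, adjusted p = 7.1e-33). With genes of a group at the detection limit set to their bound, the median in sgCtl was 3.19. Of the list, 22, 23 and 23 genes were called, the same counts as adjusted over the list alone. The 3 results held with a correlation estimated from the data (adjusted p = 0.0046, 0.0094 and 0.0087, the highest values over the alternatives). NDRG1, a member of the list, rose from 1.6 ± 0.323 to 58.7 ± 10.8 CPM (SD, n = 3) in sgCtl, from 2.05 ± 0.447 to 70.7 ± 10.8 (SD, n = 3) in sgXIST7 and from 0.744 ± 0.133 to 61.8 ± 5.12 (SD, n = 3) in sgXIST9. Its log2 fold changes were 5.17, 5.09 and 6.35 (adjusted p = 2.5e-11, 1.4e-11 and 4.6e-12, edgeR).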

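In sgCtl, XIST had 1974, 5014 and 1589 counts in the 3 hypoxia libraries, 171 ± 68 CPM (SD, n = 3), which is 35.7% of the mean in normoxia. The log2 fold change was −1.48 (standard error 0.41, adjusted p = 0.0059, edgeR). The ranges of the hypoxia and normoxia libraries overlapped (two-sided exact permutation test, p = 0.2). In same-numbered libraries, XIST was lower in hypoxia each time, at 123 against 329, 249 against 867 and 141 against 242 CPM. The permutation test takes no account of replicate numbers. These numbers did not pair the sgCtl libraries across the conditions (lowest correlation of deviations from the group means 0.09). Replicate 2 had the highest XIST in each condition, and its normoxia library weighed on the log2 fold change. Its hypoxia library stayed in the fit when the normoxia library was left out. Without sgCtl normoxia replicate 2 the log2 fold change was −0.74 and was not called (adjusted p = 0.083, edgeR). It was also not called without sgCtl hypoxia replicate 1 (−1.29, adjusted p = 0.033, edgeR) or hypoxia replicate 3 (−1.35, adjusted p = 0.033, edgeR). XIST was not called with DESeq2 (adjusted p = 0.018), without a filter on low counts (0.027) or with only the groups compared (0.037), and the adjusted p-value ranged from 0.0015 to 0.037 over the alternatives.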

In OVCAR3-KRAB cells with XIST KD, the expression of XIST remained low under hypoxia, as demonstrated by RNA-seq analysis (Fig. 5 *B* and *C*).

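XIST had 0, 2 and 3 counts in the sgXIST7 hypoxia libraries and 357, 472 and 510 counts in the sgXIST9 hypoxia libraries. It was not detected in sgXIST7, at least 953-fold below sgCtl in hypoxia. In sgXIST9 it had 23.3 ± 8.12 CPM (SD, n = 3), 13.6% of sgCtl in hypoxia, a log2 fold change of −2.88 (standard error 0.43, adjusted p = 8.7e-05, edgeR). The sgCtl hypoxia libraries lay above those of each KD clone (two-sided exact permutation test, p = 0.1 for each sgRNA). Against normoxia, the log2 fold change in sgXIST9 was −0.95 and not past the threshold (standard error 0.41, adjusted p = 0.061, edgeR). No fold is given for sgXIST7, which had at most 5 counts in each library of either condition. The interaction contrast was 0.53 for sgXIST9 (standard error 0.57, adjusted p = 0.64, edgeR), and its sign turned without sgCtl normoxia replicate 2 (−0.22, adjusted p = 0.85, edgeR).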

To determine whether CSCs are enriched in OVCAR3-KRAB cells under hypoxia, we examined the mRNA SC-derived embryoid body index (EB index: Stemness) (37) in these cells. As shown in Fig. 5*D*, we observed a higher EB stemness index in cell samples under hypoxia than in normoxia, confirming the enrichment of CSC under hypoxia. Moreover, sgXIST samples showed higher EB stemness index values than sgCtl samples under normoxia and hypoxia conditions, confirming that XIST KD enhances the population of CSCs in ovarian cancer cells. We also assessed the mesoderm progenitor enrichment (Mesoderm index) for the developmental germ layer that gives rise to ovaries. As with the EB stemness index, the mesoderm index was higher in cells exposed to hypoxia than normoxia (Fig. 5*D*). In both normoxia and hypoxia conditions, we observed an increase of the mesoderm index in sgXIST samples compared to sgCtl samples, suggesting that XIST KD enhances the mesodermal progenitor-like population in ovarian cancer cells. The results indicate that XIST KD promotes SC and progenitor-like cell populations and may possibly enhance cancer cellular plasticity coping with stressful conditions such as hypoxia.

Then, we investigated whether a higher stemness composition associated with XIST KD led to a better survival rate in OVCAR3-KRAB cells. In normoxia, cell survival rates were not significantly different between cells with sgXIST and cells with sgCtl; however, under hypoxia, OVCAR3-KRAB cells with sgXIST showed significantly higher survival rates (Fig. 5*E*). Analysis of cell cycle and cell death was performed to determine the likely causes of the improved survival. As shown in Fig. 5*F*, sgXIST cells were more prevalent in the G1 phase, suggesting that OVCAR3-KRAB cells with XIST KD remained mostly quiescent under hypoxia. We did not observe any change in cell cycle under normoxia conditions (*SI Appendix*, Fig. S5*B*). In contrast, live cell PI (Propidium Iodide) staining followed by flow cytometry analysis cells revealed less cell death in sgXIST samples than in sgCtl (Fig. 5*G*) under hypoxia. This result is consistent with the RNA-seq data, where GSEA showed an overall downregulation of apoptotic genes indicating less cell death under hypoxia in OVCAR3-KRAB with XIST KD (Fig. 5*H*). Therefore, XIST KD may protect OVCAR3-KRAB cells from hypoxia-induced cell death probably by increasing the CSC population.

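The GSEA set for apoptosis was not used here, and a list of 25 pro-apoptotic genes was tested in its place, 23 of which had enough counts. Against sgCtl in hypoxia, their median log2 fold change was −0.31 in sgXIST7, with 16 genes lower and 7 higher (camera, adjusted p = 0.71), and −0.30 in sgXIST9, with 15 lower and 8 higher (camera, adjusted p = 0.6). Neither was past the threshold with fry or with an estimated correlation, and the adjusted p-value ranged from 0.4 to 0.9 in sgXIST7 and from 0.21 to 0.85 in sgXIST9 over the alternatives. In sgXIST7, 2 genes were up-regulated and 1 down-regulated; in sgXIST9, 1 was up-regulated. Adjusted over the list alone, 3 and 1 were called. CASP2 was down-regulated in sgXIST7 (log2 fold change −1.85, adjusted p = 4.5e-05, edgeR), where CASP8 was up-regulated (1.11, adjusted p = 0.00078, edgeR). FAS was up-regulated in sgXIST7 and sgXIST9 (3.27 and 2.83, adjusted p = 5e-08 and 2.3e-07, edgeR).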

### XIST KD Is Involved in CSC Equilibrium.

Hypoxia impacts CSC equilibrium in breast cancer: CSCs can transdifferentiate from M-CSC to E-CSC (11, 61). We investigated whether a transition from M-CSC to E-CSC occurs in ovarian cancer cells under hypoxia. In ovarian cancer, CD24 has been shown to be expressed in epithelial CSCs (62, 63). 

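In sgCtl, CD24 had 96, 148 and 25 counts in the 3 hypoxia libraries, 5.19 ± 2.66 CPM (SD, n = 3), 3.9-fold its mean in normoxia. The log2 fold change was 1.96 (standard error 0.57, adjusted p = 0.009, edgeR), and each hypoxia library lay above each normoxia library (two-sided exact permutation test, p = 0.1). This call depended on single libraries. CD24 was not called without normoxia replicate 1 (log2 fold change 1.82, adjusted p = 0.039, edgeR), 2 (1.84, 0.037) or 3 (2.28, 0.015), or without hypoxia replicate 1 (1.86, 0.027) or 2 (1.63, 0.042). It was called without hypoxia replicate 3 (2.31, 0.0018). It was also not called without a filter on low counts (adjusted p = 0.014) or with only the groups compared (0.011), in a range over the alternatives from 0.0049 to 0.014. Reads of CD24 could be shared with near-identical copies in the genome, and its counts are uncertain.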

Our RNA sequencing data demonstrated an increased expression of CD24 in sgCtl-hypoxia compared to sgCtl-normoxia for OVCAR3-KRAB (Fig. 6*A*). 

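CD24 had 48, 22 and 7 counts in the sgXIST7 hypoxia libraries, 1.3 ± 0.884 CPM (SD, n = 3), and 37, 36 and 4 counts in the sgXIST9 hypoxia libraries, 1.19 ± 0.813 (SD, n = 3). Both clones were at the detection limit in normoxia. The increase was at least 9.12-fold in sgXIST7 (adjusted p = 0.00093, edgeR) and at least 7.63-fold in sgXIST9 (adjusted p = 0.0014, edgeR). These bounds are 2.34 and 1.96 times the fold measured in sgCtl. Without hypoxia replicate 1 the bound in sgXIST7 was 5.62-fold, and with 1 hypoxia library left out the bound in sgXIST9 ranged from 6.04-fold to 10.6-fold. The interaction contrast, which tests whether the response differed from that of sgCtl, was 1.78 in sgXIST7 (standard error 1.04, adjusted p = 0.28, edgeR) and 1.78 in sgXIST9 (standard error 1.07, adjusted p = 0.36, edgeR), and neither was past the threshold.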

Interestingly, we also observed an increased expression of CD24 in cells with XIST KD after hypoxia treatment, which was twofold greater than the expression increase observed in sgCtl cells (Fig. 6*A*). This confirms the enhancement of E-CSC under hypoxia treatment. We also examined the expression of ALDH1A3, another well-characterized E-CSC marker (11, 48). Similar to CD24, ALDH1A3 expression increased in cells with XIST KD after hypoxia treatment, even though ALDH1A3 was slightly down-regulated in sgCtl OVCAR3-KRAB cells (Fig. 6*A* and Dataset S2). Collectively, these data suggest an increase of epithelial-like CSC presence after hypoxia treatment, with a more significant increase in cells with XIST KD, suggesting a possible transition from M-SCS to E-CSC. 

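ALDH1A3 in hypoxia had 5.12 ± 1.42 CPM (SD, n = 3) in sgCtl, 1.41 ± 0.482 (SD, n = 3) in sgXIST7 and 1.42 ± 0.318 (SD, n = 3) in sgXIST9. Against normoxia, the log2 fold change was −0.44 in sgCtl (standard error 0.30, adjusted p = 0.23, edgeR), 2.68 in sgXIST7 (standard error 0.41, adjusted p = 3.2e-05, edgeR) and 2.87 in sgXIST9 (standard error 0.43, adjusted p = 2.9e-05, edgeR). In each clone the libraries of the 2 conditions did not overlap (two-sided exact permutation test, p = 0.1). The interaction contrast was 3.12 for sgXIST7 (standard error 0.51, adjusted p = 0.0024, edgeR) and 3.31 for sgXIST9 (standard error 0.53, adjusted p = 0.0022, edgeR). With only the groups compared, the contrast for sgXIST7 was not called (adjusted p = 0.011, in a range over the alternatives from 7.6e-06 to 0.011). The contrast for sgXIST9 was not called without sgXIST9 normoxia replicate 3 (3.10, adjusted p = 0.011, edgeR).

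**Figure D4:**
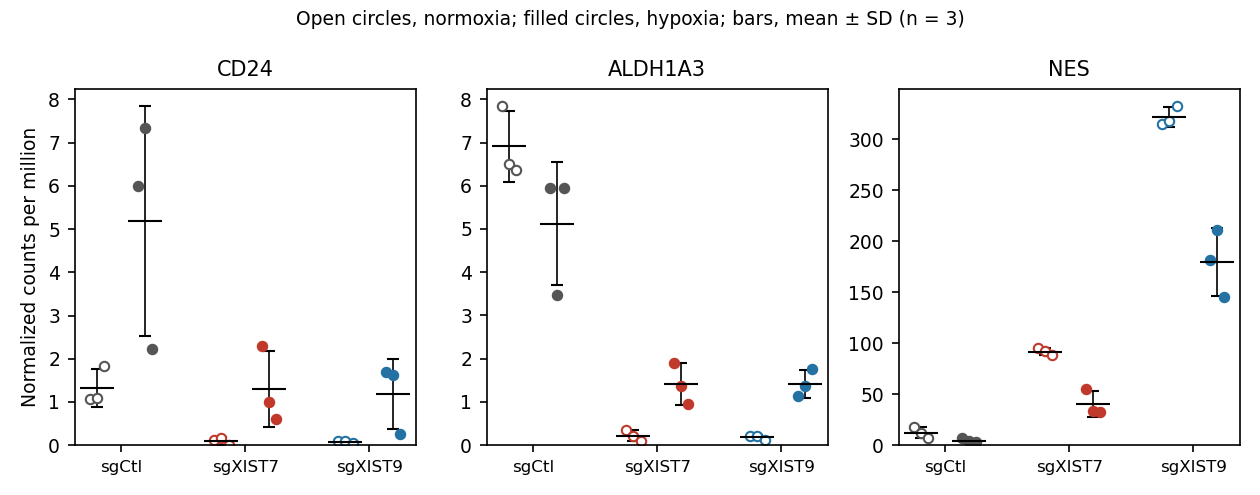
Normalized expression in CPM for CD24, ALDH1A3 and NES in sgCtl, sgXIST7 and sgXIST9, with 1 point per library, open in normoxia and filled in hypoxia, and bars for the mean ± SD (n = 3). ALDH1A3 in the KD clones is higher in hypoxia than in normoxia and lower than in sgCtl in each condition.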

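NES in hypoxia had 4.5 ± 1.89 CPM (SD, n = 3) in sgCtl, 40.4 ± 12.5 (SD, n = 3) in sgXIST7 and 180 ± 33.4 (SD, n = 3) in sgXIST9. Against normoxia, the log2 fold change was −1.42 in sgCtl (standard error 0.32, adjusted p = 0.0013, edgeR), −1.18 in sgXIST7 (standard error 0.27, adjusted p = 0.0012, edgeR) and −0.84 in sgXIST9 (standard error 0.26, adjusted p = 0.013, edgeR), where it was not past the threshold. In each clone the hypoxia libraries lay below the normoxia libraries (two-sided exact permutation test, p = 0.1). The interaction contrast was 0.24 for sgXIST7 (standard error 0.41, adjusted p = 0.75, edgeR) and 0.57 for sgXIST9 (standard error 0.41, adjusted p = 0.45, edgeR). For sgXIST7 its sign turned without sgCtl normoxia replicate 1 (−0.16, adjusted p = 0.83, edgeR) or sgXIST7 hypoxia replicate 1 (−0.05, adjusted p = 0.95, edgeR). In sgCtl, NES was not called with only the groups compared (adjusted p = 0.023, in a range over the alternatives from 2.1e-05 to 0.023) or without normoxia replicate 1 (−1.02, adjusted p = 0.013, edgeR). In sgXIST7 it was not called without hypoxia replicate 2 (−1.05, adjusted p = 0.011, edgeR).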

We also observed that the specific mesenchymal marker NES was down-regulated in hypoxia compared to normoxia and to the same extent for sgCtl, sgXIST7, and sgXIST9 (*SI Appendix*, Fig. S6*A*), confirming the transition from M-CSC to E-CSC under hypoxia. Moreover, our GSEA revealed an enrichment of the mesenchymal to epithelial transition (MET) pathway in sgXIST7 and sgXIST9 after hypoxia treatment compared to their normoxia condition counterparts (Fig. 6*B*). These data suggest that XIST KD enhances the transition from M-CSC to E-CSC under hypoxia conditions, consistent with higher cellular plasticity after XIST KD.

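Lists of epithelial and mesenchymal genes were tested in place of the MET set. Of 25 epithelial genes, 11 had enough counts. In hypoxia against normoxia, their median log2 fold change was −0.05 in sgCtl with 5 genes higher (camera, adjusted p = 0.93), 0.63 in sgXIST7 with 9 higher (camera, adjusted p = 0.36) and 0.35 in sgXIST9 with 6 higher (camera, adjusted p = 0.72). In sgCtl, 1 gene of the list was up-regulated and 2 were down-regulated, and in sgXIST7 and sgXIST9 2 and 1 were up-regulated; adjusted over the list alone, 3, 2 and 1 were called. MUC1 was called in sgXIST7 and sgXIST9 (log2 fold change 2.92 and 2.58, adjusted p = 0.00013 and 0.00092, edgeR). Of the mesenchymal genes, 18 were tested. Their median was 0.30 in sgCtl with 10 higher (camera, adjusted p = 0.47), 0.31 in sgXIST7 with 13 higher (camera, adjusted p = 0.34) and 0.14 in sgXIST9 with 11 higher (camera, adjusted p = 0.43). The mesenchymal genes called numbered 3, 4 and 2, adjusted over all genes or over the list alone. FN1 was among them, with log2 fold changes of 1.34, 2.95 and 3.4 (adjusted p = 0.00041, 1.3e-07 and 9.4e-08, edgeR). With fry, the epithelial list was past 0.05 as higher in sgXIST7 (adjusted p = 0.0004, in a range over the alternatives from 0.0004 to 0.53), and the mesenchymal list as higher in the 3 clones (0.0018, 4.8e-05 and 0.00013, in ranges up to 0.57, 0.47 and 0.56). Without sgCtl normoxia replicate 1 the direction of the epithelial list in sgCtl turned to higher (adjusted p = 1). From the lower NES under hypoxia the paper concludes that M-CSC passed to E-CSC, and it adds the MET enrichment in sgXIST7 and sgXIST9 to this reasoning.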

**Fig. 6.**
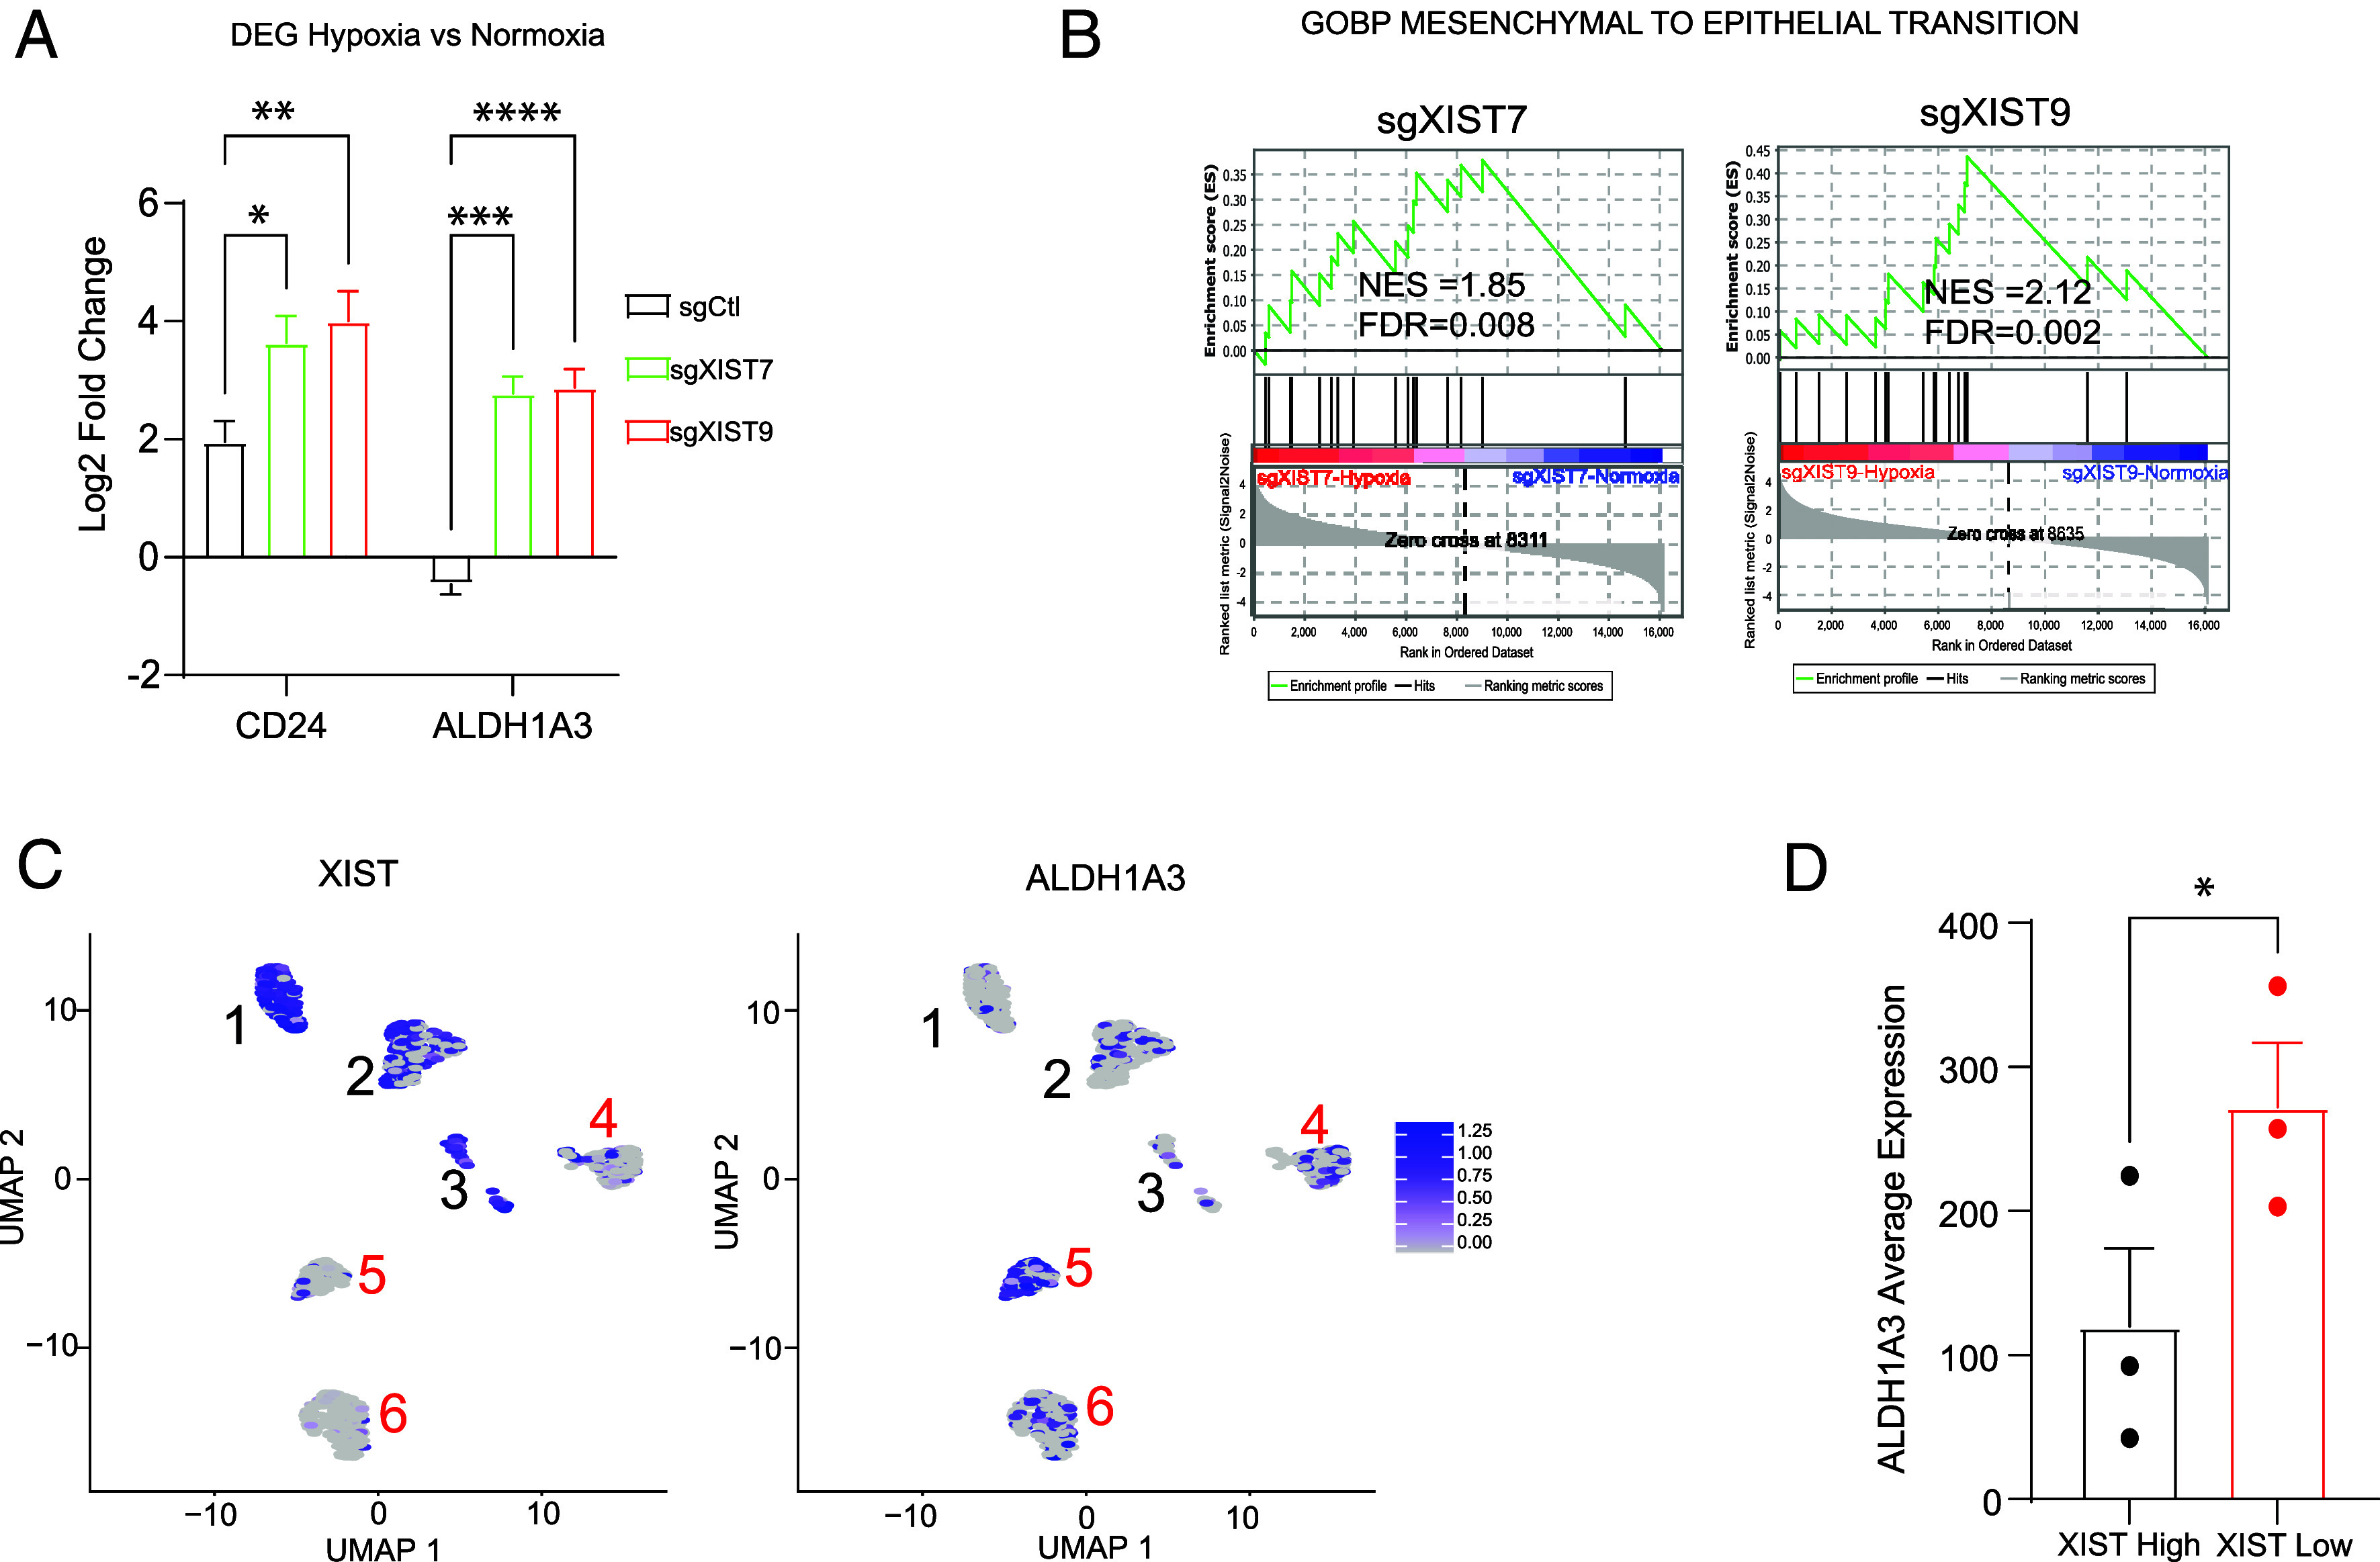
XIST loss enhances cellular plasticity. (*A*) Log2 fold change expression of epithelial markers CD24 and ALDH1A3 after 24 h of hypoxia in OVCAR3-KRAB with sgCtl, sgXIST7, and sgXIST9 vs. sgCtl, sgXIST7, and sgXIST9 respectively in normoxia condition. (*B*) GSEA of OVCAR3-KRAB with sgXIST7-H (sgXIST7-Hypoxia) and sgXIST9-H (sgXIST9-Hypoxia) vs. sgCtl, sgXIST7, and sgXIST9 in normoxia condition. (*C*) UMAP of XIST (*Left*) and ALDH1A3 (*Right*) for CD24+/EPCAM+ tumor cells in ovarian cancer patients. (*D*) Log2 normalization count of ALDH1A3 expression in clusters with high XIST expression and clusters with low XIST expression. The statistical analyses were performed with a *t* test (* for *P* < 0.05, ** for *P* < 0.01, **** for *P* < 0.0001).

In addition, we validated our findings using single-cell RNA sequencing data from human patients (64). We analyzed single-cell data from ovarian cancer patients, focusing on cells enriched for the epithelial cancer cell markers CD24+ and EPCAM+ (*SI Appendix*, Fig. S6*B*). Cells were clustered based on their transcriptomic profiles, and the expression levels of XIST and ALDH1A3 were examined (Fig. 6*C*). Three clusters showed high levels of XIST expression (clusters 1, 2, and 3, with log-normalized counts >100), while three other clusters had low XIST expression (clusters 4, 5, and 6, with log-normalized counts <100) (Fig. 6*C*). The expression analysis of ALDH1A3 revealed that clusters with low XIST expression had higher ALDH1A3 expression compared to those with high XIST expression (Fig. 6*D*). These results indicate that epithelial cancer cells with low XIST expression have a higher presence of CSCs, as indicated by the elevated levels of the E-CSC marker ALDH1A3. Altogether, our data suggest that XIST plays a crucial role in cellular plasticity and identity. Downregulation of XIST in ovarian tumors is associated with reduced expression of upstream activators JPX and FTX. Cancer cells that lose XIST expression become less differentiated and more plastic, allowing them to adapt more easily to their environment, which may contribute to cancer progression.

## Discussion

Cell fates can change based on developmental signaling as pluripotent SCs differentiate into a variety of different cell types during development. Cellular plasticity is essential in cancer cells. It is possible for cancer cells to adapt to various environments, metastasize, and resist treatment as they transition between developmental states. CSCs play a vital role in cancer cell plasticity. They are capable of differentiating into various cell types or remaining undifferentiated to survive, proliferate, and migrate. Additionally, CSCs can undergo transdifferentiation, which involves changing from one cell type to another of a different lineage. During the EMT, epithelial cells lose their properties and become mesenchymal, migrate, and invade other organs. The mesenchymal-to-epithelial transition (MET) occurs once the cells invade other organs and transition back to an epithelial state, which allows them to establish new tumor niches and proliferate (65). These processes are facilitated by CSCs, such as M-CSCs and E-CSCs, which maintain cellular plasticity while sustaining tumor growth. It is therefore crucial to understand the development and treatment of cancer by identifying molecular factors that affect CSC and cellular plasticity. In this study, we revealed the function of XIST lncRNA in ovarian cancer cell stemness and plasticity. We demonstrated that XIST was down-regulated in ovarian tumors, resulting in increased cell stemness composition. In two independent ovarian cancer cell lines, knocking down XIST led to enrichment of the M-CSC subtype of CSCs. In a hypoxic environment, however, XIST KD enhanced the E-CSC subtype of CSCs, thus improving survival of these ovarian cancer cells. Our results suggest that XIST plays a critical role in ovarian CSCs and that loss of XIST unlocks cell stemness and plasticity in cancer cells. We also found that XIST downregulation was associated with lower levels of its activators, JPX and FTX, in ovarian tumors. All three genes are located in the same TAD (Topologically Associating Domain) within the XIC (XIST inactivation center) on the X chromosome (66). The reduced expression could be a transcriptional consequence of TAD modulation. However, further studies are needed to determine the regulatory mechanism of XIST expression in ovarian cancer.

Studies of XIST's function in CSC maintenance have been conducted in breast cancer (12, 21). XIST’s role in ovarian cancer has only been explored in the context of therapeutic resistance using transient genetic tools (siRNA, cDNA transfection) (28, 67). Our study here showed how a stable XIST KD in established cell lines affected the outcome of ovarian cancer cells. We observed an enrichment of M-CSCs after XIST KD in ovarian cancer cells. Low levels of XIST in ovarian tumors indicate more M-CSCs, which are more invasive, and are more likely to cause tumors to become aggressive and metastatic, leading to a lower survival rate for patients with low XIST expression. Furthermore, the E-CSC marker ALDH1A3 is down-regulated after XIST KD, suggesting a loss of the E-CSC phenotype. However, our data contrast with findings in breast cancer cell lines, where doxycycline (DOX)-induced XIST KD increases E-CSCs (12). Our study uses a stably established XIST KD cell line, which could explain these differences, indicating that the function of XIST may vary between immediate XIST KD and established XIST KD. Additionally, the effect appears dependent on the cancer subtype, as luminal breast cancer shows no change in mesenchymal-like CSC (M-CSC) proportion (11). XIST could regulate SC-specific pathways through multiple mechanisms. Based on our hypothesis, some X-linked genes that function in SC-specific pathways could be reactivated after XIST KD. Also, XIST can activate or silence genes involved in pluripotency and differentiation by inducing epigenetic modifications, such as chromatin remodeling and DNA methylation; it remains to be elucidated how this directly affects genes on the X chromosome and autosomal genes, which have recently been identified as influenced by XIST in both humans and mice (68, 69).

Our study showed that ovarian cancer cells with XIST KD were more plastic and adapted to hypoxic conditions more easily. XIST KD cells cultured in a hypoxia chamber resisted hypoxia-induced cell death and exhibited upregulation of the E-CSC marker ALDH1A3 compared to the same XIST KD cells in normoxia. Therefore, XIST plays a critical role in modulating CSC cellular states and equilibrium. In particular, we showed that ovarian cancer cells with XIST KD were more likely to transdifferentiate into mesenchymal or epithelial CSC subtypes depending on their environment. The loss of XIST therefore allows cells to transition more easily to different cellular states, enabling them to adapt to various environments and sustain growth. As a result of hypoxia in OVCAR3-KRAB, XIST was down-regulated in sgCtl cells without CRISPRi targeting the XIST promoter. The effect of XIST on cellular plasticity can be explained by the fact that cells down-regulated XIST as a response to hypoxic stress and improved their ability to adapt to the change of environment. As cellular plasticity allows tumor cells to adapt and transdifferentiate in response to various signals and stresses present in a heterogeneous environment, the loss of XIST may result in increased tumor heterogeneity as cancer cells are more adaptable to diverse cell types and characteristics.

Different hypotheses are emerging to understand cancer cell plasticity and tumor heterogeneity; one hypothesis suggests that cancer cells undergo developmental processes that result in a variety of cellular states (4, 70). Cancer cells can advance to a more differentiated state or dedifferentiate into progenitor-like cells within the tumor's organ origin lineage. The expression of XIST in embryonic SCs is low at the early stages of development, but increases as the embryonic cells differentiate into somatic cells (24). To reprogram somatic cells into induced pluripotent SCs (iPSCs), loss of XIST is required during the inverse order of development and cell fate transitions (71). It is consistent with the developmental role of XIST depletion during reprogramming and iPSC process that XIST loss in cancer cells leads to an enrichment of CSCs. While XIST downregulation is associated with cancer treatment resistance (28), it remains unclear whether XIST downregulation occurs early or late in cancer development, or even after cancer treatment. We demonstrate that XIST loss unlocks cancer cell stemness and cellular plasticity in ovarian cancer. Furthermore, the findings may open up therapeutic avenues for patients with low XIST expression of ovarian tumors. The effect of XIST on cellular plasticity may extend beyond breast and ovarian cancer to other cancer types. There is continuing interest in further defining the role of XIST lncRNA in cancer initiation, progression, and therapeutic resistance, especially with the rise of nucleic acid therapeutics such as Antisense Oligonucleotide, RNA interference based therapies, and more recently, mRNA vaccines (72–74).

## Materials and Methods

Full details on the materials and methods are described in *SI Appendix*. Cell lines were cultured in DMEM supplemented with 10% FBS and 1% penicillin/streptomycin. XIST KD was performed using CRISPRi technology. Gene expression analysis was performed by RT-qPCR and RNA sequencing. Side population assay, surface marker analysis, cell cycle analysis, and cell death were assessed by flow cytometry. Invasion and migration assays were performed using the Boyden chamber technique.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

## Data Availability

RNA-seq data have been deposited at GEO under the accession number GSE271117 (75) and are publicly available as of the date of publication.

## References

[1] F. D. S. E. Melo, L. Vermeulen, E. Fessler, J. P. Medema, Cancer heterogeneity—A multifaceted view. EMBO Rep. **14**, 686–695 (2013).23846313 10.1038/embor.2013.92PMC3736134

[2] J.-J. Loh, S. Ma, Hallmarks of cancer stemness. Cell Stem Cell **31**, 617–639 (2024).38701757 10.1016/j.stem.2024.04.004

[3] E. Batlle, H. Clevers, Cancer stem cells revisited. Nat. Med. **23**, 1124–1134 (2017).28985214 10.1038/nm.4409

[4] A. S. Patel, I. Yanai, A developmental constraint model of cancer cell states and tumor heterogeneity. Cell **187**, 2907–2918 (2024).38848676 10.1016/j.cell.2024.04.032PMC11256907

[5] D. Hanahan, Hallmarks of cancer: New dimensions. Cancer Discov. **12**, 31–46 (2022).35022204 10.1158/2159-8290.CD-21-1059

[6] S. A. Bapat, A. M. Mali, C. B. Koppikar, N. K. Kurrey, Stem and progenitor-like cells contribute to the aggressive behavior of human epithelial ovarian cancer. Cancer Res. **65**, 3025–3029 (2005).15833827 10.1158/0008-5472.CAN-04-3931

[7] A. Bartakova , CD44 as a cancer stem cell marker and its prognostic value in patients with ovarian carcinoma. J. Obstetrics Gynaecol. **38**, 110–114 (2018).10.1080/01443615.2017.133675328816557

[8] U. H. M. Sihombing , CD44+/CD24- Expression as predictors of ovarian cancer chemoresistance: Immunohistochemistry and flow cytometry study. J. Egypt. Natl. Canc. Inst. **34**, 44 (2022).36274112 10.1186/s43046-022-00143-2PMC13314307

[9] E. Meng , CD44+/CD24− ovarian cancer cells demonstrate cancer stem cell properties and correlate to survival. Clin. Exp. Metastasis **29**, 939–948 (2012).22610780 10.1007/s10585-012-9482-4

[10] S. Ghafouri-Fard, S. Dashti, M. Farsi, M. Taheri, S. A. Mousavinejad, X-inactive-specific transcript: Review of its functions in the carcinogenesis. Front. Cell Dev. Biol. **9**, 690522 (2021).34179019 10.3389/fcell.2021.690522PMC8226258

[11] M. Luo , Targeting breast cancer stem cell state equilibrium through modulation of redox signaling. Cell Metab. **28**, 69–86.e6 (2018).29972798 10.1016/j.cmet.2018.06.006PMC6037414

[12] Y. Ma , LncRNA XIST regulates breast cancer stem cells by activating proinflammatory IL-6/STAT3 signaling. Oncogene **42**, 1419–1437 (2023).36922677 10.1038/s41388-023-02652-3PMC10154203

[13] R. Strauss , Analysis of epithelial and mesenchymal markers in ovarian cancer reveals phenotypic heterogeneity and plasticity. PLoS One **6**, e16186 (2011).21264259 10.1371/journal.pone.0016186PMC3021543

[14] S. Muñoz-Galván, A. Carnero, Targeting cancer stem cells to overcome therapy resistance in ovarian cancer. Cells **9**, 1402 (2020).32512891 10.3390/cells9061402PMC7349391

[15] J. S. Mattick , Long non-coding RNAs: Definitions, functions, challenges and recommendations. Nat. Rev. Mol. Cell Biol. **24**, 430–447 (2023), 10.1038/s41580-022-00566-8.36596869 PMC10213152

[16] Y. Wu, T. Wang, L. Xia, M. Zhang, LncRNA WDFY3-AS2 promotes cisplatin resistance and the cancer stem cell in ovarian cancer by regulating hsa-miR-139-5p/SDC4 axis. Cancer Cell Int. **21**, 284 (2021).34051810 10.1186/s12935-021-01993-xPMC8164817

[17] M. Huarte, The emerging role of lncRNAs in cancer. Nat. Med. **21**, 1253–1261 (2015).26540387 10.1038/nm.3981

[18] M. Taheri, A. Safarzadeh, B. M. Hussen, S. Ghafouri-Fard, A. Baniahmad, LncRNA/miRNA/mRNA network introduces novel biomarkers in prostate cancer. Cells **11**, 3776 (2022).36497036 10.3390/cells11233776PMC9736264

[19] C. Badowski, B. He, L. X. Garmire, Blood-derived lncRNAs as biomarkers for cancer diagnosis: The good, the bad and the beauty. NPJ Precis. Oncol. **6**, 40 (2022).35729321 10.1038/s41698-022-00283-7PMC9213432

[20] F. Xing , Loss of XIST in breast cancer activates MSN-c-met and reprograms microglia via exosomal miRNA to promote brain metastasis. Cancer Res. **78**, 4316–4330 (2018).30026327 10.1158/0008-5472.CAN-18-1102PMC6072593

[21] L. Richart , XIST loss impairs mammary stem cell differentiation and increases tumorigenicity through Mediator hyperactivation. Cell **185**, 2164–2183.e25 (2022).35597241 10.1016/j.cell.2022.04.034

[22] E. Yildirim , Xist RNA is a potent suppressor of hematologic cancer in mice. Cell **152**, 727–742 (2013).23415223 10.1016/j.cell.2013.01.034PMC3875356

[23] A. Sadagopan , Somatic XIST activation and features of X chromosome inactivation in male human cancers. Cell Syst. **13**, 932–944.e5 (2022).36356577 10.1016/j.cels.2022.10.002

[24] B. Payer, J. T. Lee, X chromosome dosage compensation: How mammals keep the balance. Ann. Rev. Genet. **42**, 733–772 (2008).18729722 10.1146/annurev.genet.42.110807.091711

[25] L. Yang, J. E. Kirby, H. Sunwoo, J. T. Lee, Female mice lacking Xist RNA show partial dosage compensation and survive to term. Genes Dev. **30**, 1747–1760 (2016).27542829 10.1101/gad.281162.116PMC5002979

[26] T. Kawakami, K. Okamoto, O. Ogawa, Y. Okada, XIST unmethylated DNA fragments in male-derived plasma as a tumour marker for testicular cancer. Lancet **363**, 40–42 (2004).14723995 10.1016/S0140-6736(03)15170-7

[27] R. Chaligné , The inactive X chromosome is epigenetically unstable and transcriptionally labile in breast cancer. Genome Res. **25**, 488–503 (2015).25653311 10.1101/gr.185926.114PMC4381521

[28] R. Huang, L. Zhu, Y. Zhang, XIST lost induces ovarian cancer stem cells to acquire taxol resistance via a KMT2C-dependent way. Cancer Cell Int. **20**, 436 (2020).32943985 10.1186/s12935-020-01500-8PMC7487955

[29] I. Naciri, M. D. Andrade-Ludena, Y. Yang, M. Kong, S. Sun, An emerging link between lncRNAs and cancer sex dimorphism. Hum. Genet. **143**, 831–842 (2023), 10.1007/s00439-023-02620-7.38095719 PMC11176266

[30] The Cancer Genome Atlas Research Network, Integrated genomic analyses of ovarian carcinoma. Nature **474**, 609–615 (2011).21720365 10.1038/nature10166PMC3163504

[31] GTEx Consortium, The genotype-tissue expression (GTEx) project. Nat. Genet. **45**, 580–585 (2013).23715323 10.1038/ng.2653PMC4010069

[32] H. Karner , Functional conservation of LncRNA JPX despite sequence and structural divergence. J. Mol. Biol. **432**, 283–300 (2020).31518612 10.1016/j.jmb.2019.09.002

[33] G. Furlan , The Ftx noncoding locus controls X chromosome inactivation independently of its RNA products. Mol. Cell **70**, 462–472.e8 (2018).29706539 10.1016/j.molcel.2018.03.024

[34] O. Rosspopoff , Species-specific regulation of *XIST* by the *JPX/FTX* orthologs. Nucleic Acids Res. **51**, 2177–2194 (2023).36727460 10.1093/nar/gkad029PMC10018341

[35] S. Sun , Jpx RNA activates Xist by evicting CTCF. Cell **153**, 1537–1551 (2013).23791181 10.1016/j.cell.2013.05.028PMC3777401

[36] J.-F. Ouimette, C. Rougeulle, "How many non-coding RNAs does it take to compensate male/female genetic imbalance?" in Non-Coding RNA and the Reproductive System, D. Wilhelm, P. Bernard, Eds. (Advances in Experimental Medicine and Biology, Springer Netherlands, 2016), pp. 33–49.10.1007/978-94-017-7417-8_326659486

[37] T. M. Malta , Machine learning identifies stemness features associated with oncogenic dedifferentiation. Cell **173**, 338–354.e15 (2018).29625051 10.1016/j.cell.2018.03.034PMC5902191

[38] L. A. Torre , Ovarian cancer statistics, 2018. CA: A Cancer J. Clin. **68**, 284–296 (2018).10.3322/caac.21456PMC662155429809280

[39] B. Győrffy, Discovery and ranking of the most robust prognostic biomarkers in serous ovarian cancer. Geroscience **45**, 1889–1898 (2023).36856946 10.1007/s11357-023-00742-4PMC10400493

[40] J. Barretina , The cancer cell line encyclopedia enables predictive modelling of anticancer drug sensitivity. Nature **483**, 603–607 (2012).22460905 10.1038/nature11003PMC3320027

[41] S. Vaughan , Rethinking ovarian cancer: Recommendations for improving outcomes. Nat. Rev. Cancer **11**, 719–725 (2011).21941283 10.1038/nrc3144PMC3380637

[42] C. M. Beaufort , Ovarian cancer cell line panel (OCCP): Clinical importance of in vitro morphological subtypes. PLoS One **9**, e103988 (2014).25230021 10.1371/journal.pone.0103988PMC4167545

[43] A. Hallas-Potts, J. C. Dawson, C. S. Herrington, Ovarian cancer cell lines derived from non-serous carcinomas migrate and invade more aggressively than those derived from high-grade serous carcinomas. Sci. Rep. **9**, 5515 (2019).30940866 10.1038/s41598-019-41941-4PMC6445084

[44] S. Lamouille, R. Derynck, Cell size and invasion in TGF-β–induced epithelial to mesenchymal transition is regulated by activation of the mTOR pathway. J. Cell Biol. **178**, 437–451 (2007).17646396 10.1083/jcb.200611146PMC2064840

[45] A. Golebiewska, N. H. C. Brons, R. Bjerkvig, S. P. Niclou, Critical appraisal of the side population assay in stem cell and cancer stem cell research. Cell Stem Cell **8**, 136–147 (2011).21295271 10.1016/j.stem.2011.01.007

[46] T. Yang, J. Ou, E. Yildirim, Xist exerts gene-specific silencing during XCI maintenance and impacts lineage-specific cell differentiation and proliferation during hematopoiesis. Nat. Commun. **13**, 4464 (2022).35915095 10.1038/s41467-022-32273-5PMC9343370

[47] A. R. Nobre , Bone marrow NG2+/Nestin+ mesenchymal stem cells drive DTC dormancy via TGF-β2. Nat. Cancer **2**, 327–339 (2021).34993493 10.1038/s43018-021-00179-8PMC8730384

[48] C. Ginestier , ALDH1 is a marker of normal and malignant human mammary stem cells and a predictor of poor clinical outcome. Cell Stem Cell **1**, 555–567 (2007).18371393 10.1016/j.stem.2007.08.014PMC2423808

[49] E. M. Galan-Moya , Endothelial secreted factors suppress mitogen deprivation-induced autophagy and apoptosis in glioblastoma stem-like cells. PLoS One **9**, e93505 (2014).24682219 10.1371/journal.pone.0093505PMC3969309

[50] J. Deng , Inhibition of PI3K/Akt/mTOR signaling pathway alleviates ovarian cancer chemoresistance through reversing epithelial-mesenchymal transition and decreasing cancer stem cell marker expression. BMC Cancer **19**, 618 (2019).31234823 10.1186/s12885-019-5824-9PMC6591840

[51] H. Ma, T. Tian, Z. Cui, Targeting ovarian cancer stem cells: A new way out. Stem Cell Res. Ther. **14**, 28 (2023).36788591 10.1186/s13287-023-03244-4PMC9926632

[52] J. Itskovitz-Eldor , Differentiation of human embryonic stem cells into embryoid bodies compromising the three embryonic germ layers. Mol. Med. **6**, 88–95 (2000).10859025 PMC1949933

[53] B. Nicol, M. A. Estermann, H. H.-C. Yao, N. Mellouk, Becoming female: Ovarian differentiation from an evolutionary perspective. Front. Cell Dev. Biol. **10**, 944776 (2022).36158204 10.3389/fcell.2022.944776PMC9490121

[54] M. A. Vodyanik , A mesoderm-derived precursor for mesenchymal stem and endothelial cells. Cell Stem Cell **7**, 718–729 (2010).21112566 10.1016/j.stem.2010.11.011PMC3033587

[55] S.-P. Liu, J.-X. Yang, D.-Y. Cao, K. Shen, Identification of differentially expressed long non-coding RNAs in human ovarian cancer cells with different metastatic potentials. Cancer Biol. Med. **10**, 138–141 (2013).24379988 10.7497/j.issn.2095-3941.2013.03.003PMC3860336

[56] H. Fan , Epigenetic reprogramming towards mesenchymal-epithelial transition in ovarian cancer-associated mesenchymal stem cells drives metastasis. bioRxiv [Preprint] (2020). 10.1101/2020.02.25.964197 (Accessed 15 August 2024).PMC774730133296650

[57] C. Chai , Single-cell transcriptome analysis of epithelial, immune, and stromal signatures and interactions in human ovarian cancer. Commun. Biol. **7**, 131 (2024).38278958 10.1038/s42003-024-05826-1PMC10817929

[58] J. M. Heddleston, Z. Li, A. B. Hjelmeland, J. N. Rich, The hypoxic microenvironment maintains glioblastoma stem cells and promotes reprogramming towards a cancer stem cell phenotype. Cell Cycle **8**, 3274–3284 (2009).19770585 10.4161/cc.8.20.9701PMC2825672

[59] B. Keith, M. C. Simon, Hypoxia-inducible factors, stem cells, and cancer. Cell **129**, 465–472 (2007).17482542 10.1016/j.cell.2007.04.019PMC3150586

[60] M. Ejtehadifar , The effect of hypoxia on mesenchymal stem cell biology. Adv. Pharm. Bull. **5**, 141–149 (2015).26236651 10.15171/apb.2015.021PMC4517092

[61] S. J. Conley , Antiangiogenic agents increase breast cancer stem cells via the generation of tumor hypoxia. Proc. Natl. Acad. Sci. U.S.A. **109**, 2784–2789 (2012).22308314 10.1073/pnas.1018866109PMC3286974

[62] S. C. Parte, S. K. Batra, S. S. Kakar, Characterization of stem cell and cancer stem cell populations in ovary and ovarian tumors. J. Ovarian. Res. **11**, 69 (2018).30121075 10.1186/s13048-018-0439-3PMC6098829

[63] M. F. Shi , Identification of cancer stem cell-like cells from human epithelial ovarian carcinoma cell line. Cell. Mol. Life Sci. **67**, 3915–3925 (2010).20549538 10.1007/s00018-010-0420-9PMC11115598

[64] B. Izar , A single-cell landscape of high-grade serous ovarian cancer. Nat. Med. **26**, 1271–1279 (2020).32572264 10.1038/s41591-020-0926-0PMC7723336

[65] B. Bakir, A. M. Chiarella, J. R. Pitarresi, A. K. Rustgi, EMT, MET, plasticity, and tumor metastasis. Trends Cell Biol. **30**, 764–776 (2020).32800658 10.1016/j.tcb.2020.07.003PMC7647095

[66] E. P. Nora , Spatial partitioning of the regulatory landscape of the X-inactivation centre. Nature **485**, 381–385 (2012).22495304 10.1038/nature11049PMC3555144

[67] Q. Meng, N. Wang, G. Duan, Long non-coding RNA XIST regulates ovarian cancer progression via modulating miR-335/BCL2L2 axis. World J. Surg. Oncol. **19**, 165 (2021).34090463 10.1186/s12957-021-02274-7PMC8180121

[68] I. Dror , XIST directly regulates X-linked and autosomal genes in naive human pluripotent cells. Cell **187**, 110–129.e31 (2024).38181737 10.1016/j.cell.2023.11.033PMC10783549

[69] S. Yao, Y. Jeon, B. Kesner, J. T. Lee, Xist RNA binds select autosomal genes and depends on Repeat B to regulate their expression. bioRxiv [Preprint] (2024). 10.1101/2024.07.23.604772 (Accessed 1 October 2024).PMC1214832540488744

[70] Y. Wei , Single-cell analysis and functional characterization uncover the stem cell hierarchies and developmental origins of rhabdomyosarcoma. Nat. Cancer **3**, 961–975 (2022).35982179 10.1038/s43018-022-00414-wPMC10430812

[71] V. Pasque , X chromosome reactivation dynamics reveal stages of reprogramming to pluripotency. Cell **159**, 1681–1697 (2014).25525883 10.1016/j.cell.2014.11.040PMC4282187

[72] C. Liu , mRNA-based cancer therapeutics. Nat. Rev. Cancer **23**, 526–543 (2023).37311817 10.1038/s41568-023-00586-2

[73] M. Coan, S. Haefliger, S. Ounzain, R. Johnson, Targeting and engineering long non-coding RNAs for cancer therapy. Nat. Rev. Genet. **25**, 578–595 (2024).38424237 10.1038/s41576-024-00693-2

[74] M. Winkle, S. M. El-Daly, M. Fabbri, G. A. Calin, Noncoding RNA therapeutics—Challenges and potential solutions. Nat. Rev. Drug Discov. **20**, 629–651 (2021).34145432 10.1038/s41573-021-00219-zPMC8212082

[75] I. Naciri , Loss of XIST lncRNA promotes stemness and cellular plasticity in ovarian cancer [RNA-Seq]. Gene Expression Omnibus. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE271117. Deposited 27 June 2024.10.1073/pnas.2418096121PMC1158808539546568

# Supplementary material for: Loss of XIST lncRNA unlocks stemness and cellular plasticity in ovarian cancer
**Source:** Proc Natl Acad Sci U S A. 2024 Nov 15;121(47):e2418096121. doi: 10.1073/pnas.2418096121
**Supplement:** Supplementary file 1 — Appendix 01

**Supporting Information for**

**Loss of XIST lncRNA unlocks stemness and cellular plasticity in ovarian cancer.**

**Ikrame Naciri<sup>1\*</sup>, Minzhi Liang<sup>1,3</sup>, Ying Yang<sup>2</sup>, Heather Karner<sup>1,4</sup>, Benjamin Lin<sup>1,5</sup>,  
Maria De Lourdes Andrade Ludena<sup>1</sup>, Eric Hanse<sup>2</sup>, Alfredo Lebron<sup>1</sup>, Olga V  
Razorenova<sup>2</sup>, Dequina Nicholas<sup>2</sup>, Mei Kong<sup>2</sup>, Sha Sun<sup>1\*</sup>**

**This PDF file includes:**

Supplementary Materials and Methods  
Figures S1 to S6

**Other supporting materials for this manuscript include the following:**

Datasets S1 to S2

## **Supplementary Materials and Methods**

### **Cell lines**

Human ovarian adenocarcinoma cell line SKOV3iP1 was a cell stock maintained in the Razorenova lab, and OVCAR3 was a generous gift from Dr. Andrej Luptak's lab (University of California, Irvine). Cells were cultured in DMEM medium supplemented with 10% FBS and 1% penicillin/Streptomycin. All the cell lines were cultured in a humidified atmosphere at 37°C under 5 % CO<sub>2</sub>.

### ***RNA extraction***

RNA extraction was performed using Trizol. Briefly, Trizol was added to the cell and homogenized. Then, chloroform was added to allow phase separation. After centrifugation, isopropanol was added to precipitate RNA. After centrifugation, the pellet was washed three times with 75% Ethanol. Then, the pellet was air-dry and resuspended in Ultrapure water.

### ***RNA sequencing (RNA-seq)***

RNA sequencing was performed at the UCI Genomics High-Throughput Facility. 500 ng of RNA was used for sequencing. Quality of the RNA was checked by Bioanalyzer. After rRNA depletion, the sequencing library was constructed using the Illumina TruSeq Stranded Total RNA Ribo-Zero Gold kit. RNA was sequenced using Illumina NovaSeq 600, and around 50 million paired-end reads were sequenced per library.

### ***Bioinformatics analysis***

Fastq files were trimmed using the Trimmomatic package, and quality was checked using Fastqc package. Reads were aligned using hisat2 package using hg38 human genome as a reference. Counts were generated using feature counts, and Differential expression was performed with the DeSeq2 package. Mean normalized count list was used for pathway analysis with GSEA (Gene Set Enrichment Analysis) software with Hallmark gene sets from Human MSigDB Collections. Gene Ontology analysis was performed by using the ggprofiler R package.

### ***EB and Mesoderm Index Calculation***

Embryoid bodies and the mesoderm index are calculated using machine learning models trained on gene expression profiles, as described by Malta et al (1). The predictive model was trained on pluripotent stem cell samples from the PCBC (Progenitor Cell Biology Consortium) dataset. This model identifies key genes and pathways associated with stemness, pluripotency, and differentiation, assigning scores that indicate how closely a sample resembles an embryoid body or mesodermal lineage. The stemness index was validated with the TCGA PanCancer cohort and independent glioma and breast cancer datasets as described (1). The index was normalized to a [0,1] range to facilitate interpretation and comparison across platforms. We used the functions EB\_PCBC\_stemSig and MESO\_PCBC\_stemSig from the TCGAbiolinks package to calculate all the scores.

### ***Cell Cycle Analysis***

Cell cycle analysis was performed by staining of DNA content with Propidium Iodide. Briefly,  $1 \times 10^6$  was fixed with 70% Ethanol overnight. The next day, cells were washed with cold PBS and stained with Propidium Iodide and RNase A. DNA content was analyzed using NovoCyte Flow cytometer.

### ***RT-qPCR***

First-strand cDNA was generated from 1  $\mu$ g total RNA using Superscript III RT (LifeTechnologies) and Oligo DT for reverse transcription. qPCR was performed using iSYBR Green (BioRad) on a BioRad Real-Time PCR System. Expression values were normalized to the housekeeping genes *TBP* and *GAPDH*.

### ***RNA fluorescent in situ hybridization (FISH)***

$2 \times 10^5$  OVCAR3-KRAB and SKOV3-KRAB cells were harvested and fixed onto slides using 4% PFA and stored in 70% ethanol. XIST RNA was hybridized using the RNAscope XIST probe Hs-XIST-C2-Homo sapiens XIST (ACD #311231) and TSA Vivid Fluorophore 520 (ACD #323271) following the RNAscope Multiplex Fluorescent V2 assay manufacturer's instructions in a 40°C incubator. Slides were mounted using ProLong Gold antifade mounting medium. Images were acquired using a Zeiss LSM 900 with Airyscan 2. Nuclei were measured using Imaris 3/4D Image Visualization and Analysis Software Spots and Surfaces module.

### ***Lentiviral Production***

HEK293T cell has been used for the production of lentiviral particles. Cells are seeded at  $5 \times 10^6$  in 10 cm dishes the day before transfection. Cells are transfected with packaging vectors psPAX2 (Addgene #12260), pMD2.G (Addgene #12259), and plasmid of interest using lipofectamine 2000 as a transfection reagent. One day after the media is collected, centrifuge for 5 min at 1000 rpm, then supernatant filtered through 0.45  $\mu$ m filter.

Polybrene is added to the supernatant at 8  $\mu$ g/ml final concentration before cell infection.

### ***CRISPRi***

Stably expressing dCas9-KRAB OVCAR3 and SKOV3 were generated by transduction of Lenti-dCas9-KRAB-blast (Addgene #89567). Blasticidin (10 $\mu$ g/ml) was used to select cells with dCas9-KRAB integration for five days. Then cells were transduced with sgRNA backbone plasmid (lentiGuide-Puro Addgene #52963), where sgRNA targeting XIST promoter has been cloned. (sgXIST7 5'GCAGCGCTTTAAGAACTGAA 3'; sgXIST9 5'GCCATATTTCTTACTCTCTCG 3'). A sgRNA targeting Gal4 promoter has been used as a negative control sgCtl (sgCtl 5'GAA CGA CTA GTT AGG CGT GT 3') (2). Cells were selected with Puromycin (2  $\mu$ g/ml ) for two days.

### ***Side Population assay***

OVCAR3-KRAB and SKOV3-KRAB cells were plated in 10 cm cell culture dishes 24 hours before the assay.  $2 \times 10^6$  cells for OVCAR3-KRAB and  $8 \times 10^5$  cells for SKOV3-KRAB were plate per 10 cm dishes. The next day, cells were harvested and resuspended at a concentration of  $1 \times 10^6$  cells/mL in DMEM+ 10% FBS with 5  $\mu$ g/mL Hoechst 33342,

either alone or with ABC efflux pump inhibitor Reserpine at 15  $\mu$ M (Sigma). Cells were incubated for 90 minutes at 37°C with shaking every 30 minutes. After incubation, cells were centrifuged and resuspended in PBS+FBS 2%, and dead cells were stained with Propidium iodide (PI) at the final concentration of 2  $\mu$ g/mL before flow cytometry analysis. Analysis was performed by Agilent NovoCyte 3000, Hoechst dye was excited by the 405 nm laser, Hoechst Blue was measured by the 445/45 filter, and Hoechst Red by the 675/30 filter. For gating SP population, briefly, we select our cell population with the SSC-H and FSC-H channel, then we select single cells with the SSC-H /SSC-A channel. Next, we select live cells with Propidium Iodide staining. Then SP cells were gated based low stained cells.

### ***Surface Marker Flow Cytometry Analysis***

1x10<sup>6</sup> cells of OVCAR3-KRAB or SKOV3-KRAB were harvested per sample and washed once with PBS before being stained with the Zombie NIR dye (Biolegend 423105) for cell death exclusion for 20 minutes. After centrifugation, cells were stained with surface markers CD44-PE-Cys5 (Biolegend 103010, 1/400 dilution) and CD24-BV421 (Biolegend 31122, 1/100 dilution) for 20 minutes on ice protected from light, followed by one wash with FACS Buffer (0.1% BSA, 50 mM EDTA, 1X PBS). All data were collected on Northern Lights (Cytek Biosciences). Unstained cells were used to define positively stained cells after the identification of single live cells. The gating strategy example has been exposed in Figures S4A and S4B. Briefly, we select our cell population with the SSC-H and FSC-H channel, then we select single cells with the SSC-H /SSC-A channel. Next, we select live cell with Zombie NIR staining (1/16000). Then

CD24<sup>+</sup> and CD44<sup>+</sup> cells were gated based on the background signal of the unstained control.

### ***Invasion and Migration Assay***

1x10<sup>5</sup> OVCAR3-KRAB cells were harvested by trypsinization, washed with PBS and resuspended in 200 µl of serum-free DMEM, and gently added to the upper compartment of the 8 µM insert. 600 µL of DMEM supplemented with 10% FBS was added to the well as an attractant. For the invasion assay, 60 µL ECM gel (Sigma Aldrich E1270) was added to the upper part of the chamber and allowed to solidify before the cells were added. Cells were allowed to migrate and invade for 24 hours before being stained with 0.5% Crystal Violet assay and imaged, and cells were counted.

### ***Single Cell Sequencing analysis***

We used the publicly available sequencing dataset under the accession number GSE146026(3). Single-cell RNA sequencing (scRNA-seq) analysis was performed using the Seurat package in R. The data was preprocessed by filtering out cells with an abnormally low or high number of detected genes (nFeature\_RNA), high counts (nCount\_RNA), or high mitochondrial gene expression (percent.mt) to remove potential doublets or dead cells. After quality control, principal component analysis (PCA) was conducted to reduce the dimensionality of the data. Cells were clustered based on their principal component scores to identify distinct cell populations. These clusters were visualized using Uniform Manifold Approximation and Projection (UMAP) plots. Gene

average expression by cluster was calculated using the function *aggregate expression* from the Seurat package.

## REFERENCES

1. T. M. Malta, *et al.*, Machine Learning Identifies Stemness Features Associated with Oncogenic Dedifferentiation. *Cell* **173**, 338–354.e15 (2018).
2. L. A. Gilbert, *et al.*, CRISPR-Mediated Modular RNA-Guided Regulation of Transcription in Eukaryotes. *Cell* **154**, 442–451 (2013).
3. B. Izar, *et al.*, A single-cell landscape of high-grade serous ovarian cancer. *Nat Med* **26**, 1271–1279 (2020).

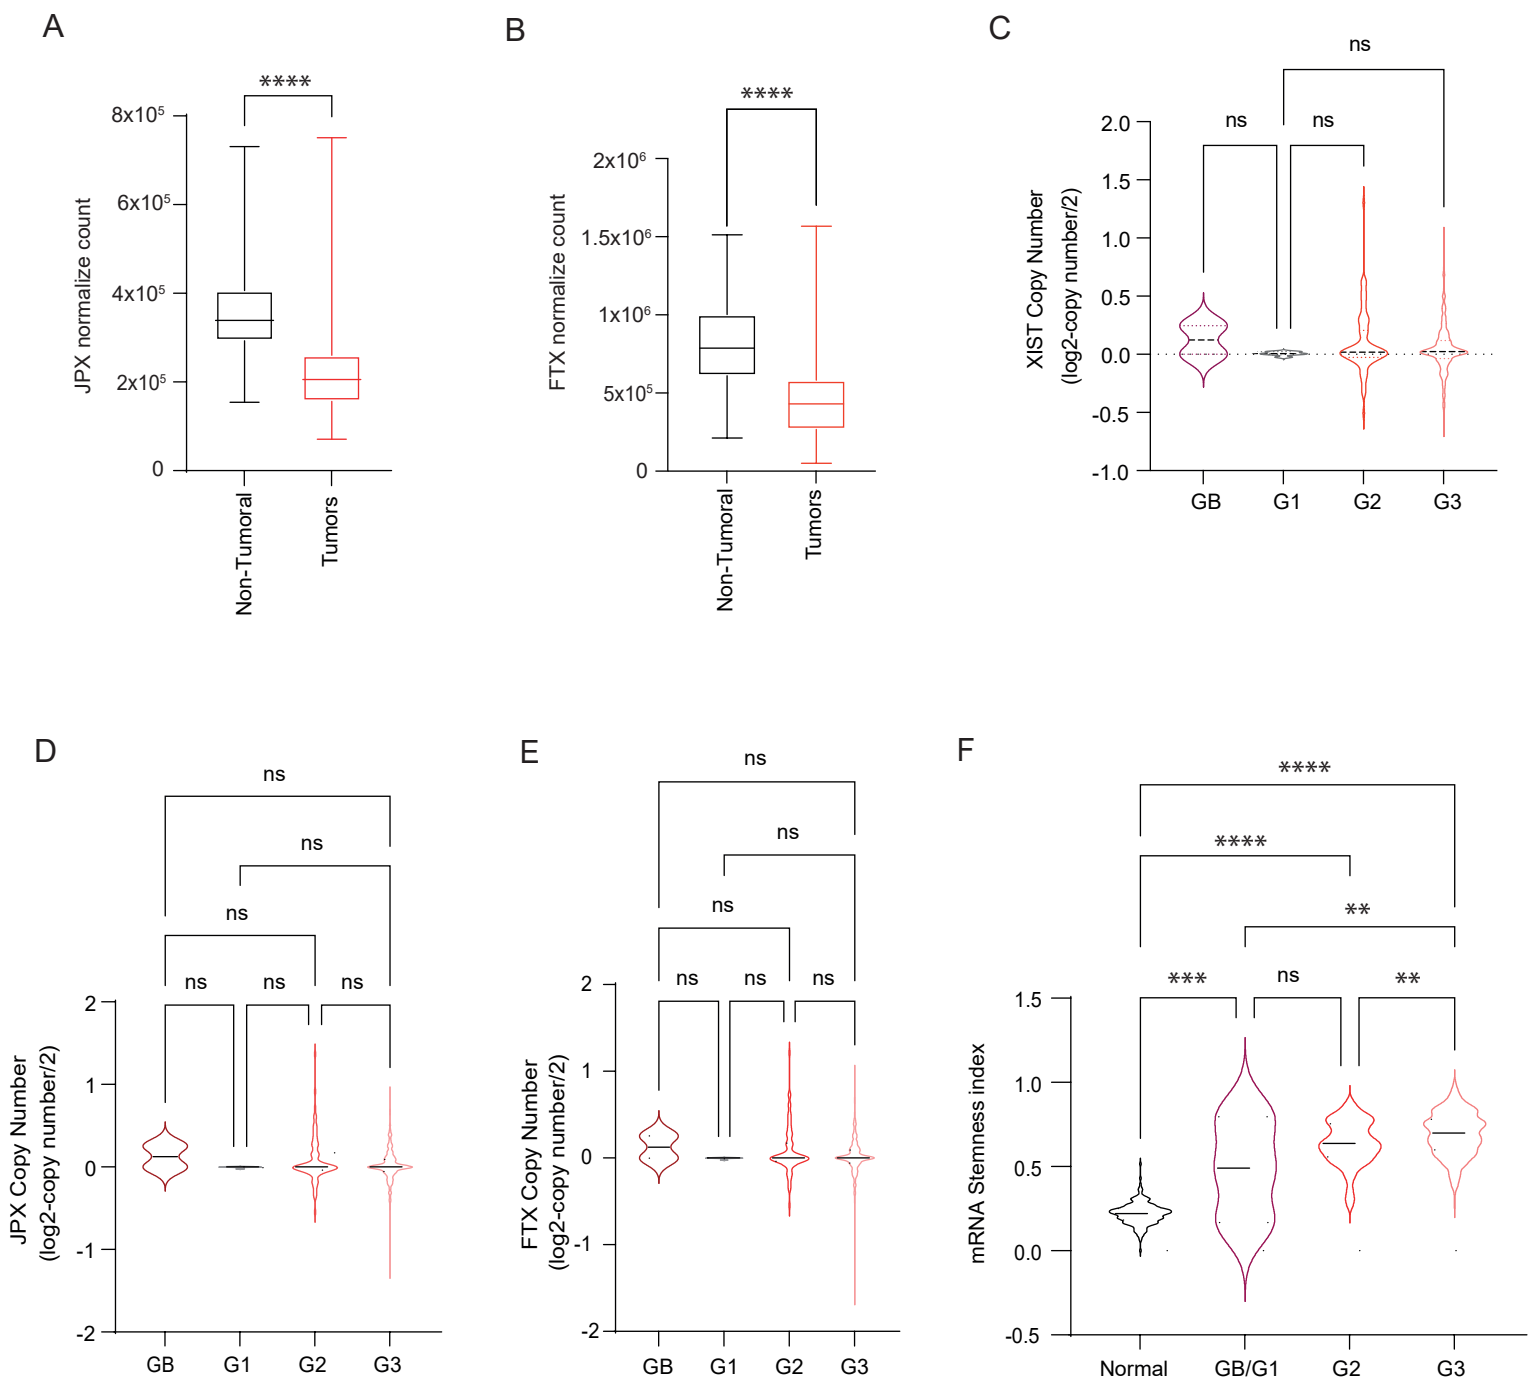

**Supplemental Figure 1:** (A) JPX expression in ovarian tumors (430) compared to normal ovaries (195). (B) FTX expression in ovarian tumors (430) compared to normal ovaries (195). (C) XIST copy number variation in ovarian tumors across grade. (D) JPX copy number variation in ovarian tumors across grade. (E) FTX copy number variation in ovarian tumors across grade. (F) mRNA Stemness index in ovarian tumors across grade. The statistical analyses were performed with a two-tailed t-test (\* for  $P < 0.05$ , \*\* for  $P < 0.01$ , \*\*\*\* for  $P < 0.0001$ , ns: non-significant).

A

| Cell line   | sgCtl | sgXIST7 | sgXIST9 |
|-------------|-------|---------|---------|
| OVCAR3-KRAB | 6     | 11      | 14      |
| SKOV3-KRAB  | 1     | 13      | 20      |

B

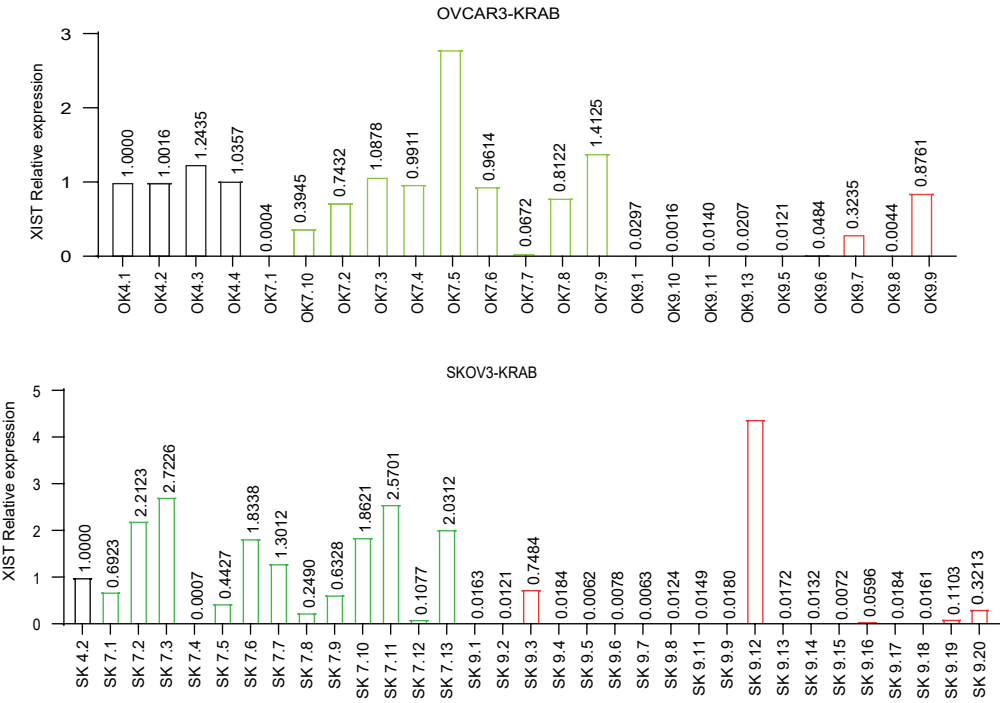

C

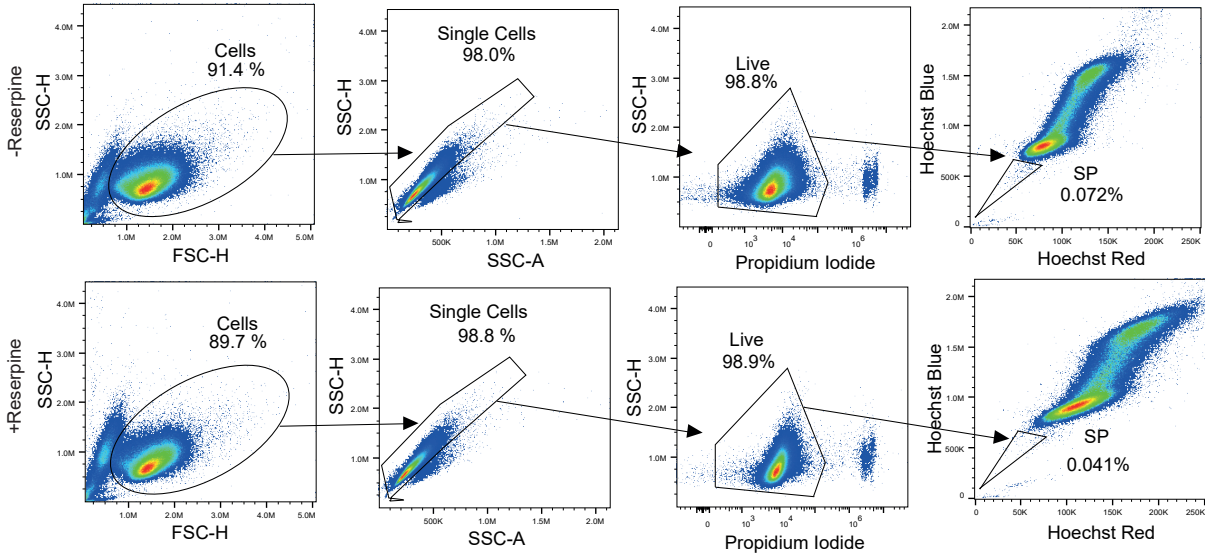

**Supplemental Figure 2:** (A) Table of clone numbers after limiting dilution in OVCAR3-KRAB and SKOV3-KRAB. (B) Relative XIST expression in different OVCAR3-KRAB clones (upper panel) and SKOV3-KRAB clones (bottom panel). (C) Example of side population gating strategy.

sgXIST7 vs sgCtl  
X linked genes

| Gene       | log2FoldChange | lfcSE    | pvalue   | padj     |
|------------|----------------|----------|----------|----------|
| TSC22D3    | 1.078242       | 0.281421 | 0.000127 | 0.001111 |
| L1CAM      | 2.835814       | 0.771926 | 0.000239 | 0.001929 |
| ZC3H12B    | 1.403714       | 0.415667 | 0.000733 | 0.005109 |
| AR         | 3.894868       | 0.43449  | 3.12E-19 | 2.05E-17 |
| SAT1       | 1.176848       | 0.266223 | 9.85E-06 | 0.000112 |
| LANCL3     | 3.023034       | 0.781172 | 0.000109 | 0.00097  |
| CAPN6      | 4.840833       | 0.37466  | 3.44E-38 | 8.37E-36 |
| TIMP1      | 1.509528       | 0.143152 | 5.36E-26 | 6.42E-24 |
| REPS2      | 1.171786       | 0.309196 | 0.000151 | 0.001284 |
| ZDHHC9     | 1.189897       | 0.231938 | 2.89E-07 | 4.48E-06 |
| ARHGEF6    | 1.829572       | 0.291286 | 3.36E-10 | 8.18E-09 |
| RPS6KA6    | 1.122776       | 0.114117 | 7.66E-23 | 7.19E-21 |
| TMEM47     | 2.377583       | 0.14504  | 2.16E-60 | 1.11E-57 |
| ARMCX3     | 1.108075       | 0.342332 | 0.001209 | 0.007853 |
| RHOXF1-AS1 | 4.521983       | 1.301727 | 0.000513 | 0.00376  |

sgXIST9 vs sgCtl  
X linked genes

| Genes      | log2FoldChange | lfcSE       | pvalue      | padj        |
|------------|----------------|-------------|-------------|-------------|
| DUSP9      | 1.03139943     | 0.164843385 | 3.93E-10    | 9.66E-09    |
| L1CAM      | 2.672680835    | 0.77834605  | 0.000595194 | 0.004319602 |
| AR         | 3.587737774    | 0.435041585 | 1.63E-16    | 8.21E-15    |
| TENM1      | 2.222907612    | 0.552742722 | 5.78E-05    | 0.000565656 |
| ZNF711     | 1.065339781    | 0.144386426 | 1.60E-13    | 6.00E-12    |
| SAT1       | 1.286660219    | 0.266393047 | 1.37E-06    | 1.91E-05    |
| LANCL3     | 3.587481048    | 0.7738364   | 3.55E-06    | 4.61E-05    |
| CAPN6      | 4.26210324     | 0.376267441 | 9.61E-30    | 1.44E-27    |
| ZDHHC9     | 1.302215228    | 0.232031865 | 2.00E-08    | 3.85E-07    |
| CSAG3      | 5.606079076    | 1.384437567 | 5.14E-05    | 0.000507689 |
| STS        | 1.223487474    | 0.272703197 | 7.24E-06    | 8.77E-05    |
| TMEM47     | 2.86916869     | 0.144078092 | 3.08E-88    | 2.61E-85    |
| RENBP      | 4.684011764    | 1.422132694 | 0.000988945 | 0.00667568  |
| NHSL2      | 1.206723741    | 0.271778498 | 8.99E-06    | 0.000106852 |
| CLCN4      | 1.341415452    | 0.384078935 | 0.000478429 | 0.003583989 |
| RHOXF1-AS1 | 5.958236654    | 1.288008922 | 3.73E-06    | 4.81E-05    |

**Supplemental Figure 3:** Up-regulated X-linked genes after XIST KD in the OVCAR3-KRAB cell line. The genes highlighted in red are specific to each guide.

A

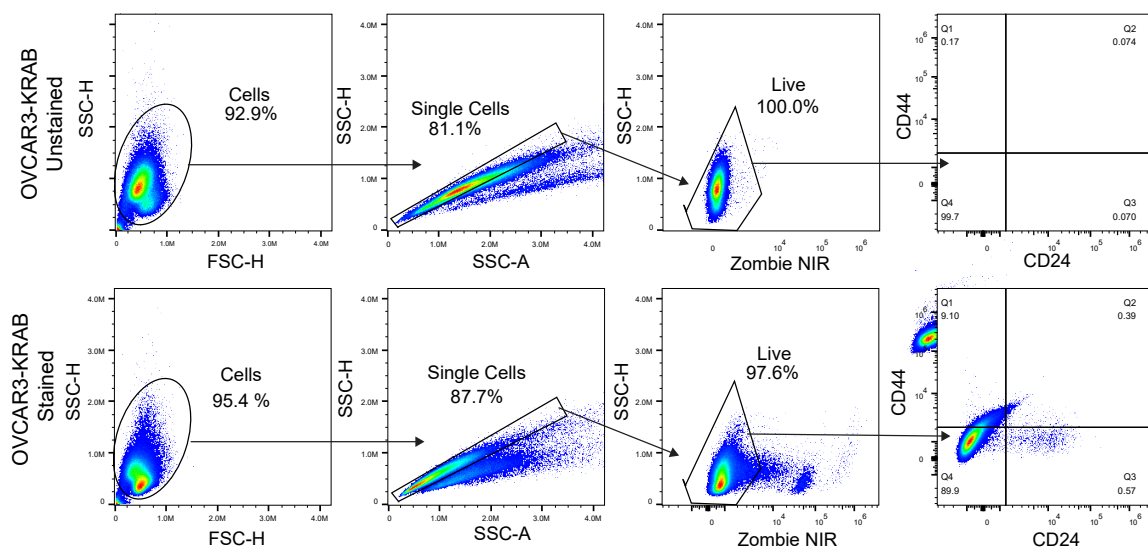

B

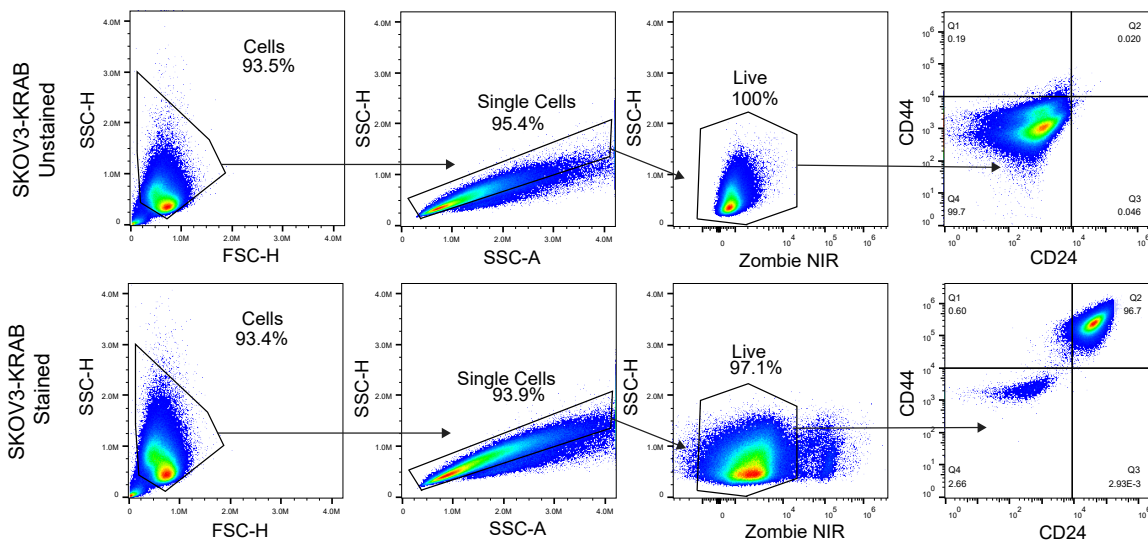

**Supplemental Figure 4:** (A) Example of gating strategy in OVCAR3-KRAB for CD24 and CD44 staining, the top panel represents unstained cells. (B) Example of gating strategy in SKOV3-KRAB for CD24 and CD44 staining, the top panel represents unstained cells.

A

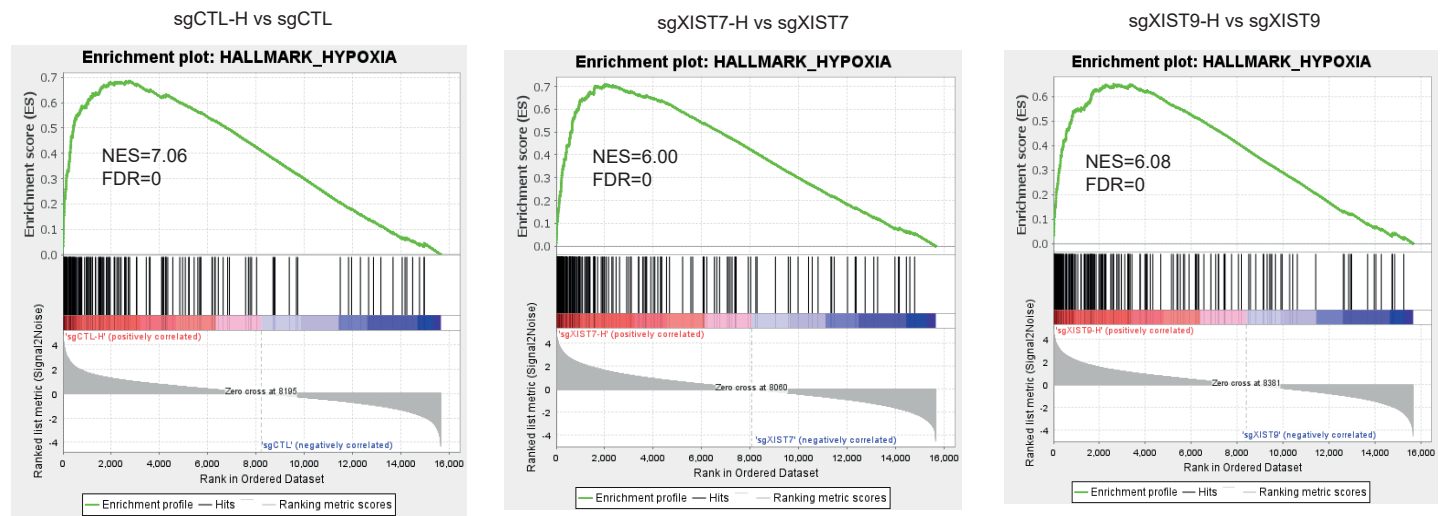

B

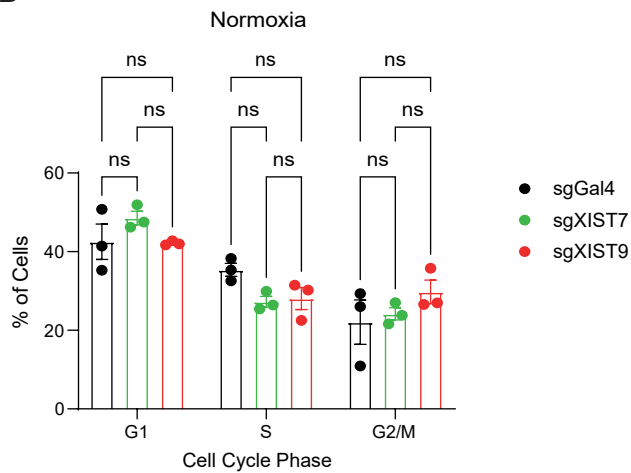

**Supplemental Figure 5: (A)** GSEA analysis of OVCAR-KRAB transcriptome showing enrichment of hypoxia genes after 24h of hypoxia incubation in sgCtl or sgXIST. **(B)** Flow cytometry analysis of cell-cycle phases (PI staining) of OVCAR3-KRAB with or without XIST KD under normoxia

**A**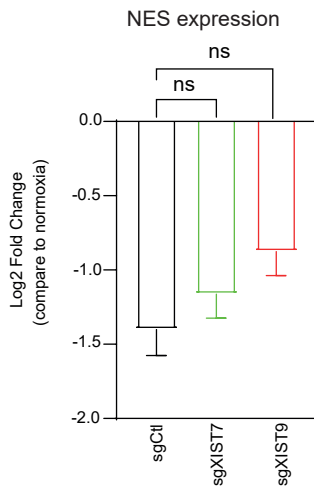**B**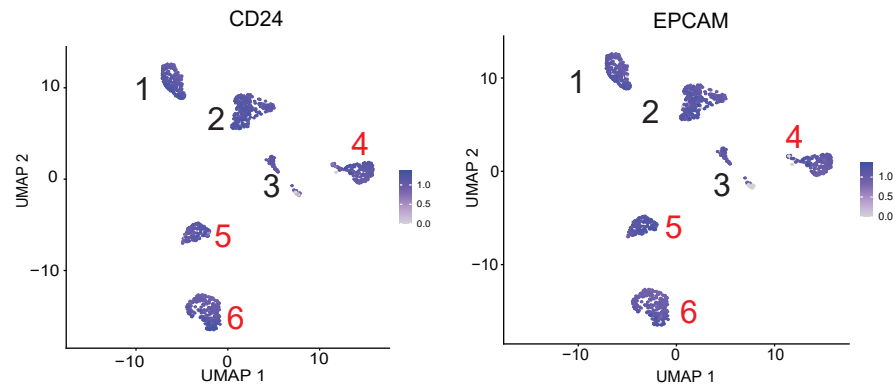

**Supplemental Figure 6:** (A) Log2 fold change expression of NES after 24h of hypoxia in OVCAR3-KRAB with sgCtl, sgXIST7, and sgXIST9 versus sgCtl, sgXIST7 and sgXIST9 respectively in normoxia condition. (B) UMAP maps of CD24 (left) and EPCAM (right) in tumor cells in ovarian cancer patients.

How the deposited data were processed for this re-analysis (not part of the article)

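The data are RNA-seq of the ovarian cancer cell line OVCAR3 carrying dCas9-KRAB, in clonal cells with sgCtl, sgXIST7 or sgXIST9, kept in normoxia or for 24 h at 1% oxygen. Each of the 6 groups had 3 replicates, so that 18 libraries were analysed. The other experiments of the paper (RT-qPCR, FISH, flow cytometry, the side population, survival, invasion and migration assays, the TCGA and single-cell data and SKOV3-KRAB cells) were not analysed here.

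The authors depleted ribosomal RNA, made stranded libraries, sequenced paired ends on a NovaSeq, trimmed with Trimmomatic, aligned to hg38 with hisat2 and counted reads on genes with featureCounts. The deposited values are the authors' counts, whole numbers without normalization, 1 column per library, for 28279 lines of genes. Of these, 2 lines were broken records without a complete set of coordinates, held 0 counts and were left out, which leaves 28277 genes listed by symbol. No count was seen in any library for 5287 genes. Exons on an alternate or fix contig were listed for 1836 genes, whose position was taken from the main chromosome. The authors' comparisons were made with DESeq2. Each column was assigned to a guide, an oxygen condition and a replicate by its label, and XIST was low in all 6 libraries labelled sgXIST7 and intermediate in all 6 labelled sgXIST9.

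The median total count over the 18 libraries was 17629433. A limit of 3 counts in each library of a group was taken as the detection limit. Folds against a group at this limit are lower bounds computed against 3 counts, from the mean of the other group without its error. Confidence limits on counts are 95% Poisson limits. RN7SL1 was the gene with the most counts in each library, from 3.00% to 8.13% of the total. TMM factors ranged from 0.859 to 1.115.

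Differential expression was computed with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) by glmQLFit with robust estimation and glmQLFTest, in a single fit of 6 groups without other terms. The fit used TMM normalization, filterByExpr with a minimum count of 10 and a minimum total count of 15, and a prior count of 0.125 for the fold changes. It kept 14938 genes, 490 on chromosome X and 14421 on autosomes, and the common dispersion was 0.0321. Standard errors were computed from the log2 fold change and its F statistic. P-values were adjusted with the Benjamini-Hochberg method. Genes were called with an adjusted p-value under 0.01 and an absolute log2 fold change above 1. The comparisons were each KD clone against sgCtl in normoxia and in hypoxia, the mean of both KD clones against sgCtl in normoxia, sgXIST7 against sgXIST9 in normoxia, hypoxia against normoxia in each clone, and the 2 interaction contrasts. For single genes, the exact permutation test over the 10 splits of 6 libraries was run on the normalized values. Simulated counts with 200 changed genes were used to test the scripts. EdgeR called 183 of them (91.5%) and 0 of 14713 unchanged genes, DESeq2 1.42.0 called 189 (94.5%) and 3, and the interaction contrast called 165 (82.5%) and 2. In 200 random unshifted lists, camera gave 0 and fry 14 p-values under 0.05.

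Gene lists were written by hand from general knowledge, since no gene set collection was at hand, and were fixed before the data were examined: hypoxia-induced (25 genes), OXPHOS subunits (78 genes found by their symbols), MYC-responsive (30), mTORC1-responsive (25), mesenchymal (25), epithelial (25), pro-apoptotic (25) and proliferation (21), and all X-linked genes tested. They were tested with camera at a preset correlation of 0.01, in a family of 29 tests adjusted together, with a threshold of 0.05. A further family of 28 tests, on the differences between clones and in the response to hypoxia and on the epithelial list in the KD clones, was added after the data were seen. Fry and camera with an estimated correlation were run beside each.

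The genes named are those the paper names in its RNA-seq results or discusses in relation to XIST or stem cell subtypes, the X-linked genes of SI Appendix, Fig. S3 or called on chromosome X, genes within 1 Mb of XIST, members of the gene lists, the ABC transporters ABCB1, ABCC1 and ABCG2, and for each direction the 5 genes with the largest mean of the fitted log2 fold changes among those called in both KD clones with each KD library outside the range of sgCtl and a mean of at least 100 counts over the 18 libraries. Other genes are named only where the text says that they were singled out after their values were seen. The exception is POU2F3, which the paper's text does not name and which none of the other rules covers. Results for some of these genes are not reported here.

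The alternatives fixed before the data were examined were the Wald test of DESeq2 with its size factors, median-of-ratios and upper-quartile scaling in edgeR, no filter beyond 1 count in any library, a filter at a mean CPM of 1, a fit of only the groups compared, the replicate number as a block, an adjusted p-value under 0.05, and each library left out in turn. For the lists they were fry, the estimated correlation, the block, no filter, upper-quartile scaling and each library left out. Each of them ran.

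Same-numbered replicates were checked for pairing by the correlation, across genes, of their deviations from the group means. The numbers paired the samples, with each correlation over 0.1, for sgCtl and sgXIST7 in normoxia (0.15, 0.38 and 0.19) and for sgCtl and sgXIST9 in hypoxia (0.20, 0.52 and 0.57), and in none of the other 7 pairs of groups.

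The spacers of the sgRNAs were searched on hg38 without alternate contigs on both strands beside an NGG PAM, allowing 3 differences. The sgXIST9 spacer was searched without its first base. Gene starts and exons near the sites were taken from GENCODE on the same build. The share of 50-base windows in the exons of a gene that occur once on the main chromosomes was counted for genes with near-identical copies. The paper's Datasets S1 and S2 were at hand for 1999 of the 16518 genes in each sheet, and no overlap or enrichment was computed on them. Scripts ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9.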

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

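The gene list tests on the response to hypoxia and between the KD clones, and the measure of the proliferation list within each library, were chosen only after results had been seen. Each result below is a tested difference between groups, either between the KD clones in normoxia or between a KD clone and sgCtl in the response to hypoxia.

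Between sgXIST7 and sgXIST9 in normoxia, 508 genes differed (adjusted p-value under 0.01 and absolute log2 fold change above 1, edgeR). XIST was lower in sgXIST7 than in sgXIST9, with a log2 fold change of −8.11, as were NES with −1.81 and JPX with −1.67. ARMCX3 had 3, 0 and 0 counts in sgXIST9, and was at least 22.5-fold higher in sgXIST7 (fitted log2 fold change 5.93). Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes, which is the smallest share this design can give. Because 508 genes differed between clones that both lost XIST, and each group is made of clonal cells, effects of XIST loss and differences between clones unrelated to XIST cannot be told apart gene by gene; the 508 genes lie below the 1159 and 1150 that differed from sgCtl. For JPX the difference may come from the depth of XIST loss, the position of the sgRNA or clonal variation. None of these was tested. For NES, the position of the sgRNA and clonal variation are open in the same way. Normalized NES expression was 91.9 ± 3.62 CPM (SD, n = 3) in sgXIST7 and 322 ± 9.45 in sgXIST9, against 12.2 ± 5.55 in sgCtl. The clone with less XIST had the smaller rise. Because the KD clones also differ in sgRNA and clone, this cannot decide whether the NES rise grows with XIST loss.

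For the gene lists between sgXIST7 and sgXIST9 in normoxia, the median log2 fold change was 0.37 for the hypoxia-induced list with 23 of 25 genes higher in sgXIST7 (camera, adjusted p = 0.00049), −0.25 for the OXPHOS subunits with 68 of 72 lower (camera, adjusted p = 2.5e-08), −0.17 for the MYC-responsive list with 28 of 29 lower (camera, adjusted p = 0.0086), 0.33 for the mTORC1-responsive list with 17 of 24 higher (camera, adjusted p = 0.014) and 0.51 for the mesenchymal list with 12 of 18 higher (camera, adjusted p = 0.001). Of these, the mesenchymal list stayed past 0.05 with a correlation estimated from the data (adjusted p = 0.029). No biological explanation was tested.

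In the response to hypoxia, 227 genes differed between sgXIST7 and sgCtl and 151 between sgXIST9 and sgCtl (interaction contrast, edgeR). When the guides were reassigned at random within each oxygen condition, 6 of 100 draws gave as many genes for sgXIST7 and 7 of 100 for sgXIST9, the real assignment included. The other draws as large were among those in which the KD effect does not cancel between the conditions, so that it enters the contrast. In the 49 and 44 draws in which it cancels, the highest count besides the real one was 0 for sgXIST7 and 1 for sgXIST9. All of these draws but the real one mix KD and sgCtl libraries within a group, which raises the spread and keeps the counts low. The draws thus cannot decide on an arbitrary grouping of the libraries. In simulated counts, the interaction contrast called 2 of 14713 unchanged genes, against 227 and 151 here. With each library left out in turn, the counts did not fall below 82 and 56. These values argue against an arbitrary grouping as the whole explanation, as far as the simulated spread matches that of the libraries. The counts also depended on sgCtl hypoxia replicate 3, without which they were 1208 and 725, and each of several other libraries moved them by more than 1.5 times, to between 82 and 350 for sgXIST7 and between 56 and 78 for sgXIST9.

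The response of ALDH1A3 differed from that of sgCtl by 3.12 in sgXIST7 and 3.31 in sgXIST9 on the log2 scale (adjusted p = 0.0024 and 0.0022, edgeR). Few counts in the KD normoxia libraries could inflate this difference. With these counts, 14 and 11, at their upper 95% Poisson limits of 21.9 and 18.2, the difference was still 2.61 and 2.65, which argues against few counts as the whole explanation. Without sgXIST9 normoxia replicate 3 the contrast for sgXIST9 was 3.10 and not past the threshold (adjusted p = 0.011, edgeR). A response to hypoxia that depends on XIST and a property of the clones both remain open as hypotheses.

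POU2F3 rose under hypoxia in sgXIST7 and fell in sgCtl and sgXIST9, and the difference in response was 2.62 for sgXIST7 (standard error 0.40, adjusted p = 0.0013, edgeR) and not past the threshold for sgXIST9 (−0.30, adjusted p = 0.72, edgeR). The difference for TMEM47 was −1.28 in sgXIST7 and −1.87 in sgXIST9 (adjusted p = 0.00031 and 1.1e-05, edgeR). TMEM47 rose under hypoxia in each clone, and less in the KD clones. No biological explanation was tested for these genes.

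The response of some gene lists to hypoxia also differed from that of sgCtl. The median difference was −0.36 in sgXIST7 and −0.46 in sgXIST9 for the MYC-responsive list (camera, adjusted p = 0.0004 and 2.5e-08; 22 and 27 of 29 genes lower), −0.27 and −0.33 for the mTORC1-responsive list (camera, adjusted p = 0.014 and 0.0024; 16 and 21 of 24 lower), −0.78 and −0.60 for the proliferation list (camera, adjusted p = 8.1e-07 and 1.5e-11; 19 and 21 of 21 lower) and 0.64 in sgXIST7 for the epithelial list (camera, adjusted p = 0.014; 9 of 11 higher). In sgXIST9 the epithelial list had 0.22, with 7 of 11 higher (camera, adjusted p = 0.47). The hypoxia-induced, OXPHOS, mesenchymal and pro-apoptotic lists were past 0.05 in neither clone (camera, adjusted p from 0.17 to 0.74). With fry, the MYC-responsive list in sgXIST7 (adjusted p = 0.059) and the mTORC1-responsive list in each clone (0.066) were not past 0.05. With a correlation estimated from the data none of the lists was past 0.05. A factor applied to a whole library cannot move the proliferation list against the other genes of that library. Measured within each library, the mean response of the list differed from that of sgCtl by −0.57 in sgXIST7 and −0.78 in sgXIST9. The 95% confidence intervals were −0.92 to −0.21 and −1.13 to −0.42 (n = 3 libraries per group). Scaling between libraries thus does not account for the shift. Camera compares the list with the other genes too, so this measure gives a size and is no separate test of scaling. Slower proliferation of the KD clones under hypoxia is a hypothesis that these data alone leave open. By flow cytometry, the paper found more sgXIST cells in G1 under hypoxia (Fig. 5F). In normoxia it saw no change in the cell cycle (SI Appendix, Fig. S5B).

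Of the 28 list tests of this kind, 16 were past 0.05 with camera, 12 of these also with fry in the same direction, and 2 with the estimated correlation.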

How the results depend on the processing

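Alternatives for the tests, scaling, filter, samples and replicates were run for the results set before the data were examined. The 28 list tests added later were run with fry, the estimated correlation and the replicate block only. Of the 34 results for XIST, CD24, ALDH1A3 and NES, without the difference in response of XIST, 25 kept their direction and side of the threshold under each alternative that used all libraries, and 20 also with each library left out. The same held for 10 and 10 of the 16 counts of genes, 14 and 11 of the 29 list tests, and 89 and 76 of the 100 other results for named genes, the difference in response of XIST among them.

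With an adjusted p-value under 0.05 in place of 0.01, X-linked genes up-regulated numbered 19 in sgXIST7 and 19 in sgXIST9, against 11 and 12, and genes whose response to hypoxia differed 706 and 468, against 227 and 151. The looser threshold itself admits more genes. DESeq2 gave 549 and 371 such genes and the replicate block 371 in sgXIST7; the cause was not tested. Only the groups compared gave 78 and 87, and 1101 and 629 genes for sgXIST7 and sgXIST9 against sgCtl in hypoxia, against 2093 and 1423, with fewer samples in the fit, while it gave 19 X-linked genes in sgXIST9. For the difference in response of sgXIST9, the share of called genes that were up moved from 65.6% to 75.7% with upper-quartile scaling.

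With only the groups compared, in fits of fewer samples, XIST in sgXIST9 in normoxia (−3.41, adjusted p = 0.02, edgeR), XIST in sgCtl under hypoxia (−1.48, 0.037), NES in sgCtl under hypoxia (−1.42, 0.023), CD24 in sgCtl under hypoxia (1.97, 0.011), ALDH1A3 in hypoxia in sgXIST7 (−1.82, 0.01) and sgXIST9 (−1.84, 0.012) and the response of ALDH1A3 in sgXIST7 (3.12, 0.011) were no longer past the threshold. XIST in sgCtl under hypoxia was also not past it with DESeq2 (−1.46, adjusted p = 0.018) and without a filter on low counts (−1.5, 0.027), nor CD24 without the filter (1.94, 0.014). CD24 in hypoxia passed it with DESeq2 (−1.99 in sgXIST7 and −2.15 in sgXIST9, adjusted p = 0.0061 and 0.0038), with the replicate block (−1.99 and −2.13, adjusted p = 0.0036 and 0.0028, edgeR) and in sgXIST9 with median-of-ratios size factors (−2.13, adjusted p = 0.0087, edgeR). The cause was not tested.

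Same-numbered replicates paired for sgCtl and sgXIST7 in normoxia (lowest correlation 0.15) and for sgCtl and sgXIST9 in hypoxia (0.20). Besides the changes above, the replicate block moved the mTORC1-responsive list for the mean of both sgRNAs above 0.05 (adjusted p = 0.056, camera) and turned MIR421 in sgXIST7 from −0.04 to 0.01.

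Among the list tests, no filter on low counts gave adjusted p-values (camera) of 0.0083 and 0.0024 for the OXPHOS subunits in sgXIST7 and sgXIST9 and 0.045 for the MYC-responsive list in sgXIST9. The estimated correlation gave 0.38 and 0.53 for the mTORC1-responsive list in sgXIST7 and for the mean, and 0.18 and 0.13 for the proliferation list in hypoxia. Fry, which does not compare against other genes, gave 0.0004 for the mesenchymal list in sgXIST7 in normoxia and 0.0018, 4.8e-05 and 0.00013 under hypoxia in sgCtl, sgXIST7 and sgXIST9, 0.0004 for the epithelial list in sgXIST7 under hypoxia, and 0.00032 and 0.0006 for all X-linked genes. With fry the direction of the mesenchymal list for the mean reversed (0.99). The cause was not tested.

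With each library left out in turn, and so fewer samples, these results changed, given as lowest to highest. The genes whose response differed ranged from 82 to 1208 in sgXIST7 and from 56 to 725 in sgXIST9. Under hypoxia in sgCtl, the log2 fold change ranged from −1.86 to −0.74 for XIST, from −1.79 to −1.02 for NES and from 1.63 to 2.31 for CD24, and that of NES in sgXIST7 from −1.46 to −1.04. CD24 ranged in normoxia from −4.23 to −3.14 in sgXIST7 and from −4.03 to −3.55 in sgXIST9, and in hypoxia from −2.66 to −1.63 and from −2.44 to −1.66. The difference in response ranged from 3.08 to 3.47 for ALDH1A3 in sgXIST9, from −0.16 to 0.62 for NES in sgXIST7, and for XIST from −0.13 to 1.43 in sgXIST7 and from −0.22 to 0.9 in sgXIST9. The value of XIST in sgXIST7 is no measured difference, since it rests on at most 5 counts in a library. MED14 in sgXIST7 ranged from −0.04 to 0.32, EPCAM from −0.07 to 0.12, and MIR421 from −0.53 to 0.42 in sgXIST7 and from −0.80 to 0.15 in sgXIST9; EPCAM was −0.03 without sgCtl normoxia replicate 2, and NES in response −0.05 without sgXIST7 hypoxia replicate 1. MIR421 in sgXIST7 was also 0.14 and 0.09 without sgCtl normoxia replicate 3 and sgXIST7 normoxia replicate 1. The adjusted p-value (camera) ranged for the OXPHOS subunits from 0.0047 to 0.69 in sgXIST7, from 0.0081 to 0.45 in sgXIST9 and from 0.4 to 0.91 for the mean, where it was 0.52 and 0.87 in 2 of the fits that turned its direction. It ranged from 0.45 to 0.82 for the MYC-responsive list in sgXIST7 (0.79 where its direction turned), from 0.02 to 0.15 for the mTORC1-responsive list for the mean, from 0.76 to 0.99 for the mesenchymal list for the mean (0.82 where it turned) and from 0.86 to 1 for the epithelial list in sgCtl under hypoxia (1 where it turned).

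Among the 100 other results for named genes, each pair of a result and an alternative was counted, so that a result can count more than once. With all libraries, 14 pairs were stronger, 2 weaker and 1 reversed, and with a library left out, 5 were stronger, 23 weaker and 9 reversed. CD24 and the KD libraries of ALDH1A3 in normoxia rest on few counts, so that the depth limits their folds to bounds or wide ranges.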

Differences from the paper's values

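LANCL3 had a log2 fold change of 4.45 in sgXIST7 and 4.99 in sgXIST9, against the paper's 3.02 and 3.59. None of the alternatives set before the data were examined closed this gap. With DESeq2 the values were 4.71 and 5.27. With each library left out in turn they ranged from 3.89 to 6.54 and from 4.43 to 7.09; the lowest, without sgCtl normoxia replicate 3, came nearest to the paper. LANCL3 had at most 1 count in each sgCtl library, so its fitted value is no measured fold. Whether the gap comes from these low counts or from other counts behind the paper's value cannot be told.

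The median total count on genes was 17.6 M per library, against the paper's 50 M paired-end reads per library. Counts assigned to genes and reads sequenced are different quantities, and none of the alternatives set before the data were examined bears on this.

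The mean normalized count over the 18 libraries was compared with the paper's base mean for 1593 genes of Dataset S1 with a base mean of at least 50. The median ratio was 0.979, and 1411 genes lay within 10%. For 141 genes the value here was less than 0.5 of the paper's, and for 0 it was more than 2 times the paper's. With 1411 genes within 10%, scaling between libraries does not account for these 141. For some genes the paper's values thus rest on other counts than the deposited ones, and the cause was not tested.

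The paper finds more genes in common between the KD clones than the 406 up-regulated and 286 down-regulated genes here. With DESeq2 the genes in common were 435 and 308, and with an adjusted p-value under 0.05 they were 499 and 364.

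The paper names 15 X-linked genes up-regulated in sgXIST7 and 16 in sgXIST9. Of these, 11 were called here in each, and each of those tested had a positive log2 fold change. In sgXIST7, L1CAM (2.75, adjusted p = 0.015, edgeR), ZC3H12B (1.40, 0.018), REPS2 (1.15, 0.01) and ARMCX3 (1.08, 0.043) were not called. In sgXIST9, L1CAM (2.58, adjusted p = 0.025, edgeR), TENM1 (2.20, 0.01) and CLCN4 (1.32, 0.02) were not called, and CSAG3 and RENBP did not pass the filter on low counts. DESeq2 called 14 of the genes in sgXIST7, all but ARMCX3, and 14 in sgXIST9, all that were tested. Only the groups compared called 12, with ZC3H12B (1.42, adjusted p = 0.0051, edgeR), and 14, with L1CAM, TENM1 and CLCN4 (2.59, 2.21 and 1.33, adjusted p = 0.0053, 0.0076 and 9.3e-08, edgeR). The replicate block called CLCN4 (1.34, adjusted p = 0.0077, edgeR). No filter on low counts called 12 and 12, with REPS2 (1.15, adjusted p = 0.0077, edgeR) and RENBP (5.54, adjusted p = 0.0076, edgeR). Other alternatives called fewer. A filter at a mean CPM of 1 called 10 in each KD clone. Median-of-ratios size factors called 10 in sgXIST7, without TSC22D3, and upper-quartile scaling called 10 in sgXIST9, without DUSP9. Without sgCtl normoxia replicate 1, L1CAM and REPS2 were called in sgXIST7 (4.31 and 1.55, adjusted p = 0.0095 and 0.003, edgeR) and TENM1 in sgXIST9 (2.95, adjusted p = 0.0062, edgeR). CSAG3, with at most 1 count in a normoxia library, was not called without a filter (2.59, adjusted p = 0.54, edgeR). The deposited counts thus do not account for the paper's call of CSAG3. None of the alternatives at the threshold of 0.01 called ARMCX3.

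The paper describes an enrichment of the MYC targets and of OXPHOS with XIST KD. The lists that stood in for these sets had a median log2 fold change of 0.06 and 0.04 for the mean of both sgRNAs, and were not past the threshold. By clone, the median was −0.05 in sgXIST7 and 0.16 in sgXIST9 for the MYC-responsive list, and −0.10 and 0.16 for the OXPHOS subunits. Without a filter on low counts both lists were past 0.05 as higher in sgXIST9 (camera, adjusted p = 0.045 and 0.0024). The OXPHOS subunits were then past it as lower in sgXIST7 (camera, adjusted p = 0.0083). For the mesenchymal genes, where the paper has an enrichment, the median was 0.29 and the list was not past the threshold. With fry the mesenchymal list was past it in sgXIST7. The epithelial list, tested after the data were seen, was higher in sgXIST7 and sgXIST9 than in sgCtl in normoxia (camera, adjusted p = 0.0037 and 0.018). A loss of epithelial expression would lower it. For the apoptosis genes, where the paper has a downregulation in hypoxia, the median was −0.31 and −0.30 and the lists were not past the threshold under any alternative. For the transition to an epithelial state under hypoxia, the epithelial list was not past the threshold with camera in either KD clone; with fry it was in sgXIST7. The paper has CD24 rising further in the KD clones; the interaction contrast here lay in that direction, 1.78 in each, and was not past the threshold under any alternative.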

Other observations

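The tests of transcript length and of comparisons without a library in common were chosen only after the results were seen.

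In hypoxia, 2093 genes differed between sgXIST7 and sgCtl and 1423 between sgXIST9 and sgCtl, with 585 up-regulated and 321 down-regulated in both. Of the 692 genes called the same way in both KD clones in normoxia, 429 were also called the same way in both in hypoxia. In each of the 8 comparisons of 2 groups, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes as reported. A design of 3 libraries against 3 cannot give a smaller share, so chance cannot be told apart from the effect by the splits alone. The highest count in another split was 218 for sgXIST9 against sgCtl in hypoxia and at most 1 in each other comparison. With sgCtl and sgXIST7 in normoxia and sgCtl and sgXIST9 in hypoxia, where replicate numbers pair the libraries, 4 splits part all pairs, and 1 of them, the real one, was as large. The sgCtl libraries serve both KD comparisons within an oxygen condition. Between sgXIST7 in normoxia and sgXIST9 in hypoxia, comparisons without a library in common, 611 genes were called the same way and 22 in opposite ways, where independent lists would share 58.5 the same way. Between sgXIST9 in normoxia and sgXIST7 in hypoxia these were 584, 23 and 80.8. Of the 692 genes, 505 and 490 were among them. This argues against the sharing of libraries as the whole reason for the 692 genes. The sgCtl cells are the same in each comparison, so a property of these cells stays open.

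In normoxia, the genes called the same way in 1 clone against each of the others, and not called between those others, numbered 599 for sgCtl, 156 for sgXIST7 and 164 for sgXIST9.

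CD24 in hypoxia was 25% of sgCtl in sgXIST7 (log2 fold change −1.96, adjusted p = 0.011, edgeR; two-sided exact permutation test, p = 0.2) and 23% in sgXIST9 (−2.10, adjusted p = 0.01, edgeR; two-sided exact permutation test, p = 0.1), not past the threshold in either. It was called in both with DESeq2 (adjusted p = 0.0061 and 0.0038) and with the replicate number as a block (−1.99 and −2.13, adjusted p = 0.0036 and 0.0028, edgeR); same-numbered libraries paired for sgCtl and sgXIST9 in hypoxia and not for sgCtl and sgXIST7. Over the alternatives the adjusted p-value ranged from 0.0036 to 0.038 in sgXIST7 and from 0.0028 to 0.08 in sgXIST9. It was also called without sgCtl hypoxia replicate 3 (−2.31 and −2.44) and, in sgXIST7, without hypoxia replicate 1 (−2.66). Near-identical copies could take reads from CD24, but 54.4% of its exonic 50-base windows occur once, which argues against shared reads as the whole reason for its low counts. CD44 had 1 count in all 18 libraries together, and 100% of its windows occur once, which argues against shared reads there. ALDH1A3 in hypoxia was 27.5% of sgCtl in sgXIST7 and 27.8% in sgXIST9 (log2 fold change −1.82 and −1.84, adjusted p = 0.00029 and 0.00032, edgeR). NES in hypoxia had log2 fold changes of 3.15 in sgXIST7 and 5.30 in sgXIST9 against sgCtl (adjusted p = 8.7e-07 and 4.4e-09, edgeR).

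Within 1 Mb of XIST there are 28 genes, of which 10 were tested. JPX was called in sgXIST7, with a log2 fold change of −1.39 (standard error 0.25, adjusted p = 0.00047, edgeR), and not in sgXIST9 (0.27, adjusted p = 0.48, edgeR). In sgXIST9, 0 of these genes were called and 2 had an unadjusted p-value under 0.05; in sgXIST7, 7 had one. JPX starts 91571 bases from XIST. It had 11.5 ± 1.1 CPM in sgCtl, 4.34 ± 0.888 in sgXIST7 and 13.8 ± 0.894 in sgXIST9 (SD, n = 3). FTX had log2 fold changes of 0.19 and −0.38 (adjusted p = 0.58 and 0.23, edgeR).

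POU2F3 was up-regulated in normoxia in sgXIST7 (log2 fold change 2.19, standard error 0.27, adjusted p = 1.2e-05, edgeR) and sgXIST9 (1.23, standard error 0.27, adjusted p = 0.0032, edgeR). In sgXIST9 it was not called without sgCtl normoxia replicate 2 (1.06) or 3 (1.12) or without sgXIST9 normoxia replicate 1 (1.02). MED14 had log2 fold changes of 0.19 and 0.12 in normoxia (adjusted p = 0.56 and 0.73, edgeR). EPCAM had 0.02 and 0.34 (adjusted p = 0.91 and 0.019, edgeR). ALDH1A1 had −0.07 and −0.44 (adjusted p = 0.83 and 0.065, edgeR). ABCC1 had 0.67 and 0.66 (adjusted p = 0.035 and 0.04, edgeR). None of these 4 genes was past the threshold. ABCB1 and ABCG2 had at most 2 counts in a library.

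A list of 11 epithelial genes with enough counts, tested in the KD clones against sgCtl, had a median log2 fold change of 0.77 in sgXIST7 and 0.34 in sgXIST9 in normoxia (camera, adjusted p = 0.0037 and 0.018; 8 and 7 of 11 genes higher), and 1.64 and 0.56 in hypoxia (camera, adjusted p = 3.9e-05 and 0.0051; 10 and 9 of 11 higher). With a correlation estimated from the data the first in hypoxia stayed past 0.05 (adjusted p = 0.029). The proliferation list, 21 genes, had a median of −0.15 in sgXIST7 and −0.02 in sgXIST9 in normoxia (camera, adjusted p = 0.27 and 0.66), with 0 genes called and 5 and 6 with an unadjusted p-value under 0.05. In hypoxia it had −0.88 with 20 genes lower in sgXIST7 and −0.72 with 21 lower in sgXIST9 (camera, adjusted p = 5.2e-07 and 2.3e-08), and 5 and 8 genes called.

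Replicate 3 in hypoxia deviated from the group mean in the same direction in each clone for most gene lists. The exceptions were the epithelial list, with a median deviation of −0.01 in sgCtl, 0.01 in sgXIST7 and 0.10 in sgXIST9, and the pro-apoptotic list, with −0.08, 0.09 and −0.12. The mTORC1-responsive list had a median deviation from the group mean of 0.38 in sgCtl, 0.37 in sgXIST7 and 0.38 in sgXIST9. SESN2, singled out after its values were seen, had 43.9, 44.7 and 145 CPM in the sgCtl hypoxia libraries, 31.4, 69 and 153 in sgXIST7 and 25.5, 26.8 and 66.3 in sgXIST9. Thinning each hypoxia library to 12037724 counts left the lowest correlation between the paired deviations of sgCtl and sgXIST9 at 0.17, which argues against library size as the reason. A shared handling of same-numbered cultures is a candidate explanation that was not tested.

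XIST expression in CPM in sgCtl replicate 2 was 3.04 times the mean of the other two libraries in normoxia and 1.88 times in hypoxia, a deviation from those others of 1.62 and 0.92 on the log2 scale. The 926 genes of at least 10 kb had a median deviation of 0.15 and 0.07 in the same libraries, which argues against transcript length as the explanation. A larger deviation in that library was seen in 38 genes, 0.254%, in normoxia and 736 genes, 4.93%, in hypoxia.

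The sites here match a spacer with 3 differences, for sgXIST9 without its first base. Of the 11 genes near such a site, 6 were tested and 0 were called down in that guide alone. Among them, 1 had an unadjusted p-value under 0.05 and a lower value in that guide. That gene was ZNF462, with −0.71 in sgXIST9 (adjusted p = 0.012, edgeR) and −0.39 in sgXIST7 (adjusted p = 0.16, edgeR). None of the 175 genes down only in sgXIST7 or the 277 down only in sgXIST9 thus lay near such a site of its sgRNA. This argues against direct effects at these sites as their source. Whether the sgRNAs act at the sites at all cannot be told from 6 genes, and indirect effects were not tested.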
